# Long non-coding RNA DLX6-AS1 is the key mediator of glomerular podocyte injury and albuminuria in diabetic nephropathy by targeting the miR-346/GSK-3β signaling pathway

**DOI:** 10.1038/s41419-023-05695-2

**Published:** 2023-02-28

**Authors:** Jia Guo, Wen Zheng, Yong Liu, Mengwen Zhou, Yan Shi, Min Lei, Chaojie Zhang, Zhangsuo Liu

**Keywords:** Kidney diseases, Experimental models of disease

## Abstract

Progressive albuminuria is the primary clinical symptom of diabetic nephropathy (DN), leading to a gradual decline in kidney function. DLX6-AS1 was the first reported long non-coding RNA (lncRNA) to participate in organogenesis and play crucial roles in the brain or neural cell development. Herein, we investigated the DLX6-AS1 (Dlx6-os1 in mice) role in DN pathogenesis. We found that DLX6-AS1 expression in DN patients correlated with the extent of albuminuria. Dlx6-os1 overexpression induced cellular damage and inflammatory responses in cultured podocytes through miR-346-mediated regulation of the GSK-3β pathway. In various established diabetic and newly developed knockout mouse models, Dlx6-os1 knockdown/knockout significantly reduced podocyte injury and albuminuria. The Dlx6-os1 effects were remarkably modulated by miR-346 mimics or mutants and significantly diminished in podocyte-specific GSK-3β-knockout mice. Thus, DLX6-AS1 (Dlx6-os1) promotes DN development by accelerating podocyte injury and inflammation through the upregulation of the GSK-3β pathway, providing a novel molecular target for DN therapy.

## Introduction

Diabetes poses a significant health problem worldwide. It is a systemic, progressive disease-causing damage to multiple organs, diabetic nephropathy (DN) being one of the most common and severe complications [1–4]. The primary clinical symptom of DN is progressive albuminuria [5, 6], but the underlying mechanism still needs to be elucidated. Despite recent advances in DN research, there has been no breakthrough in developing reliable early diagnostic markers or effective treatments for this devastating disease [7–10]. Therefore, there is an unmet medical need to understand the pathogenesis of DN better for facilitating the discovery and development of new targeted therapies. Recent studies have shown that among the various types of kidney tissue damage caused by the diabetic condition, podocyte damage is critical for the development and progression of DN [5, 6, 11, 12]. Inflammatory responses also play essential roles in the development of DN, including damage to podocytes [7, 13–17]. Our laboratory has long been interested in DN pathophysiology and has reported that high glucose (HG)-induced inflammation causes podocyte injury and impairs kidney functions [18–21].

Recently, there has been increasing interest in exploring the role of long non-coding RNA (lncRNA) in the pathogenesis of various chronic diseases, such as cancers, cardiovascular diseases, and immune disorders [2, 22, 23]. LncRNAs are involved in the development and progression of diabetic tissue injury, providing a basis for the identification and evaluation of specific lncRNAs as potential biomarkers for DN [24–28]. Additionally, few reports suggest that lncRNAs have active roles in DN development. For instance, lncRNA SNHG17 regulates Mst1 [26] and the lncRNA PAX8-AS1-N/miR-17-5p/STAT3 axis, affecting podocyte apoptosis [29] and the progression of DN. Yang et al. carried out a high-throughput sequencing study and identified several lncRNA-circRNA-miRNA-mRNA networks associated with type 2 diabetes mellitus (DM) [30]. However, evidence supporting the linkage between lncRNA expression and DN in diabetic patients is lacking. Mechanistic studies on the roles of lncRNAs in diabetic tissue injury might facilitate the development of novel lncRNA-based targeted therapy.

The present study was designed to systematically investigate the role of lncRNAs in the pathogenesis of DN. We first carried out a study to identify specific lncRNAs differentially expressed in DN patients compared with their expression in normal and diabetic patients without kidney injury. The clinical results led to the identification of lncRNA DLX6-AS1 (distal-less homeobox 6 (DLX6) antisense RNA 1, gene ID: 285987) as a major factor associated with the levels of inflammatory factors and renal function in DN patients. DLX6-AS1 (Dlx6-os1 in mice) is found in chromosome 7 in humans (11 splice variants) and chromosome 6 in mice (three splice variants). In both species, DLX6-AS1/Dlx6-os1 contains three exons, exon 3 being the longest. 

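In the mouse genome build GRCm38, the GENCODE annotation (release M21) places the Dlx6os1 gene (ENSMUSG00000090063.6) on the minus strand of chromosome 6, from 6820189 to 6871592, and classes it as an antisense gene. Of its 3 annotated transcripts, Dlx6os1-201 has 3 exons of 104, 479 and 4025 bases. Its exon 3, the longest, runs from 6820543 to 6824567. Dlx6os1-202 has 2 exons of 67 and 4379 bases, and Dlx6os1-203 has 2 exons of 144 and 380 bases. The last exon of each of these 3 transcripts begins at the same position, 6824567, and reaches to a different end. The protein-coding gene Dlx6, which encodes a homeobox transcription factor, lies on the plus strand from 6863334 to 6868568, within the intron of Dlx6os1-201 between exons 2 and 3, so the pair shares this stretch of the chromosome but no exon of Dlx6os1-201. Dlx5, its neighbouring homeobox gene, lies on the minus strand from 6877805 to 6882085. A separate small RNA gene that the annotation also calls Dlx6os1 (ENSMUSG00000098326.1) covers 6871488 to 6871633, over exon 1 of Dlx6os1-201.

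**Figure D1:**
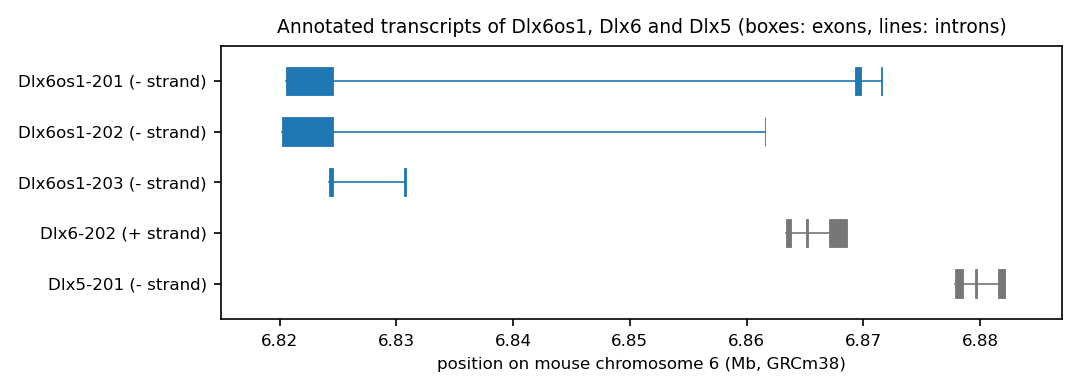
Map of the Dlx6os1, Dlx6 and Dlx5 genes along mouse chromosome 6 (horizontal axis, position in Mb, GRCm38), with all 3 transcripts of Dlx6os1, 1 of Dlx6 and 1 of Dlx5, boxes for exons and thin lines for introns. The Dlx6 transcript drawn, Dlx6-202, ends at 6868568, between exons 2 and 3 of Dlx6os1-201.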

To our knowledge, this is the first report on the role of lncRNA DLX6-AS1 in the pathogenesis and progression of DN. In the present study, we systematically investigated the role of lncRNA DLX6-AS1 using various in vitro and in vivo models with overexpressed or knocked down (KD) lncRNA Dlx6-os1. We also set up a podocyte-specific Dlx6-os1 KO (knockout) mouse model to explore the function of Dlx6-os1 in the podocyte. Furthermore, we carried out mechanistic studies to explore how lncRNA Dlx6-os1 induces podocyte injury, resulting in the discovery of its miR-346-mediated regulation of the GSK-3β pathway, which was confirmed using GSK-3β-KO mice and miR-346 mimics and mutants. GSK-3β plays a critical role in fibroblast differentiation and renal fibrosis [12]. Proximal tubule-specific GSK-3β gene deletion can significantly reduce tubular injury, accelerate regeneration, and suppress renal fibrosis following acute kidney injury in mouse models [31]. Yoshino et al. found that increased levels of GSK-3β can result in severe renal fibrosis in a rat model of unilateral ureteral obstruction [32]. The excessive accumulation of extracellular matrix and overproduction of profibrotic cytokines induced by TGF-β1 treated renal tubular epithelial cells are largely abrogated by GSK-3-β inhibitors [33]. The present results provide a better understanding of the role of lncRNAs in DN pathogenesis, providing a basis for the development of novel approaches to better diagnosis and treatment of albuminuria in DN in the clinic.

## Materials and methods

### Patient specimens

The clinical data, renal tissue sections, and blood and urine specimens were obtained from the Tissue Bank at the First Affiliated Hospital of Zhengzhou University and the National Human Genetic Resources Sharing Service Platform (2005DKA21300). A total of 32 samples (12 DN, 10 DM, and 10 CON) of renal tissues were selected randomly from archived identified biopsy tissue specimens. Normal control kidney tissues were obtained from preimplant biopsy samples or kidneys that were refused to be used in transplantation due to vascular anomalies. The clinical data of all the patients used in the study are shown in Supplementary Table 1. Three random samples from each group were used for lncRNA microarrays (Arraystar 3.0, Aksomics Biotech.Co., Ltd, Shanghai, China), and their corresponding plasma and urine samples were also screened. The selection of target lncRNAs was based on four criteria: (1) the lncRNAs were differentially expressed in the DN patients and CON; (2) the lncRNAs did not show similar differences between DM and CON individuals; (3) the lncRNAs did not show the same expression trends in either the plasma or kidneys in the DN patients; and (4) the lncRNAs showed the same expression trends in both urine samples and kidney tissues of the DN patients. The Institutional Ethics Committee of Zhengzhou University approved this study with an exempt status for human subjects, and the need for informed consent from all participants was waived.

### Animals

The protocols for the use and care of experimental animals were reviewed and approved by the Review Board of Animal Experiments at the University. The National Institutes of Health (NIH) guidelines for animal experiments were followed in this study [34]. The mice were fed at Henan Key Laboratory for Pharmacology of Liver Diseases.

### Mouse type 2 diabetic model

Male 6-week-old type 2 diabetic model db/db and db/m mice (C57BLKS/JGpt, #T002407, GemPharmatech Co., Ltd, China) were allowed to adapt to the animal facility feeding and environmental conditions for 4 weeks and were then injected with lentivirus or saline. db/db mice or db/m mice were randomly allocated into four groups: untreated, saline-treated control (+ saline), shRNA control virus or overexpressed control virus (+ con-shRNA or + con-LV), and lentivirus group with podocyte-specific knockdown or overexpression of lncRNA Dlx6-os1 (+ Dlx6-os1 shRNA or + Dlx6-os1). The animals were sacrificed at 12 weeks after treatment (at the age of 22 weeks). The methods for collecting and analyzing blood, urine, and renal tissue samples were reported previously [11, 19].

### A mouse model with a podocyte-specific knockout of Dlx6-os1

A podocyte-specific lncRNA Dlx6-os1 knockout (Dlx6-os1^flox/flox, nphs2-cre^, Dlx6-os1 KO) mouse model was established (Supplementary Methods and Materials). At 6 weeks of age, the mice were treated with a 45% high-fat diet (MD12032, Medicience Co., Ltd. China) and categorized into groups for subsequent experiments. After 3 weeks of a high-fat diet, the mice received STZ injections. Briefly, male C57BL/6 wild-type mice received intraperitoneal injections of low-dose STZ (55 mg/kg; STZ; Sigma-Aldrich) once a day for 5 consecutive days, during which the mice were still provided with a high-fat diet. The animals were kept fasting for 12 h with access to water before STZ injection. The high-fat diet was replaced with a regular diet following the STZ treatment.

### A mouse model with a podocyte-specific knockout of GSK-3β

Mice were purchased from the Jackson Laboratory (GSK-3βFL, Stock No 029592; NPHS-Cre, Stock No 008205), and the podocyte-specific GSK-3β-KO mice were generated as described previously [35]. The grouping and treatment protocols used in the aforementioned lncRNA Dlx6-os1 overexpression study with the db/m mice were adapted for this experiment.

### Isolation of glomeruli and primary culture of podocytes

The methods used to isolate glomeruli and culture primary podocytes were described in our earlier study [18].

### Renal histology, tissue immunofluorescence, and electron microscopy

As described previously [19], formalin-fixed and paraffin-embedded kidney tissues were processed for histopathological analysis, kidney cortex samples fixed with 2.5% glutaraldehyde were used for EM, and tissue immunofluorescence analyses were carried out with OCT-embedded kidney tissue specimens. In the present study, five random EM fields of glomeruli per mice were examined to count foot processes or measure GBM thickness. These analyses were performed by a single investigator who was blinded to the group assignments.

### Human and mouse kidney RNA fluorescence in situ hybridization (FISH) with immunofluorescence

The Custom LNA™ LncRNA ISH Detection Probes & Kits (QIAGEN, German) was used with a double digoxin-labeled nucleic acid strand probe (human lncRNA *DLX6*-*AS1*: 5DigN/TTGCCTGTTCCATATCAATT/3DigN; mouse lncRNA *Dlx6-os1*: 5DigN/TGTTAAGTGAGACAGGCATTCA/3Dig_N), according to the manufacturer’s instructions.

### Cell culture

MPC5 cells were acquired from ATCC /Shanghai Cell Bank (BLUEFBIO, number BFN60808809). Conditionally immortalized MPC5 cells (passages 5–10) were cultured as reported previously [36, 37]. To determine the extent of podocyte injury and the expression of lncRNA Dlx6-os1 under HG stimulation, differentiated mature mouse podocytes were randomly divided into three groups subjected to different culture conditions: an NG concentration (NG, 5.6 mmol/L D-glucose), hyperosmolar control (HM, 5.6 mmol/L D-glucose + 24.4 mmol/L mannitol), and HG (HG, 30 mmol/L D-glucose). To determine the effects of overexpressing lncRNA Dlx6-os1 on podocytes cultured under NG concentration, cultured normal mouse podocytes were randomly divided into three groups: vehicle control (NG + vehicle), virus control (NG + con-AD), and lncRNA Dlx6-os1- overexpressing adenovirus (NG + Dlx6-os1). To determine the effects of lncRNA Dlx6-os1- knockdown on podocytes cultured with a high concentration of glucose, cultured mouse podocytes were randomly allocated into three groups: vehicle control (HG + vehicle), virus control (HG + con-shRNA), and lncRNA Dlx6-os1-knockdown adenovirus (HG + Dlx6-os1 shRNA).

### RNA-FISH in cultured cells

RNA fluorescence in situ hybridization (FISH) detection of lncRNA Dlx6-os1 in podocytes cultured with different glucose concentrations (NG and HG) was accomplished using a FISH detection kit and probe for lncRNA Dlx6-os1 (C10190 FISH Kit and lnc1100312, Bo Rui Biotech. Co., Ltd, Guangzhou, China) according to the manufacturer’s instructions. The miR-346-5p was detected using Custom miRCURY™ LNA™ microRNA ISH Detection Probes & Kits (339115, QIAGEN).

### Immunofluorescence staining

The cultured podocytes or renal tissue sections were fixed using cold methanol for 40 min and incubated overnight at 4 °C with various primary antibodies (Supplementary Methods and Materials). The secondary antibodies conjugated with Alexa Fluor® 488 or 594 (Invitrogen, Carlsbad, CA, USA) were incubated at 25 °C for 2 h. Then, the sections were counterstained with 4′,6-diamidino-2-phenylindole (DAPI, Vector Laboratories, Burlingame, CA, USA) and visualized under a Zeiss LSM 880 confocal microscope (Carl Zeiss, Oberkochen, Germany). The intensity of the immunofluorescence staining was analyzed in ImageJ software.

### Lentivirus vectors, adenovirus vectors, and RNA interference

The lncRNA Dlx6-os1 (full length)-overexpressing, specific knockdown shRNA, and control adenovirus (Supplementary Methods and Materials) used in this study were designed and synthesized by Hanbio Co., Ltd. (Shanghai, China). Podocytes were seeded in six-well plates at 60–70% confluence and infected with adenovirus following the manufacturer’s instructions (4 × 10^6^ podocytes; MOI = 100). The media was replaced with fresh ones after 6–8 h of viral infection. Mouse miR-346 mimics and mutants were provided by Bo Rui Biotech. Co., Ltd. (Guangzhou, China), and transfected into cells in the presence of Lipofectamine 3000 (Thermo Fisher Scientific, CA, USA). The lentivirus carrying a mouse *Dlx6-os 1* fragment (exon 3 of lncRNA dlx6-os1 containing binding sites for miR-346) and the lentivirus with specific shRNA to induce knockdown were also constructed by Hanbio Co., Ltd. (Shanghai, China). The information on the vectors is listed in the Supplementary Methods and Materials section. The lentivirus was used to treat db/m and db/db mice via tail vein injections (one single injection: virus titer 10^8^ TU/ml; 80–100 µl per mouse). The sequences of the adenovirus and lentivirus packaging fragments are listed in the Supplementary Methods and Materials. Both the overexpression and shRNA lentiviruses carried the promoter for podocin (nphs-2), a podocyte marker protein. The control lentivirus was HA-tagged and also carried the promoter for podocin (nphs-2). The transfection efficiency of lentivirus with a podocyte-specific promoter in the podocytes of glomeruli was analyzed by immunofluorescence staining showing the expression of HA-tag and podocyte marker protein podocin in the OCT-embedded frozen kidney tissues.

### Immunoblotting

The isolated renal glomeruli, primary podocytes, and cultured cells were lysed and homogenized in radio-immunoprecipitation (RIPA) buffer (Millipore) containing protease inhibitors (Millipore). The protein content was quantified, and immunoblotting was carried out as reported previously [20, 38]. The antibodies used are listed in the Supplementary Methods and Materials. The intensity of the band was analyzed in ImageJ software.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

Total RNA was extracted from renal tissue specimens and cultured cells using previously described methods [39, 40]. The Power SYBR Green kit (Invitrogen) and Bio-Rad CFX96 Real-Time system (Bio-Rad, Pleasanton, CA, USA) were used for qRT-PCR. The sequences of PCR primers are shown in the Supplementary Methods and Materials.

### RNA-sequencing

RNA-seq detection was carried out with podocytes after treatment with the lncRNA Dlx6-os1-overexpressing adenovirus under normal culture conditions, and the results were compared with those obtained for the normal controls. The methods used for RNA-seq experiments and data analysis were as described previously [39, 40], and the differentially expressed genes were identified based on statistical analyses (fold of change >1.5, and *P* < 0.05), followed by various data-mining analyses, including correlation analysis, clustering, GO, and KEGG pathway analyses.

### Luciferase reporter assay

LncRNA Dlx6-os1 fragments containing the putative miR-346-binding site were chemically synthesized. The corresponding mutants were created by mutating the lncRNA Dlx6-os1 fragment seed region binding site. A lncRNA Dlx6-os1 wild-type or mutant plasmid and mmu-miR-346 (3p and 5p) or negative control (NC) were transfected into HEK293T cells for 48 h in the presence of Lipofectamine 3000 (Thermo Fisher Scientific). The cells were collected to detect Renilla luciferase activity using a dual-luciferase reporter assay system (Promega, WI, USA) in TD-20/20.

### Statistical analyses

Data and statistical analyses were performed using SPSS V22.0 (IBM Corporation, Armonk, New York, USA). Measurements were taken from distinct samples (different animals or independent experiments). The data are expressed as the mean ± SD. Statistical analysis methods are detailed in the figure legends. The unpaired *t*-test was used to compare two groups, and ordinary one-way or two-way ANOVA was used to compare multiple groups, followed by Dunnett’s multiple comparisons test, Tukey’s multiple comparisons test, or Sidak’s multiple comparisons test, using GraphPad Prism 8.0 software (GraphPad Software, San Diego, CA, USA). Linear regression analysis was used to examine possible relationships between the two parameters. A value of *P* < 0.05 was considered statistically significant.

## Results

### Highly expressed lncRNA DLX6-AS1 in podocytes is positively correlated with albuminuria in DN patients

To investigate the role of lncRNAs in the development and progression of DN, we first determined the pathological changes in renal tissues and lncRNA expression profiles in kidney tissue, plasma, and urine samples of DN and DM patients, and normal healthy controls (CON) (Fig. 1). The pathological changes were analyzed using Periodic acid-Schaff staining (PAS) and electron microscopy (EM) (Supplementary Fig. 1). Increased matrix components, basement membrane thickening, and partial hardening were observed in the kidneys of patients with DN. Similarly, DN kidneys exhibited significant basement membrane thickening and foot process effacement, as observed using EM. Moreover, immunofluorescence assays showed that compared with DM and CON subjects, DN patients experienced a decrease in the expression of podocyte marker proteins, such as podocin and synaptopodin (SYNPO), and an increase in podocyte injury factor claudin-1 and the inflammatory cytokine IL-17 (Fig. 1a, b). These findings indicate that podocyte injury and inflammation might play a key role in the development and progression of DN.

**Fig. 1:**
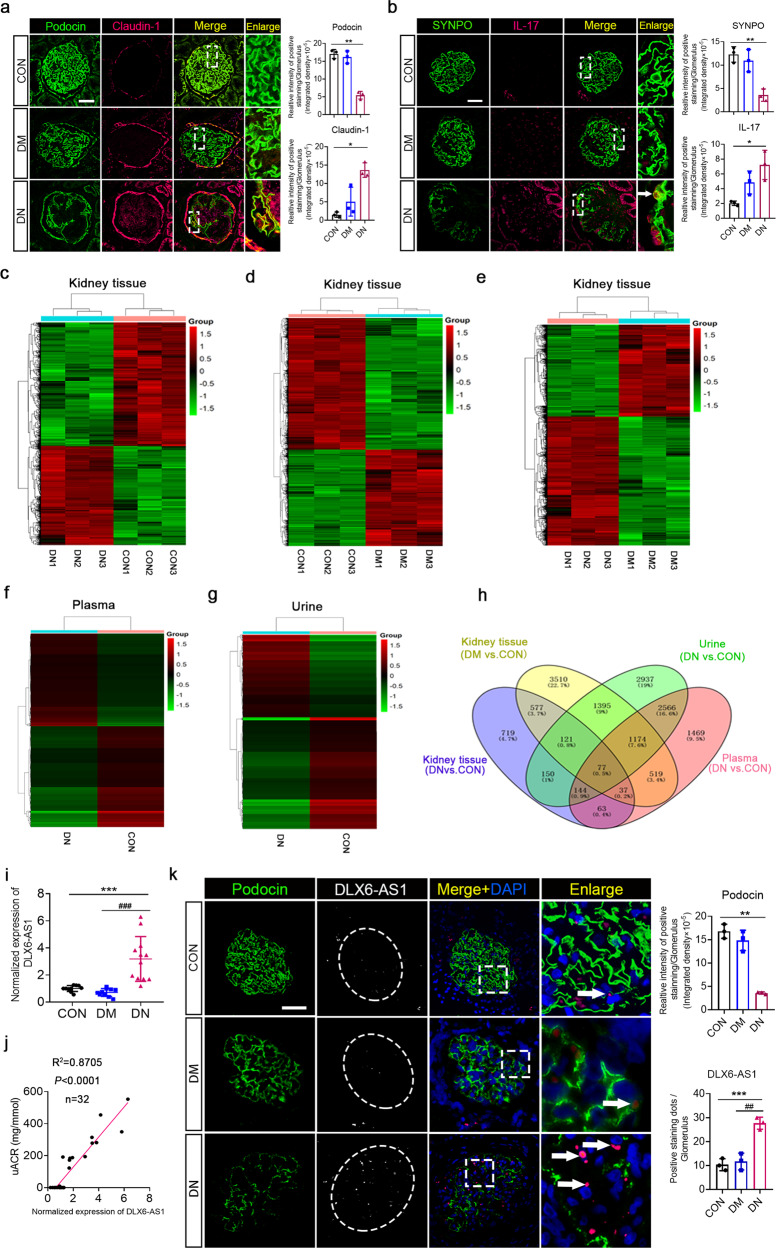
The expression profiles of lncRNAs in the kidney tissue, plasma, and urine samples of diabetic nephropathy (DN) patients, diabetes mellitus (DM) patients, and normal healthy controls (CON). **a** Paraffin-embedded sections from renal biopsies were stained and analysed. Immunofluorescence assays showed a decrease in podocin (podocyte marker protein, green) and an increase in claudin-1 (podocyte injury-associated factor, magenta) DN kidney tissue specimens. The two markers are colocalized (yellow). An enlarged section (dashed rectangle) is shown. The intensity of the staining is quantified and compared in the different samples (*n* = 3). *P < 0.05, **P < 0.01 (unpaired *t*-test). **b** Paraffin-embedded sections from renal biopsies were stained and analysed. Immunofluorescence assays showed a decrease in synaptopodin (SYNPO, podocyte marker protein, green) and an increase in IL-17 (inflammatory factor, magenta) in the DN specimens. The two markers are colocalized (yellow). An enlarged section (dashed rectangle) is shown. The intensity of the staining is quantified and compared in the different samples (*n* = 3). *P < 0.05, **P < 0.01 (unpaired *t*-test). **c**–**g** The lncRNA profiles of the kidney tissue, plasma, and urine samples of the DN patients, diabetic patients, and the CON group participants. **h** A Venn diagram is used to select target lncRNAs. The targets are chosen from among the lncRNAs found to be differentially expressed between the DN patients and CON, excluding those that are also differentially expressed between DM patients and CON. Among these lncRNAs, the same trends of expression in both plasma and kidneys in DN patients are excluded, while those with the same changing trends in urine samples and kidney tissues are preferentially included. Finally, the targets are selected among 150 lncRNAs. **i** qRT-PCR analysis of lncRNA DLX6-AS1 expression in renal tissues showing significant increases in DN patients. ***P < 0.001; ###*P* < 0.001 (unpaired *t-*test). **j** A positive correlation between the uACR and lncRNA DLX6-AS1 expression levels in renal tissues. **k** Paraffin-embedded sections from renal biopsies were stained and analysed. FISH assays show a significant increase in lncRNA DLX6-ASl expression levels in glomeruli of DN patients. DLX6-AS1 staining is shown in grayscale (single channel) or magenta (merge image). White arrows indicate the positions of podocytes with lncRNA DLX6-AS1 expression. Scale bar = 50 µm. **P < 0.01; ***P < 0.001; ##*P* < 0.01 (one-way ANOVA, plus Tukey’s multiple comparisons test).

We next performed a high-throughput chip assay to analyze the expression profiles of lncRNAs in the blood, urine, and kidney tissue samples of the participants in the DN, DM, and CON groups. As summarized in Fig. 1c–g, the specific lncRNAs were identified based on comparisons of the expression profiles in DN patients with those in the DM and CON groups. Among 150 differentially expressed lncRNAs (Fig. 1h), five upregulated lncRNAs and four downregulated lncRNAs in DN patients were finally selected for further study based on sequence verification, the availability of specific primers, the fold-change expression (>2.4-fold), and the statistical relevance of the change in expression (*P* < 0.05; compared with that of the CON group). After further confirmation by qRT-PCR, lncRNA DLX6-AS1 was found to be one of the most significantly upregulated lncRNAs in the renal tissue of DN patients (Fig. 1i). Notably, there was a positive correlation between the lncRNA DLX6-AS1 expression level in renal tissues and the urinary albumin/creatinine ratio (uACR) in DN patients (Fig. 1j). Moreover, significantly upregulated lncRNA DLX6-AS1 expression in podocytes accompanied by the decreased expression of podocyte marker protein podocin was found through fluorescence in situ hybridization (FISH) with renal tissues from DN patients (Fig. 1k). These findings suggest that increased lncRNA DLX6-AS1 in podocytes might positively correlate with albuminuria and podocyte injury in DN patients.

### LncRNA Dlx6-os1 is upregulated in the glomeruli of diabetic db/db mice

To demonstrate the role of lncRNA DLX6-AS1 in DN development, we employed diabetic mice models. We used db/db mice as a type 2 diabetic mice model and db/m mice as a non-diabetic control to observe the correlations between the lncRNA Dlx6-os1 expression level, urinary albumin protein level, and the degree of podocyte injury. Groups of diabetic db/db mice were sacrificed at 14 and 22 weeks of age, and tissues were collected for analysis (Supplementary Fig. 2a). As expected, for all age groups, the db/db mice displayed a significantly higher uACR and higher random blood glucose (RBG) levels (*P* < 0.001, Supplementary Fig. 2b, c) and a lower kidney weight/body weight ratio (KW/BW, *P* < 0.01, Supplementary Fig. 2d). PAS staining of kidney tissues showed significantly increased thickening of the renal basement membrane in 14- and 22-week-old db/db mice compared with db/m mice. Similarly, electron microscopy showed basement membrane thickening and podocyte foot process effacement (Supplementary Fig. 2e). Interestingly, Dlx6-os1 expression in the glomeruli of the db/db mice increased significantly (Fig. 2a, b), while podocin expression decreased (Fig. 2b). Moreover, similar to the above findings in human DN patients, the expression of Dlx6-os1 in the glomeruli positively correlated with uACR in the db/db mice (Fig. 2c). In addition, the levels of inflammatory and injury-associated factors significantly increased in the podocytes of db/db mice compared with those in the podocytes of db/m mice (Fig. 2d, e). The decrease of podocin expression detected in the microscopy samples (Fig. 2b) was further verified by Western blot (WB) (Fig. 2d, e), indicating that Dlx6-os1 expression was closely associated with increased podocyte injury.

**Fig. 2:**
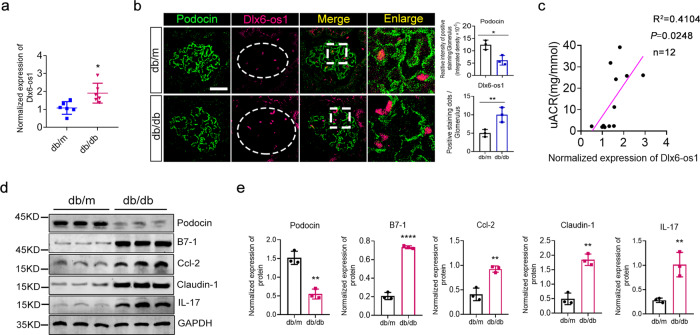
A correlation between increased lncRNA Dlx6-os1 expression and increased podocyte injury in the db/db mice model with diabetic nephropathy. **a** qRT-PCR assays showing a significant increase in lncRNA Dlx6-os1 expression in isolated podocytes from mouse kidney. *P < 0.05 vs. db/m (unpaired *t*-test). *n* = 6 mice/group. **b** FISH-based detection of the expression level and location of lncRNA Dlx6-os1 in paraffin-embedded db/db mouse kidney. The expression of lncRNA Dlx6-os1 in podocyte of db/db mice is upregulated (magenta dots increased), and the expression of podocyte marker protein podocin (green) was reduced. The intensity of the staining is quantified and compared in the different samples (*n* = 3). *P < 0.05, **P < 0.01, (unpaired *t*-test). Scale bar = 20 µm. Three visual fields were analyzed per sample. *n* = 3 mice/group. **c** Correlation between uACR and lncRNA Dlx6-os1 expression levels in isolated podocyte from db/db and db/m mouse kidney. **d** Western blots of podocin, B7-1, ccl-2, IL-17, and claudin-1 in isolated glomeruli from mouse kidney. GAPDH was used as the loading control. **e** Quantification from the western blot data shown in **d**. The intensity of the bands was analyzed in ImageJ and normalized to the intensity of GAPDH (*n* = 3). **P < 0.01, ****P < 0.0001 vs. db/m (unpaired *t*-test).

### LncRNA Dlx6-os1 overexpression promotes podocyte injury in db/m mice

To investigate whether lncRNA Dlx6-os1 overexpression could induce pathogenic effects, 10-week-old db/m mice were injected with the lentivirus overexpressed lncRNA Dlx6-os1 (the exon 3 of Dlx6-os1) for 12 weeks (Fig. 3a). The transduction efficiency was shown in Supplementary Fig. 3. Dlx6-os1 overexpression led to significantly increased uACR at 12 weeks post-injection (*P* < 0.0001, Fig. 3b) but no remarkable changes in the random blood glucose levels or the KW/BW (Fig. 3c, d). In addition, PAS staining showed increased renal tissue matrix and thickened basement membrane, and EM revealed evident thickening of the basement membrane and podocyte foot process effacement (*P* < 0.0001, Fig. 3e). The overexpression of Dlx6-os1 in podocytes was confirmed by FISH (Fig. 3f) and qRT-PCR (Fig. 3g). As the expression of lncRNA Dlx6-os1 gradually increased in the mouse glomeruli, the expression of podocyte marker proteins gradually decreased (Fig. 3h–l). WT-1, expressed in the podocyte nucleus, was also found to decrease after lncRNA Dlx6-os1 overexpression (Fig. 3f), which indicated the loss number of podocytes. Notably, the expression of inflammatory and injury-associated factors also increased in these podocytes (Fig. 3h–l). The intensity of the immunofluorescence staining were analyzed and shown in Supplementary Fig. 4. These results demonstrated that increased lncRNA Dlx6-os1 expression promoted podocyte injury, inflammation, and albuminuria in db/m mice.

**Fig. 3:**
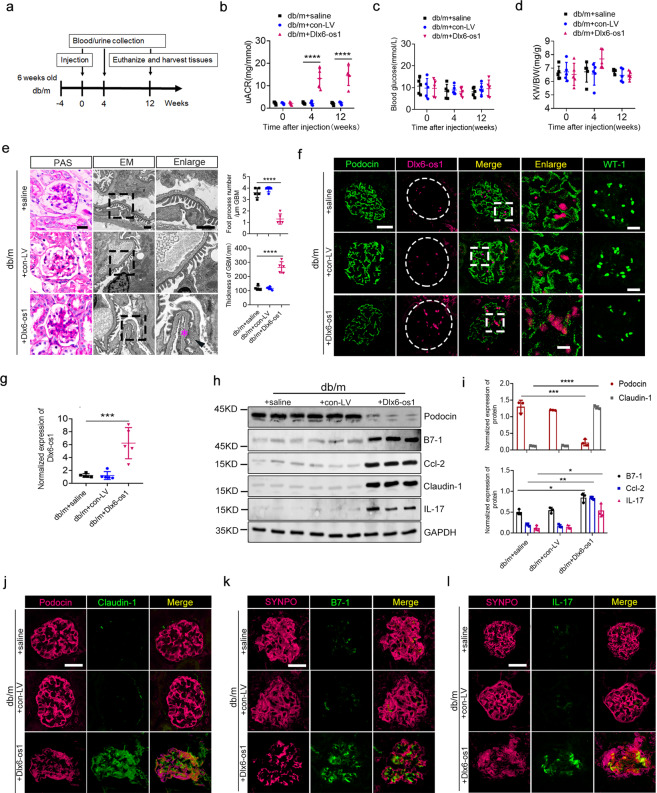
Glomerular podocyte injury induced by lncRNA Dlx6-os1 overexpression in phenotypically normal db/m mice. **a** Treatment flow chart. Mice were on an adaptive feeding for 4 weeks before the experiment (−4 to 0 weeks). The db/m mice were randomly allocated to three groups: saline control (db/m + saline), blank virus control (db/m + con-LV), and lncRNA Dlx6-os1-overexpressing lentivirus (db/m + Dlx6-os1) groups. **b**–**d** The uACR of the (db/m + Dlx6-os1) mice is significantly higher than that of the (db/m + saline) mice (**b**), but there are no significant differences in the random blood glucose level (**c**) or kidney weight/ body weight (KW/BW) ratio (**d**). ****P < 0.0001. *n* = 5 mice/group (one-way ANOVA plus Dunnett’s multiple comparisons test). **e** Periodic acid-Schiff (PAS) staining and electron microscopy (EM) analysis of kidney tissues and podocytes from db/m mice 12 weeks after lentivirus injection. The statistical charts show the number of foot processes per micrometer and the thickness of the basement membrane. Five visual fields were analyzed per sample, PAS bar = 20 µm; EM bar = 1 µm). ****P < 0.0001 *(*unpaired *t*-test). *n* = 5 mice/group. **f** FISH-based detection of the location and level of the lncRNA Dlx6-os1 expression in paraffin-embedded mouse kidney tissues. LncRNA Dlx6-os1 is upregulated (magenta dots). Podocin (green) and WT-1 expressions are reduced. Images are representatives of three separate experiments. Scale bar = 20 µm. **g** The expression of lncRNA Dlx6-os1 in the primarily isolated podocyte as determined by qRT-PCR. ***P < 0.001 (unpaired *t*-test). *n* = 5 mice/group. **h** Western blots of isolated glomeruli from mouse kidneys to determine the levels of podocin, B7-1, ccl-2, IL-17, and claudin-1 protein. GAPDH was used as the loading control. *n* = 3 mice/group. **i** Quantification from the western blot data shown in **h**. The intensity of the bands was analyzed in ImageJ and normalized to that of GAPDH (*n* = 3). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (one-way ANOVA, plus Tukey’s multiple comparisons test). **j**–**l** Comparison of podocin (**j**, magenta), SYNPO (synaptopodin, **k** and **l**, magenta), claudin-1 (**j**, green), B7-1 (**k**, green), and IL-17 (**l**, green) expression levels and localization sites in OCT-embedded frozen kidney tissues. Images are representative of three separate experiments. Scale bar = 20 µm.

### Knockdown of lncRNA Dlx6-os1 alleviates podocyte injury in diabetic mice

We next observed the effects of lncRNA Dlx6-os1 knockdown (KD) on podocyte injury, inflammation, and albuminuria in db/db mice. Ten-week-old db/db mice were injected with lentivirus-lncRNA Dlx6-os1 shRNA (Fig. 4a), and Dlx6-os1 reduction was confirmed by qRT-PCR in isolated primary podocyte at 12 weeks after injection (*P* < 0.01, Fig. 4b). Dlx6-os1 KD in podocytes resulted in significantly lower uACR levels after 12 weeks (*P* < 0.01, Fig. 4c), but no changes were detected in the RBG level or KW/BW ratios (Fig. 4d, e). An increase in the foot process number and a decrease in the thickness of GBM, measured using PAS staining and EM, indicated significantly reduced podocyte injury in the lncRNA Dlx6-os1 KD mice (*P* < 0.0001, Fig. 4f). Notably, podocin, WT-1, and SYNPO expression gradually increased, accompanied by the decreased expression of lncRNA Dlx6-os1 (Fig. 4g–l), whereas the inflammatory and injury-associated factors in the podocytes were reduced in the lncRNA Dlx6-os1 KD mice (Fig. 4h–l). The intensity of the immunofluorescence staining were analyzed and shown in Supplementary Fig. 5. Taken together, these results suggested that inhibiting lncRNA Dlx6-os1 expression in kidney podocytes could represent an effective approach to alleviate the podocyte injury, inflammation, and albuminuria associated with DN.

**Fig. 4:**
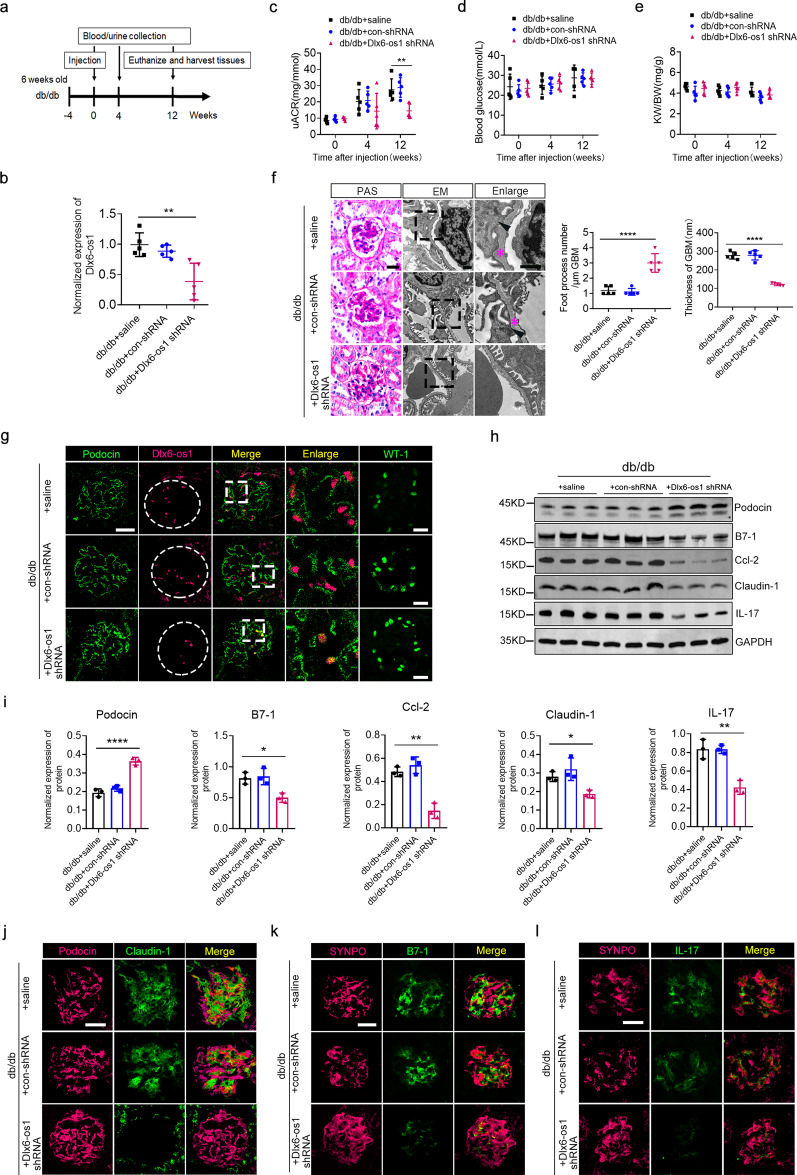
Effects of lncRNA Dlx6-os1 knockdown on podocyte injury, inflammation, and proteinuria in db/db mice. **a** Treatment flow chart. The 10-week-old db/db mice were treated with lncRNA Dlx6-os1 shRNA; then, blood, urine, and kidney tissue samples were analyzed at 4- and 12- weeks post-injection. **b** qRT-PCR assays showing that lncRNA Dlx6-os1 expression is significantly reduced in the shRNA-treated db/db mice compared with that of the controls in isolated podocytes from mouse kidney. **P < 0.01 (unpaired *t*-test). *n* = 5 mice/group. **c**–**e** The mice were injected with saline (db/db + saline), blank lentivirus (db/db + con-shRNA), or lncRNA Dlx6-os1 shRNA lentivirus (db/db + Dlx6-os-shRNA). The urinary albumin/creatinine ratio (uACR), random blood glucose, and kidney weight/body weight (KW/BW) ratio were compared among the three groups at different times after injection. **P < 0.01 (one-way ANOVA plus Dunnett’s multiple comparisons test). *n* = 5 mice/group. **f** Periodic acid-Schiff (PAS) staining and electron microscopy (EM) analysis of podocyte injury in kidney tissues 12 weeks after treatment with lncRNA Dlx6-os1 shRNA lentivirus. The below statistical graphs show the number of foot processes per micrometer and the basement membrane thickness of the db/db mice under different treatments. Five observation fields are collected per sample, PAS bar = 20 µm; EM bar = 1 µm. ****P < 0.0001 (unpaired *t*-test). *n* = 5 mice/group. **g** FISH analysis in paraffin-embedded kidney tissue samples. The lncRNA Dlx6-os1 shRNA-treated mice show decreased lncRNA Dlx6-os1 expression in podocytes (magenta dots) and increased podocin (green) and WT-1 expressions (green) (*n* = 3). Scale bar = 20 µm. **h** Western blot to detect the expression levels of podocin, B7-1, ccl-2, IL-17, and claudin-1 of isolated glomeruli from mouse kidney. GAPDH was used as the loading control. *n* = 3 mice/group. **i** Quantification from the western blot data shown in **h**. The intensity of the bands was analyzed in ImageJ and normalized to that of GAPDH (*n* = 3). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (one-way ANOVA, plus Dunnett’s multiple comparisons test). **j**–**l** Comparison of podocin (**j**, magenta), SYNPO (synaptopodin, **k** and **l**, magenta), claudin-1 (**j**, green), B7-1 (**k**, green), and IL-17 (**l**, green) expression levels and localization sites in OCT-embedded frozen kidney tissues (*n* = 3). Scale bar = 20 µm.

### Podocyte-specific lncRNA Dlx6-os1 knockout remarkably reduces the development of diabetic nephropathy in the streptozotocin (STZ)-induced diabetic mice

We next established a podocyte-specific lncRNA Dlx6-os1 knockout (Dlx6-os1 KO) mouse model (Dlx6-os1^flox/flox, nphs2-cre^) and confirmed the knockdown of Dlx6-os1 in these mice by qRT-PCR (Fig. 5a–c). In addition, we confirmed the expression and localization of Dlx6-os1 using FISH in primary podocytes isolated from an STZ-induced control mouse and an STZ-induced Dlx6-os1 KO mouse (Fig. 5d). When measuring the RBG, uACR, or KW/BW ratio between the lncRNA Dlx6-os1 KO mice and the control mice (flox/flox), we found no significant differences in non-diabetic condition (Supplementary Fig. 6a–c). Thus, we induced diabetes in both lncRNA Dlx6-os1 KO mice and control mice by the standard STZ induction method (Fig. 5e, f) and high-fat (45% fat content) diet. Compared to the non-diabetic mice, the RBG levels were elevated in both the lncRNA Dlx6-os1 KO mice and flox/flox control mice one week after STZ injection (Fig. 5g compared to Supplementary Fig. 6a). The uACR levels in the STZ-induced diabetic control mice were significantly increased compared with lncRNA Dlx6-os1 KO mice after STZ injection at 7 weeks (Fig. 5h; *P* < 0.05). However, the KW/BW ratio of STZ-induced lncRNA Dlx6-os1 KO mice was significantly lower than that of STZ-induced control mice at 7 weeks after injection (*P* < 0.05, Fig. 5i). Using PAS staining and EM, glomerular matrix deposition and basement membrane thickness were found to reduce, and foot process effacement was also found to decrease in the diabetic lncRNA Dlx6-os1 KO mice (Fig. 5j), suggesting a protective role. Moreover, the expression of lncRNA Dlx6-os1 in glomeruli podocytes of lncRNA Dlx6-os1 KO mice was significantly reduced even under the STZ treatment (*P* < 0.001, Fig. 5k, l), and the STZ-induced lncRNA Dlx6-os1 KO mice showed increased expression of glomerular podocyte marker proteins and reduced levels of inflammatory factors and podocyte injury-associated proteins (Fig. 5m–q). The intensity of the immunofluorescence staining were analyzed and shown in Supplementary Fig. 7. Therefore, the results indicate that Dlx6-os1 knockout could mitigate the development of diabetic nephropathy in mice.

**Fig. 5:**
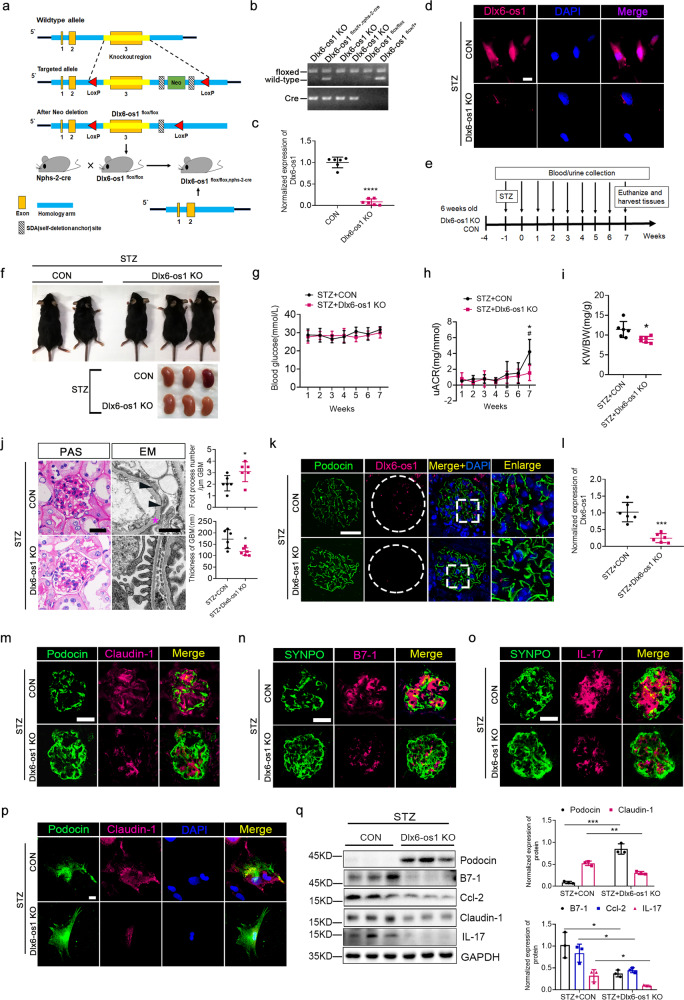
Establishment of a podocyte-specific lncRNA Dlx6-os1-knockout (KO) mouse model and development of streptozotocin (STZ)-induced diabetic kidney injury. **a** A flow chart showing the preparation of lncRNA Dlx6-os1-specific knockout mice. **b** Verification of gene knockout in knockout mice (Dlx6-os1 KO). Both floxed and cre bands are positive, while the negative results for the wild-type gene band confirmed podocyte-specific knockout of lncRNA Dlx6-os1. **c** qRT-PCR analysis of primary cultured podocytes isolated from the glomeruli of the knockout mice, compared to the control flox/flox mice, confirms the lack of lncRNA Dlx6-os1. ****P < 0.0001 vs. CON (unpaired *t*-test). *n* = 6 mice/group. **d** FISH on primary podocytes isolated from STZ-treated Dlx6-os1 KO mice and STZ-treated control mice (*n* = 3). Scale bar = 20 µm. **e** Flow chart showing the STZ-mediated induction of diabetes in Dlx6-os1 KO mice. Six-week-old male Dlx6-os1 KO mice or CON (flox/flox) mice were fed a high-fat diet. After given intraperitoneal injections of STZ (55 mg/kg, once a day) for five consecutive days, blood and urine samples were collected weekly; animals were sacrificed 7 weeks after the STZ injection. *n* = 6 mice/group. **f** No significant differences in the appearance of the control (CON; flox/flox) and KO mice after STZ induction is observed, although the control mice had larger kidneys than the KO mice. **g** No significant difference is observed in the random blood glucose levels between the two groups of mice with diabetes induced by STZ, and both groups have levels significantly higher than the level of the flox/flox control mice (Supplementary Fig. 3a). **h** Increase in the urinary albumin/creatinine ratio (uACR) levels in the STZ-CON mice 5 weeks after injection. *P < 0.05 (7-week STZ + CON) vs. (1-week STZ + CON), #*P*  < 0.05 vs. (STZ + CON*)* at the same age (two-way ANOVA, plus Dunnett’s multiple comparisons test or Sidak’s multiple comparisons test). **i** Kidney weight/body weight (KW/BW) ratio in the wild-type (STZ-CON) and KO mice (STZ-Dlx6-os1 KO) after STZ induction. *P < 0.05 vs. (STZ + CON) (unpaired *t*-test). *n* = 6 mice/group. **j** Periodic acid-Schiff (PAS) staining and electron microscopy (EM) of kidney tissues revealed reduced damage in the kidney structures of the Dlx6-os1-KO mice following STZ treatment. The statistical chart compares the number of podocyte foot processes per micrometer and the thickness of the basement membrane between the two groups. *P < 0.05 vs. (STZ + CON) (unpaired *t*-test). *P*AS bar = 20 µm; EM bar = 1 µm. *n* = 6 mice/group. **k** FISH showing almost no expression of lncRNA Dlx6-os1 in the knockout mouse glomeruli. FISH bar = 20 µm. Images are representatives of three separate experiments. **l** qRT-PCR used to detect lncRNA Dlx6-os1 expression in primary cultured podocytes isolated from the glomeruli of knockout and control (flox/flox) mice after STZ induction. ***P < 0.001 vs (STZ + CON) (unpaired *t*-test). *n* = 6 mice/group. **m**–**o** Immunofluorescence analyses of (**m**) injury-related factors (claudin**-**1, magenta), (**n**, **o**) inflammatory factors (B7-1 and IL-17, in magenta) and podocyte marker proteins (**m**: podocin, green; **n**, **o**: SYNPO, synaptopodin, green) in OCT-embedded frozen kidney tissues. Podocyte-specific lncRNA Dlx6-os1 knockout mice show less extensive injury and inflammation. Scale bar = 20 µm. Images are representatives of three separate experiments. **p** Immunofluorescence analyses of claudin-1 (magenta) and podocin (green) in primary cultured podocytes isolated from the glomeruli of knockout and control (flox/flox) mice after STZ induction. Scale bar = 20 µm. Images are representatives of three separate experiments. **q** Western blots of podocyte marker proteins, injury-associated factors, and inflammatory factors of isolated glomeruli from mouse kidney. STZ-induced renal podocyte damage is significantly alleviated in knockout mice. Quantification of the western blot data is shown in the right panels. The intensity of the bands was analyzed in ImageJ and normalized to that of GAPDH (*n* = 3). *P < 0.05, **P < 0.01, ***P < 0.001 (unpaired *t*-test). *n* = 3 mice/group.

### LncRNA Dlx6-os1 mediates podocyte injury and inflammation in vitro

Next, a mouse podocyte cell line (MPC5) was used for further assessing the role of the lncRNA Dlx6-os1 in podocyte injury. MPC5 cells were cultured under normal glucose (NG), hyperosmolar (HM), and HG (high glucose) conditions. The HG condition exhibited higher levels of the lncRNA Dlx6-os1 in both the nucleus and cytoplasm of the cells (*P* < 0.0001, Fig. 6a, b). MPC5 cells under HG treatment also showed lower levels of podocyte marker proteins, including podocin (Fig. 6c–e) and SYNPO (Fig. 6f), and higher levels of injury-associated claudin-1 (Fig. 6c–e) and inflammatory factors such as B7-1, IL-17 (Fig. 6c, d), and ccl-2 (Fig. 6c–f). These findings indicated that HG led to the upregulation and re-localization of the lncRNA Dlx6-os1, possibly leading to podocyte injury and inflammation. Moreover, adenovirus-induced overexpression of the full-length of lncRNA Dlx6-os1 in MPC5 cells under NG conditions (*P* < 0.0001, Fig. 6g) resulted in reduced expression of podocyte marker proteins, increased levels of inflammatory factors and injury-associated factors, and damage to the cytoskeleton (Fig. 6h, i). To evaluate the specificity of Dlx6-os1 overexpression in these processes, we next attempted to reverse these phenomena. We tested the effect of three Dlx6-os1 shRNA under NG conditions (Fig. 6j), and SH3 was selected for further experiments based on the silencing efficacy. Our data showed that HG-induced Dlx6-os1 upregulation could be reverted using shRNA (Fig. 6k), while inflammatory and injury-associated factors could decrease in consequence (Fig. 6l, m). Together, these results further support the role of the lncRNA Dlx6-os1 in podocyte injury.

**Fig. 6:**
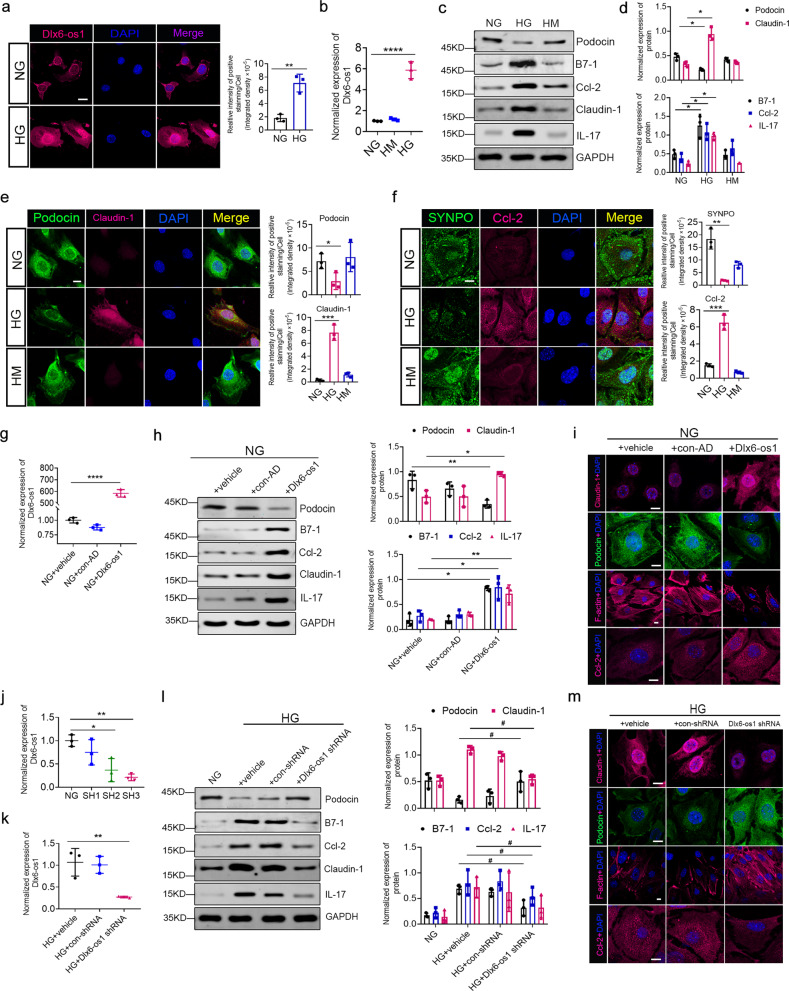
LncRNA Dlx6-os1 expression level, localization, and its relationship with podocyte injury in cultured cells. **a** FISH analysis of lncRNA Dlx6-os1 expression and colocalization with DAPI in the mouse podocyte cell line MPC5 cultured under normal glucose (NG, 5.6 mM) and high glucose (HG, 30 mM) conditions. Images are representatives of three separate experiments. The intensity of the staining is quantified and compared in the different samples (*n* = 3). **P < 0.01, (unpaired *t*-test). **b** The expression of lncRNA Dlx6-os1 in MPC5 cells as determined by qRT-PCR. NG (5.6 mM), HG (30 mM) and HM (5.6 mM glucose and 24.4 mM mannitol) conditions. ****P < 0.0001 (unpaired *t*-test). *n* = 3 independent experiments. **c** Western blot of podo**c**yte marker protein (podocin), injury-associated factors (claudin-1), and inflammatory factors (B7-1, IL-17, and ccl-2) of MPC5 podocytes under different glucose treatments. **d** Quantification of the western blot data shown in **c**. The intensity of the bands was analyzed in ImageJ and normalized to that of GAPDH (*n* = 3 independent experiments). *P < 0.05 (Two-way ANOVA plus Dunnett’s multiple comparisons test). **e**, **f** Immunofluorescence-based detection of the podocyte marker proteins podocin (**e**, green) and SYNPO (synaptopodin, **f**, green) and markers of podocyte injury and inflammation (claudin-1, **e**, magenta and ccl-2, **f**, magenta) in MPC5 cells. Images are representatives of three separate experiments. **g** qRT-PCR analysis of lncRNA Dlx6-os1 expression in the cells treated with vehicle, con-AD (empty adenovirus), or Dlx6-os1 (overexpression lncRNA Dlx6-os1 adenovirus) in MPC5 cells. ****P < 0.0001 (unpaired *t*-test). *n* = 3. **h** Western blots of the podocyte marker protein podocin; cell damage factor claudin-1; inflammatory factors B7-1, ccl-2, and IL-17 of MPC5 cells (vehicle, con-AD or cells overexpressing Dlx6-os1) under NG conditions. Quantification of the western blot data were shown on the right. The intensity of the bands was analyzed in ImageJ and normalized to that of GAPDH (*n* = 3). *P < 0.05; **P < 0.01 (Two-way ANOVA plus Dunnett’s multiple comparisons test). **i** Immunofluorescence-based detection of podocyte morphology evaluated by the expression and localization of F-actin, claudin-1, and podocin in MPC5 cells (vehicle, con-AD or cells overexpressing Dlx6-os1). **j** qRT-PCR analysis to show the efficiency of various shRNAs (SH1-3) on lncRNA Dlx6-os1 targeting. MPC5 cells (NG condition) were used. SH3 showing the best interference and used in subsequent studies. *P < 0.05 (unpaired *t*-test). *n* = 3. **k** qRT-PCR results for lncRNA Dlx6*-*os1 expression levels after SH3 treatment and culturing under HG conditions (HG + Dlx6-os1 shRNA). ***P < 0.001 (unpaired *t*-test). *n* = 3. **l** Western blots of podocyte marker proteins, injury-associated factors, and inflammatory factors of MPC5 cells. Quantification of the western blot data is shown on the right. The intensity of the bands was analyzed in ImageJ and normalized to that of GAPDH (*n* = 3). #*P* < 0.05 (Two-way ANOVA plus Dunnett’s multiple comparisons test). **m** Immunofluorescence-based analysis of the morphological changes of podocytes and a podocyte marker protein (podocin, green), podocyte injury-associated factor (claudin-1, magenta), inflammatory cytokine (ccl-2, magenta), and a cytoskeletal protein (F-actin, magenta) in MPC5 cells cultured under HG conditions following lncRNA Dlx6-os1 shRNA treatment. Scale bar = 10 µm in **a**, **b**, **e**, **f**, **i**, **m**.

### LncRNA Dlx6-os1 regulates GSK-3β expression and signaling

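RNA-sequencing (RNA-seq) reads short fragments of the RNA of a sample, so that the level of each transcript can be estimated from the fragments that match it. It was applied to MPC5 cells in 2 groups of 3 samples, cells overexpressing lncRNA Dlx6-os1 and control cells, in normal glucose (5.6 mM). The methods name an adenovirus carrying Dlx6-os1 and compare it with normal controls. The labels of the samples name a lentivirus instead, with a vector holding no insert for the controls. The same labels title the controls WT, with no vector in the title, so they do not settle what the controls received. The RNA sequenced was polyadenylated, and the libraries were made from fragmented RNA with random primers and dUTP in the second strand. The submitters' processing notes name FastQC, the aligner HISAT2, the transcript quantifier StringTie and the mouse genome build mm10, with no versions.

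The values made by the authors are FPKM, fragments scaled to the length of the transcript and to the mapped fragments of the sample, for 21849 protein-coding transcripts. Each of these transcripts had a mean of at least 0.5 in 1 or both groups. Dlx6-os1 is a noncoding RNA and its level is not analysed here, so the labels were not checked against the overexpressed RNA. The number of reads per sample is not given in the sources used here and could not be worked out from the low values, so the depth is unknown. The FPKM of the listed transcripts summed to 329402, 361048 and 371469 in the controls and to 342734, 341945 and 371806 in the cells overexpressing Dlx6-os1. These sums cover only the listed transcripts and are not a depth. Between 626 and 908 transcripts per sample were listed at 0, including a transcript of Gapdh, which every cell uses, so a value of 0 can be a failed estimate.

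FPKM of the transcripts were summed to 11308 genes by gene symbol, which keeps a shift of reads between transcripts of a gene from appearing as a change. The groups were compared with limma on log2(FPKM + 1), a scale that understates the change of low genes. A gene was counted either at an adjusted p under 0.05 (Benjamini-Hochberg) or at the thresholds of the study, an unadjusted p under 0.05 and a fold above 1.5. In a simulation of this comparison, 4.92% of unchanged genes had a p under 0.05, and 201 of 11108 passed both. In the same simulation, with 50 changed genes per fold, 98% of genes changed by a fold of 2 passed both thresholds and 70% passed the adjusted one. The simulated folds were folds of FPKM + 1, in genes with a mean of at least 2 FPKM that varied independently. These shares therefore do not cover lower genes. Genes of the real samples vary together, so the 201 cannot be read as the number of false calls in the real comparison. The statistics section of the paper says that measurements came from distinct samples (different animals or independent experiments) and does not speak of RNA-seq by itself, so p-values here measure only the spread between these samples.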

To further explore the mechanisms of podocyte injury caused by lncRNA Dlx6-os1, we performed RNA-sequencing with MPC5 cells overexpressing lncRNA Dlx6-os1 and control cells. As shown in Fig. 7a–e, compared with the control group, several differentially expressed mRNAs were identified in the MPC5 cells overexpressing lncRNA Dlx6-os1. 

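Lcn2, C3, Ccl20 and Ccdc71 were higher in MPC5 cells overexpressing lncRNA Dlx6-os1 than in control cells. Lcn2, the siderophore-binding protein lipocalin-2 (ENSMUSG00000026822.14, chromosome 2, 32384633 to 32388252 in mm10), had 13.1, 14.3 and 46.0 FPKM in the 3 samples overexpressing Dlx6-os1, against 0.317, 0.0700 and a listing at 0 in the controls, a log2 change of 4.27 (standard error 0.43, limma adjusted p = 0.0222). C3, complement component 3 (ENSMUSG00000024164.15, chromosome 17, 57203970 to 57228136), was at 18.5 ± 7.38 FPKM (SD, n = 3) against 1.01 ± 0.0565 (SD, n = 3), a log2 change of 3.21 (standard error 0.26, limma adjusted p = 0.0111). Ccl20, a chemokine, was at 4.17, 4.24 and 8.28 FPKM against 0.230, 0 and 0.232 FPKM in controls 1, 2 and 3, a log2 change of 2.46 (limma adjusted p = 0.0249). Ccdc71 was at 19.7 ± 0.664 FPKM (SD, n = 3) against 5.88 ± 0.693 FPKM (SD, n = 3), a log2 change of 1.59 (limma adjusted p = 0.0222). These 4 genes were higher at an adjusted p under 0.05 and 0 genes were lower, whereas 1036 genes (9.16%) had an unadjusted p under 0.05.

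At the thresholds of the study, 534 genes were called, 282 higher and 252 lower. Setting the median log2 ratio of every sample to 0 gave 228 higher and 314 lower, so the balance between the directions depends on the scaling. The 12 largest increases, chosen by the same limits as the decreases named next, also included the chemokine genes Cxcl1 (log2 change 3.49) and Cxcl10 (1.75), Neurl3 (2.31), Apol9b (1.96), P2rx7, an ATP-gated ion channel (1.48), and Flcn, folliculin (1.46). Saa3, an acute phase serum amyloid protein, was at 2.61, 3.04 and 16.1 FPKM and listed at 0 in each control. The 12 largest decreases, among genes whose groups do not overlap and whose mean is at least 1 in a group, included Kirrel, Aqp1, Ms4a2, the beta chain of the high-affinity IgE receptor (-2.14), the potassium channel gene Kcnj16 (-1.77), the adhesion receptor gene Adgrg1 (-1.68), Pcdhga9, a protocadherin (-1.62), Nrep (-1.52) and Pik3ip1, an inhibitor of PI3 kinase (-1.45). Cd59a, an inhibitor of the complement attack complex, fell by 1.44 on the log2 scale, and Masp1, a protease of the lectin pathway of complement, fell by 1.39. Ccdc80 had a log2 change of -1.43 and Bdh2 of -1.42. Among the genes of both rankings, overexpression replicate 3 lay furthest from the controls in all but Kirrel, Pcdhga9 and Cd59a. Overexpression replicates 1, 2 and 3 were at 22.0, 17.3 and 1.72 FPKM for Ms4a2 and at 36.4, 30.6 and 8.39 for Adgrg1. For Apol9b they were at 9.26, 9.02 and 67.7 FPKM. The sizes of such changes therefore rest in large part on 1 sample.

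Of the single transcripts, 670 were higher and 548 lower at the same thresholds. The 1063 genes with such a transcript included 396 genes that also passed as a sum. Leaving out control replicate 1 or 2 ended every call at the adjusted p, the count was 1 without control replicate 3 or overexpression replicate 2, and it was 8 without overexpression replicate 3. Leaving out control replicate 1 also ended the calls of Apol9b, P2rx7 and Ms4a2 at the thresholds of the study, as did control replicate 2 for Apol9b, and 248 genes passed when each gene's variance was estimated alone.

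**Figure D2:**
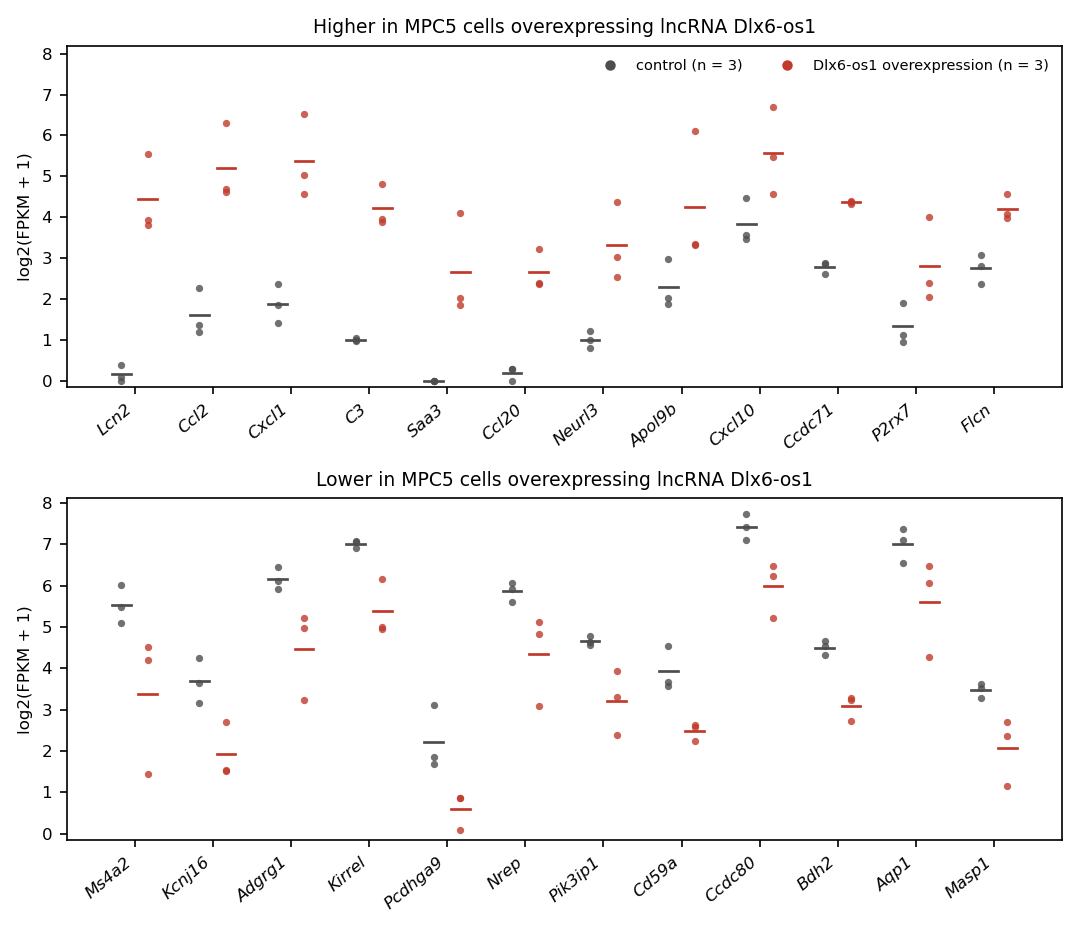
FPKM of 12 genes with the largest increases (top) and 12 with the largest decreases (bottom) in the 3 control samples (grey) and 3 samples overexpressing lncRNA Dlx6-os1 (red), as log2(FPKM + 1) on the vertical axis, with a point per sample and a line at each group's mean. Lcn2 is highest in overexpression replicate 3, at 46.0 FPKM. Genes were drawn only if their groups do not overlap.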

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses showed that the most significantly changed pathways were found in the cell cycle-regulating (Fig. 7f) and IL-17 signaling pathways (Fig. 7g). 

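In MPC5 cells overexpressing lncRNA Dlx6-os1, many genes of mitosis were higher, while most genes of DNA replication and most cell cycle regulators did not pass. Of 73 genes of mitosis and cytokinesis, 39 were higher at the thresholds of the study, none was lower and 34 did not pass, and 72 of the 73 had a log2 change above 0, with a median of 0.61. The increases ran from 0.59 for Dlgap5 to 0.98 for Nek2, a centrosomal kinase, and included Cdca2 (0.83) and Incenp, a subunit of the chromosomal passenger complex (0.75). Of 57 replication-dependent histone genes, whose transcripts accumulate in S phase, 23 were higher and 1 was lower, with Hist1h1a at 1.37, Hist1h2bn at 1.21 and Hist1h1e at 0.91. Overexpression replicate 3 stood apart in the histone list, with a mean of 1.02 relative to the controls against 0.28 and 0.38 in replicates 1 and 2. The median log2 change of the histone list was 0.61, and 0.37 without that replicate. Histone genes are near-identical copies that can share reads, and most of their transcripts lack a poly(A) tail, so their values are uncertain. Of 54 genes of DNA replication, 5 were higher and none was lower, among them E2f8 (0.61) and Dbf4 (0.60). Of 31 cell cycle regulators, 2 were higher and 2 lower. Chek2, a checkpoint kinase, was higher by 0.63, while the inhibitors of cyclin-dependent kinases Cdkn1b (p27) and Cdkn2b (p15) had log2 changes of -0.69 and -0.85.

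Of 29 listed cytokines, chemokines and effectors that IL-17 can induce, 10 were measured, 8 of these were higher and Ccl17, a T cell chemokine, was lower (-1.33), with a median log2 change of 1.47. A gene is in the values only if a group mean reaches 0.5, and 5 of these 8 genes had a control mean below that and entered because they rose, so the count is inflated. Of the 5 targets with a control mean of at least 0.5, 3 were higher and 1 was lower, with a median of 1.75. Cxcl5 was at 0.479, 0.408 and 2.51 FPKM and listed at 0 in each control. Of 50 listed parts of the pathway, which include receptors, kinases, transcription factors and inhibitors, 44 were measured. Among these 44, 4 were higher and 3 lower, with Mapk8 (JNK1) at 0.60, Fosl1 at 0.97, Fos at -1.06 and Il17d at -0.65, and the other 37 did not pass. Of 20 NF-κB target genes, 5 were higher and none was lower, among them Vcam1, an adhesion molecule (1.37), and Nfkbia, the inhibitor of NF-κB (0.68). Of the 18 with a control mean of at least 0.5, 3 were higher, and of 44 such histone genes 17 were higher and 1 was lower.

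The lists were fixed in advance, but on themes the study had chosen from these samples, so their direction is not independent evidence. By limma's camera test, which compares a list with all other genes, the adjusted p was 5.54e-28 for mitosis, 2.28e-13 for histones, 8.94e-04 for DNA replication, 5.56e-11 for IL-17 targets, 6.28e-07 for NF-κB targets, 0.0452 for the parts of the IL-17 pathway and 0.632 for cell cycle regulators. With an estimated correlation between the genes of a list, no camera call held, and the adjusted p was 0.258 for mitosis, DNA replication, IL-17 targets, NF-κB targets and IL-17 pathway parts and 0.28 for histones. Limma's fry test also allows for correlation, but asks whether the genes of a list changed, not whether they changed more than others. Its adjusted p was 0.0365 for mitosis and IL-17 pathway parts, 0.0430 for IL-17 targets and 0.0480 for NF-κB targets. Passing by fry was not particular to these themes. Of all 26 lists, p53 targets had the smallest fry p (adjusted p = 0.0365), and the injury and inflammation markers named by the paper passed too (0.0480). The fry adjusted p was 0.214 for matrix genes and podocyte markers, 0.236 for tubule markers and 0.417 for interferon-stimulated genes. For DNA replication, histones and cell cycle regulators the fry adjusted p was 0.0747, 0.214 and 0.417. Adjusted over the list alone, at a limma p under 0.05, 45 mitosis genes, 7 histone genes, no DNA replication gene, 8 IL-17 targets, 3 NF-κB targets and 1 cell cycle regulator were higher and 1 IL-17 target and 2 cell cycle regulators were lower. Adjusted over all genes, 2 IL-17 targets and 1 NF-κB target passed and no other gene of these lists did. The camera and fry p of the IL-17 target, NF-κB target and histone lists include genes that entered because they rose. The count of 39 mitosis genes was 22 without control replicate 2 and 25 without overexpression replicate 3, and that of 23 histone genes was 8 without control replicate 1, 15 without control replicate 2 and 14 without overexpression replicate 3. The count of 5 DNA replication genes was 8 without control replicate 1 and 2 without overexpression replicate 3, and that of 5 NF-κB targets was 8 without overexpression replicate 1. Of the cell cycle regulators, 4 were higher without control replicate 1 and 1 without control replicate 2 or 3 or overexpression replicate 3, and 1 was lower without overexpression replicate 2. Of the parts of the IL-17 pathway, 1 was higher without control replicate 2 and 2 without overexpression replicate 2, and 1 was lower without control replicate 1 or overexpression replicate 3. With each gene's variance estimated alone, 26 mitosis genes, 9 histone genes, 3 DNA replication genes, 6 IL-17 targets, 3 NF-κB targets, 1 part of the IL-17 pathway and 1 cell cycle regulator were higher. Among single genes, Chek2 and Dbf4 no longer passed without control replicate 2, control replicate 3 or overexpression replicate 3, E2f8 without overexpression replicate 3, Mapk8 without control replicate 2 or overexpression replicate 2, Fos without control replicate 1 or overexpression replicate 3, Fosl1 and Cxcl5 without control replicate 1, and Cdkn1b without overexpression replicate 2. The call for the parts of the IL-17 pathway was lost without any 1 of control replicates 2 and 3 and overexpression replicates 1, 2 and 3.

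**Figure D3:**
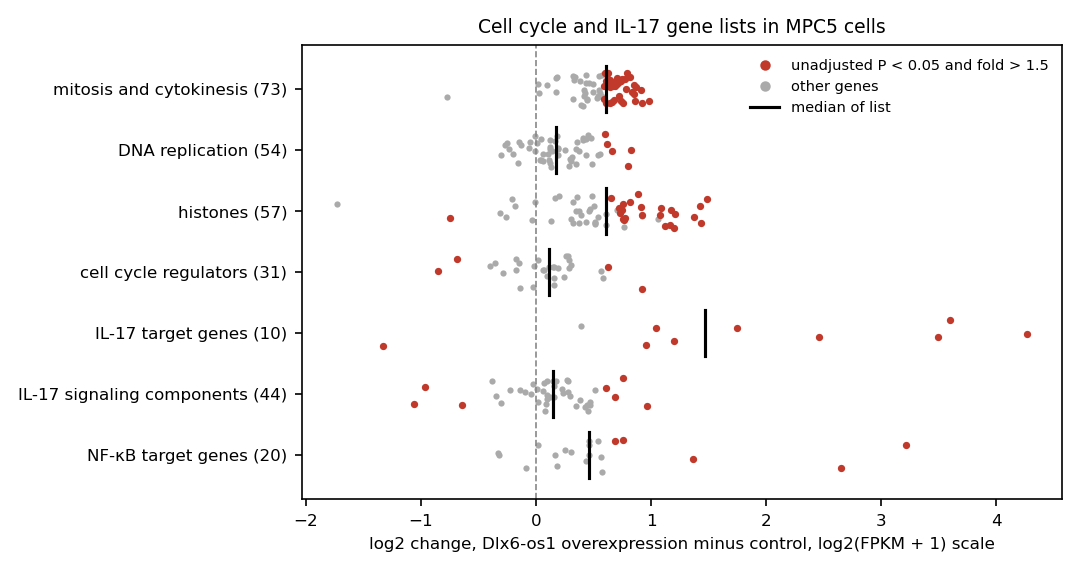
Log2 change (horizontal axis, overexpression minus control on the log2(FPKM + 1) scale) of each measured gene of 7 lists, with the number of genes in parentheses. Red points passed the thresholds of the study, grey points did not, and black lines mark list medians, which lie at 0.61 for mitosis and 1.47 for IL-17 targets.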

Interestingly, GSK-3β was involved in both pathways (Supplementary Fig. 8a, b), and it has been described to play a nonignorable role in several diseases [35], including diabetic nephropathy and glomerular podocyte injury [18, 20]. Hence, we evaluated GSK-3β expression by WB and qRT-PCR in MPC5 podocytes cultured under NG (Fig. 7h, l) and HG (Fig. 7i, m) conditions and isolated glomeruli from db/m (Fig. 7j, n) and db/db (Fig. 7k, o) mice receiving different treatments. These results indicated a correlation between Dlx6-os1 and GSK-3β expression, suggesting that the lncRNA Dlx6-os1 could exert its effects at least partly by regulating the GSK-3β signaling pathway.

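The mRNA of GSK-3β was at similar levels in both groups. Gsk3b (chromosome 16, 38089001 to 38246084 in mm10) had 32.6 ± 10.3 FPKM (SD, n = 3) in control cells and 29.0 ± 5.77 FPKM (SD, n = 3) in cells overexpressing lncRNA Dlx6-os1. This is a log2 change of -0.14 (standard error 0.24, 95% confidence interval -0.69 to 0.41), with a limma adjusted p of 0.902. The controls were at 44.3, 29.0 and 24.7 FPKM and the cells overexpressing Dlx6-os1 at 34.7, 29.2 and 23.2 FPKM, so the difference was smaller than the spread within either group. The most abundant transcript of the gene, Gsk3b-001, had a log2 change of -0.13. Gsk3a, the paralog that encodes GSK-3α, had 61.1 ± 9.91 FPKM (SD, n = 3) in control cells and 65.3 ± 3.25 FPKM (SD, n = 3) in cells overexpressing Dlx6-os1, a log2 change of 0.11 (standard error 0.16). The sign of the Gsk3b change depended on single samples, being 0.09 without control replicate 1 and 0.01 without overexpression replicate 3. From the place of GSK-3β in both the cell cycle and IL-17 pathway maps, together with earlier work on diabetic nephropathy and podocyte injury, the paper reasons that GSK-3β was a target to measure.

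**Figure D4:**
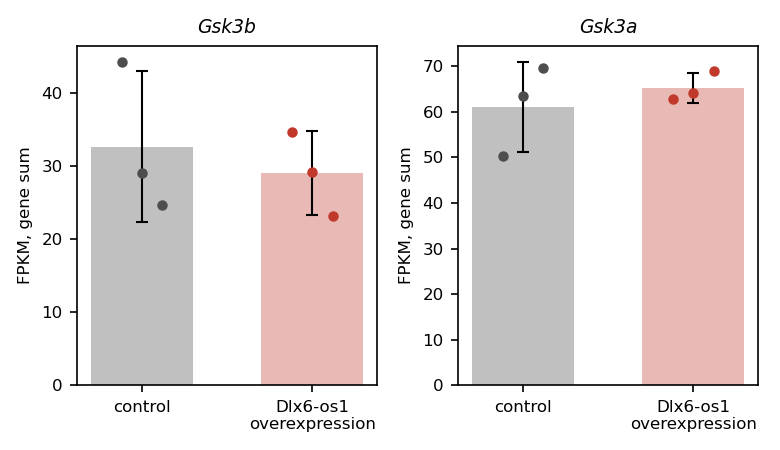
FPKM (vertical axis) of Gsk3b (left) and Gsk3a (right) in control cells (grey) and MPC5 cells overexpressing lncRNA Dlx6-os1 (red), with points for the 3 samples, bars for the mean and error bars for the SD. The Gsk3b points of the groups overlap, between 24.7 and 44.3 FPKM in control cells and between 23.2 and 34.7 FPKM with overexpression.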

**Fig. 7:**
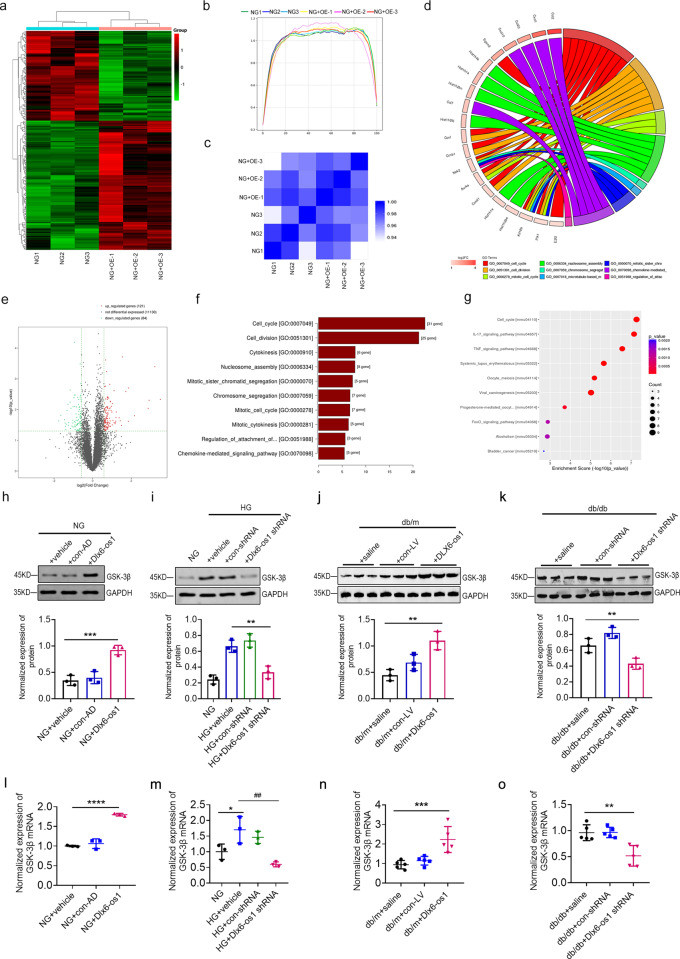
RNA-seq results after lncRNA Dlx6-os1 overexpression in the cultured podocytes. **a** The RNA-seq and cluster analysis. NG, normal cultured podocytes; NG + OE, lncRNA Dlx6-os1-overexpressing podocytes. **b** Transcription coverage map. **c** A correlation coefficient heat map of samples. The shade of blue represents the degree of correlation. **d** The circle map of differential expression mRNA. **e** A differential expression mRNA volcano plot. **f** The BP-enrichment score chart. **g** The pathway analysis obtained for the enrichment score dot plot. The top ten pathways are shown. **h**–**k** Western blots of the GSK-3β protein of both cultured podocytes (MPC5) and isolated glomeruli from db/m and db/db mice under different treatments. Quantification of the western blot data were shown below. The intensity of the bands was analyzed in ImageJ and normalized to that of GAPDH (*n* = 3). **P < 0.01, ***P < 0.001 (one-way ANOVA plus Dunnett’s multiple comparisons test). **l**–**o** qRT-PCR analysis of GSK-3β gene expression in both cultured podocytes (MPC5, *n* = 3) and primary podocytes isolated from db/m and db/db mice under different treatments (*n* = 5). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001; ##*P* < 0.01 (one-way ANOVA plus Dunnett’s multiple comparisons test).

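Samples of a group were no more alike, by the median pair, than samples of different groups. Across 11308 genes, Pearson's correlation of log2(FPKM + 1) was 0.950 to 0.979 (median 0.965) between control samples, 0.965 to 0.980 (median 0.966) between samples overexpressing lncRNA Dlx6-os1, and 0.932 to 0.975 (median 0.966) between the groups. These are correlations across genes within pairs of samples, and genes are not independent replicates. Control replicate 1 and overexpression replicate 3 were the least alike, at 0.932, while overexpression replicates 1 and 2 were the most alike, at 0.980. The first principal component, with 39.0% of the variance, set the same pair at its ends, control replicate 1 at -34.9 and overexpression replicate 3 at 35.4. The second, with 27.3%, placed overexpression replicates 1, 2 and 3 at 9.21, 10.9 and 15.8, and control replicates 1, 2 and 3 at 11.9, -17.8 and -30.0. No pair of samples shared more than 1 nonzero transcript value, so no column of values was a copy of another. This check cannot tell whether samples came from separate cultures.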

### LncRNA Dlx6-os1 triggers podocyte injury by regulating the miR-346-mediated GSK-3β pathway

Hence, we sought to determine whether lncRNA Dlx6-os1 could induce podocyte injury and inflammation by upregulating GSK-3β. Consequently, we established a podocyte-specific GSK-3β-KO mouse (GSK-3β^flox/flox, nphs2-cre^). Six-week-old GSK-3β-KO and control (CON; GSK-3β^flox/flox^) mice were injected intravenously with a podocyte-specific lncRNA Dlx6-os1 (exon 3) overexpression-lentivirus (Fig. 8a). As expected, GSK-3β expression reduced almost entirely in the GSK-3β-KO mice compared to the control mice (Fig. 8b), and the levels of lncRNA Dlx6-os1 increased in both groups compared to the non-injected control (CON; Fig. 8c). Next, we evaluated the uACR values in these mice. Notably, a significant elevation in the uACR values was observed in the flox/flox control mice 4 weeks after injection and in the GSK-3β-KO mice 5 weeks after injection (*P* < 0.05, Fig. 8d). Moreover, 5 weeks after injection, there was a clear increase in uACR between the control and KO mice (Fig. 8d). Next, we performed histological studies to compare the kidneys in the two models. PAS staining and EM indicated that the GSK-3β-KO mice had significantly improved morphology than the control mice (*P* < 0.05, Fig. 8e), as demonstrated by the foot process number and the GBM thickness, suggesting that GSK-3β could counteract the effects of Dlx6-os1 overexpression. In addition, we also studied the expression of podocin and Dlx6-os1 in the glomeruli of these mice. The FISH results confirmed the expression and localization of lncRNA Dlx6-os1, and the FISH immunofluorescence staining showed disrupted podocin expression in the glomeruli of the control mice with Dlx6-os1 overexpression (Fig. 8f). We also analyzed the expression levels of several podocyte markers using WB (Fig. 8g, h) and immunofluorescence staining (Fig. 8i–k), and we found a reduced expression of inflammatory and injury-associated factors in the GSK-3β-KO mice with podocyte-specific lncRNA Dlx6-os1 overexpression, compared to the control (Fig. 8i–k). The intensity of the immunofluorescence staining were analyzed and shown in Supplementary Fig. 9.

**Fig. 8:**
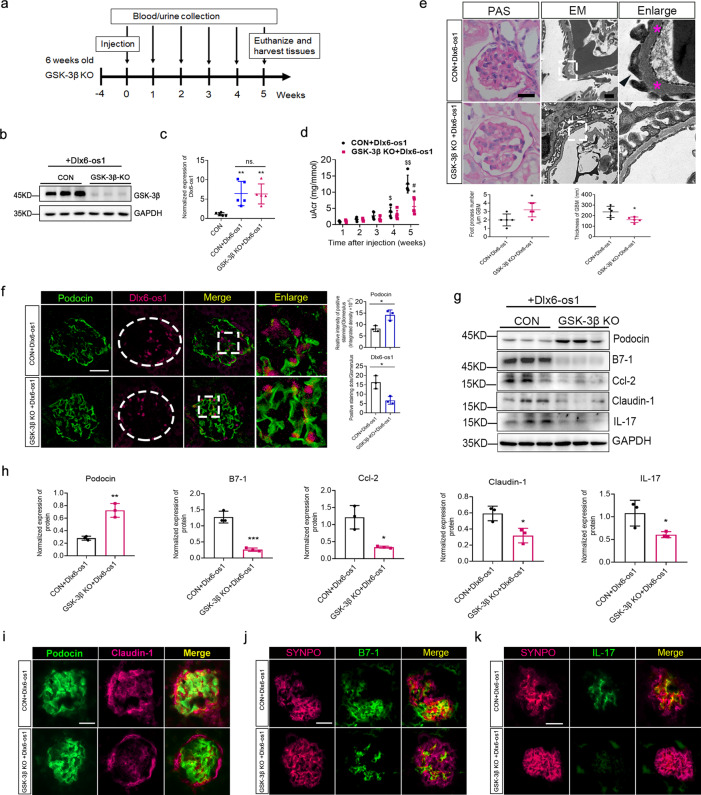
LncRNA Dlx6-os1 inducing glomerular podocyte injury by regulating the GSK-3β pathway, confirmed using podocyte-specific GSK-3β-knockout (cKO) mice. **a** Flow chart of the model establishment, monitoring, and sampling. **b** Comparison of the GSK-3β protein expression levels in glomeruli isolated from control (flox/flox) or GSK-3β-KO mice. **c** Expression of lncRNA Dlx6-os1 in glomeruli of CON or GSK-3β-KO mice injected with lncRNA Dlx6-os1-overexpression-lentivirus 5 weeks after injection assessed using qRT-PCR, compared to non-injected mice. **P < 0.01 vs. CON; ns no significant difference (one-way ANOVA plus Dunnett’s multiple comparisons test). *n* = 5. **d** A comparison of the urinary albumin/creatinine ratio (uACR) values. $*P* < 0.05 vs. (1-week CON + Dlx6-os1); $$*P* < 0.01 vs. (1-week CON + Dlx6-os1); #*P* < 0.05 vs. (1-week GSK-3β-KO + Dlx6-os1); *P < 0.05 vs. (5-week CON + Dlx6-os1). Two-way ANOVA plus Dunnett’s multiple comparisons test or Sidak’s multiple comparisons test (*n* = 5 mice per group). **e** Periodic acid-Schiff (PAS) staining and electron microscopy (EM) showed improved pathology in the kidney tissues of GSK-3β-KO mice, compared with the flox/flox control. PAS bar = 20 µm; EM bar = 1 µm. Quantification is shown below the images (*n* = 5). *P < 0.05 vs. (CON + Dlx6-os1) (unpaired *t*-test). **f** FISH detecting the expression and localization of lncRNA Dlx6-os1 (magenta), and immunofluorescence detecting podocin expression (green) in glomeruli of control and GSK-3β-KO mice overexpressing Dlx6-os1. Images are representatives of three separate experiments. Bar = 20 µm. The intensity of the staining is quantified and compared in the different samples (*n* = 3). *P < 0.05 (unpaired *t*-test). **g** Western blots of isolated glomeruli to detect the expression of podocyte markers (podocin), injury-associated protein claudin-1, and inflammatory factors in the lncRNA Dlx6-os1 overexpressed GSK-3β-KO mice and control (CON) mice. Blots are representatives of three separate experiments and quantification is shown in **h**. **h** Quantification of the western blot data shown in **g**. The intensity of the bands was analyzed in ImageJ and normalized to that of GAPDH (*n* = 3). *P < 0.05 (vs CON + Dlx6-os1), **P < 0.01 (vs CON + Dlx6-os1), ***P < 0.01 (vs CON + Dlx6-os1) (unpaired *t*-test). **i**–**k** Immunofluorescence detecting the expression and localization of podocyte marker proteins (podocin, **i**, green; SYNPO, synaptopodin **j**, and **k**, magenta), injury protein claudin-1 (**i**, magenta,) and inflammatory factors (**j**, B7-1 green and **k**, IL-17, green) in glomeruli of control and GSK-3β-KO mice overexpressing Dlx6-os1. Bar = 20 µm.

Some lncRNAs, called competitive endogenous RNAs (ceRNAs), can act as endogenous target mimics regulating gene expression by competing with miRNAs [41–43]. Therefore, we checked whether lncRNA Dlx6-os1 could regulate the GSK-3β pathway acting as a ceRNA. Previous studies have reported that the microRNA miR-346 can exert a protective effect in db/db mice [44]. Hence, bioinformatics analysis was performed to assess the possible linkage among lncRNA Dlx6-os1, miR-346, and GSK-3β mRNA-binding sites. The possible binding sites among lncRNA DLX6-AS1, miR-346, and GSK-3β mRNA in humans are shown in Supplementary Fig. 10. Using bioinformatics, we predicted that lncRNA Dlx6-os1 and GSK-3β could competitively bind to the same site of the two miR-346 transcripts (Supplementary Fig. 11a–d; green). We set up a dual-luciferase reporting assay to directly assess the binding of miR-346-3p and miR-346-5p (accession no. MI0000634; http://www.mirbase.org/) to GSK-3β mRNA and Dlx6-os1. The results indicated that miR-346-5p could directly bind to the wild-type GSK-3β mRNA 3’UTR sequences but not the mutated ones (*P* < 0.01, Fig. 9a). In contrast, miR-346-3p did not directly interact with the wild-type GSK-3β mRNA 3’UTR sequence (Fig. 9b), but it could bind to Dlx6-os1 (Fig. 9c). Although miR-346-5p did not directly bind to Dlx6-os1 (Fig. 9d), we found the colocalization of miR-346-5p and Dlx6-os1 under both normal and HG culture conditions in the cytoplasm of MPC5 cells using FISH and immunofluorescence staining (Fig. 9e). Notably, unlike Dlx6-os1, miR-346-5p was not found in the nucleus in HG conditions, suggesting that Dlx6-os1 might play a different modulatory role there. In addition, we found that Dlx6-os1 overexpression or knockdown could modulate the expression levels of miR-346-5p (Fig. 9f), suggesting the existence of a different regulatory mechanism between Dlx6-os1 and miR-346-5p.

**Fig. 9:**
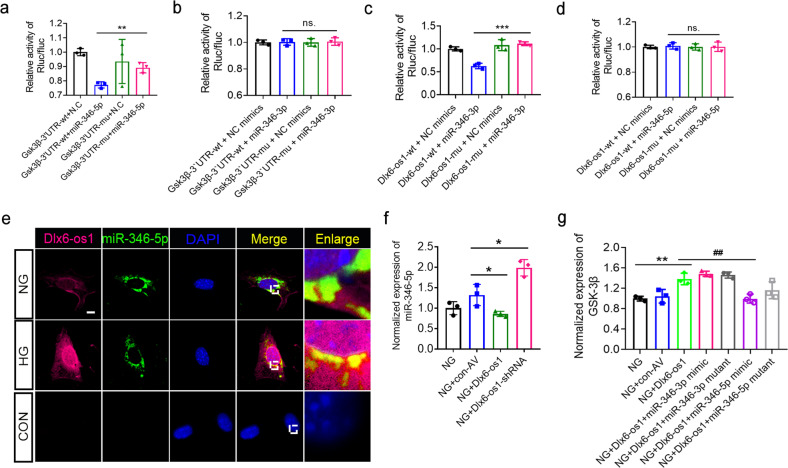
The regulatory effects of lncRNA Dlx6-os1 on the expression of GSK-3β through miR-346. **a** Luciferase reporter gene expression confirming that wild-type (WT) Gsk-3β 3’UTR can bind miR-346-5p. Mu, Mutant. **P < 0.01, one-way ANOVA plus Tukey’s multiple comparisons test; *n* = 3. **b** Luciferase reporter gene expression confirming that wild-type (WT) Gsk-3β 3’UTR do not bind miR-346-3p. Mu Mutant, ns no significant difference. One-way ANOVA plus Tukey’s multiple comparisons test; *n* = 3. **c** Luciferase reporter gene testing confirming that the wild-type (WT) lncRNA Dlx6-os1 can directly bind miR-346-3p. Mu, Mutant. ***P < 0.001. One-way ANOVA plus Tukey’s multiple comparisons test; *n* = 3. **d** Luciferase reporter gene testing confirming that the wild-type (WT) lncRNA Dlx6-os1 cannot directly bind miR-346-5p, Mu Mutant, ns no significant difference (one-way ANOVA plus Tukey’s multiple comparisons test); *n* = 3. **e** FISH confirming the colocalization of lncRNA Dlx6-os1 and miR-346-5p in MPC5 podocytes under different glucose conditions. The lncRNA Dlx6-os1 expression level is increased, and the extent of their colocalization (yellow area) is increased in podocytes treated with high glucose (HG), while the expression of miR-346-5p was reduced. **f** qRT-PCR detection of the expression levels of miR-346-5p in MPC5 podocytes after lncRNA Dlx6-os1 overexpression (NG + Dlx6-os1) or knockdown (NG + Dlx6-os1 shRNA). NG normal glucose. *P < 0.05; n = 3. **g** qRT-*P*CR detection of the expression levels of GSK-3β in MPC5 podocytes overexpressing lncRNA Dlx6-os1 with miR-346 (5p or 3p) mimics or mutant. **P < 0.01; ##*P* < 0.01 (One-way ANOVA plus Dunnett’s multiple comparisons test); *n* = 3.

In addition, we examined the effects of Dlx6-os1 overexpression and miR-346 mimics and mutants (Supplementary Fig. 12a–c) on the expression of GSK-3β mRNA (Fig. 9g). The results indicated that Dlx6-os1 overexpression in MPC5 cells (NG conditions) could upregulate GSK-3β expression (Fig. 9g, in green), and this effect was abolished by miR-346-5p mimic expression (Fig. 9g, in purple). The miR-346-5p mutant and miR-346-3p did not affect GSK-3β, consistent with the luciferase binding assays (Fig. 9a, b). Therefore, we hypothesize that Dlx6-os1 plays a role in modulating GSK-3β by indirect interaction with miR-346-5p. These data suggested that the lncRNA Dlx6-os1 could regulate GSK-3β expression together with miR-346.

## Discussion

There is increasing interest in elucidating the molecular mechanisms underlying the pathogenesis of diabetic nephropathy, including the role of lncRNAs in the prevention and treatment of diabetes [27, 45, 46]. The present study aimed to better understand the role of lncRNAs in the development of DN, mainly focusing on the effects and mechanisms of the action underlying lncRNA DLX6-AS1-induced podocyte injury. LncRNA DLX6-AS1 (Dlx6-os1 in mouse) was the first lncRNA found to be involved in organogenesis [47]. DLX6-AS1 regulates gene expression in a brain region that produces GABAergic interneurons during development [48, 49] and works in conjunction with DLX homeodomain proteins to increase the effectiveness of the Dlx5/6 enhancer element within neural stem cells [50]. However, the potential role of lncRNA DLX6-AS1 in the development and progression of diabetes or DN has not been reported or suggested previously. The present study represents the first undertaking in this critical field of diabetic research and made several interesting discoveries.

First, we found increased expression of DLX-AS1 in DN patients (Fig. 1i) and a positive correlation between DLX6-AS1 expression and uACR in the urine, suggesting a link between DLX6-AS1 and the progression of diabetic nephropathy (Fig. 1j). Similarly, we found increased levels of Dlx6-os1 expression in diabetic mice compared with the non-diabetic controls (Fig. 2a, b) and a positive correlation between Dlx6-os1 expression and uACR of db/db mice (Fig. 2c). Interestingly, increased Dlx6-os1 expression levels were accompanied by a decrease in podocyte markers, including podocin, WT-1, and SYNPO, and an increase in inflammatory factors, such as IL-17 (Figs. 3g–l, 4g–l), suggesting a link between Dlx6-os1 and podocyte fitness in vivo. The mechanism of reduction in the podocyte number (reduced expression of WT-1) in db/m mice in the case of lncRNA Dlx6-os1 overexpression needs further exploration in the future. To further explore the effects of the lncRNA Dlx6-os1 in DN, we first set up the podocyte-specific Dlx6-os1-knockout mice under low-dose STZ treatment (Fig. 5a–f). We found specific-knockout Dlx6-os1 in podocytes alleviated albuminuria, podocyte injury (Fig. 5g–l), and inflammation (Fig. 5m–q) without changing blood glucose in mice with STZ treatment, which illustrated the crucial role of Dlx6-os1 in DN. However, IL-17 and B7-1 expressions in the glomeruli were not limited to the podocytes; hence, further studies are needed to address the role of other cell types in the DN progression [51]. We also determined the expression levels of lncRNA Dlx6-os1, inflammatory factors, and podocyte-specific marker proteins in cultured podocytes (MPC5 cell line) and observed the effects of HG (Fig. 6). Following exposure to HG concentration, the levels of lncRNA Dlx6-os1, claudin-1, and inflammatory factors increased, while podocyte marker proteins decreased (Fig. 6c–f). Further, our experiments with lncRNA Dlx6-os1 overexpression and shRNA-mediated knockdown demonstrated the role of lncRNA Dlx6-os1 in HG-induced inflammation and cellular damage in podocytes (Fig. 6g–m).

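In MPC5 cells overexpressing lncRNA Dlx6-os1, some genes of podocyte structure were lower, and of 3 measured genes that the study uses as markers of injury or inflammation, 2 were higher. Kirrel (chromosome 3, 87078593 to 87174747 in mm10) encodes NEPH1, a protein of the slit diaphragm between podocyte foot processes. It was at 44.0 ± 23.3 FPKM (SD, n = 3) against 128 ± 7.70 FPKM (SD, n = 3) in control cells, a log2 change of -1.63 (standard error 0.30, limma adjusted p = 0.307). Of 26 measured podocyte markers, out of 40 listed, Kirrel, Pdpn (podoplanin, -0.76) and Plce1 (phospholipase C epsilon, -0.62) were lower at the thresholds of the study, none was higher and 23 did not pass, and the median log2 change was -0.20. The log2 change was above 0 in 7 markers and below 0 in 19. Vegfa, among the 23 that did not pass, had a log2 change of 0.45. Synpo, synaptopodin, was among those 23, with 49.2 ± 4.73 FPKM against 59.1 ± 19.7 FPKM and a log2 change of -0.20. Ccl2, which encodes the monocyte chemokine MCP-1, was at 42.1 ± 31.0 FPKM (SD, n = 3) against 2.24 ± 1.40 FPKM (SD, n = 3), a log2 change of 3.59 (limma adjusted p = 0.0966). Cd80, which encodes B7-1, was at 11.7 ± 2.26 FPKM against 7.07 ± 0.913 FPKM, a log2 change of 0.64, and Cldn1, claudin-1, was at 0.575 ± 0.0369 FPKM against 0.700 ± 0.186 FPKM, a log2 change of -0.10 that did not pass. WT-1 and IL-17A were not analysed here.

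Markers of other kidney cells were measured beside these. Of 4 tubule markers, Aqp1, a water channel (-1.41), Cdh16, a cadherin of the tubule (-1.14), and Lrp2, megalin (-0.74), were lower and Pax8 had a log2 change of -0.17. Aqp1 and Cdh16 were at 132 and 252 FPKM in control cells. Of 3 endothelial markers, Plvap was higher (0.60), of 5 mesangial and fibroblast markers, Gata3 was lower (-1.09), and of 4 leukocyte markers, Cd14 was lower (-0.74). Overexpression replicate 3 stood apart in the tubule list, with a mean of -1.62 relative to the controls against -0.36 and -0.61 in replicates 1 and 2, and in the podocyte list, at -0.37 against -0.17 and -0.16. The camera adjusted p was 0.00144 for podocyte markers, 0.00972 for the study's injury markers, 0.00129 for tubule, 0.0137 for mesangium and fibroblast, 0.404 for endothelium and 0.468 for leukocyte markers. With an estimated correlation, the adjusted p was 0.258 for podocyte and injury markers, 0.28 for tubule and 0.352 for mesangial markers. Adjusted over the list alone, 1 podocyte marker, 2 injury markers, 3 tubule markers, 1 mesangial and 1 leukocyte marker passed limma's test, against none over all genes. Leaving out control replicate 1 or overexpression replicate 3 ended the calls of Plce1 and Lrp2, control replicate 2 those of Cd80, Cd14, Plvap, Plce1 and Aqp1, control replicate 3 that of Pdpn and of the mesangial list, control replicate 1 that of Aqp1, and overexpression replicate 3 those of Cd80 and Plvap. The tubule list then had 1 lower member without control replicate 1. With each gene's variance estimated alone, none of the 4 tubule markers passed, and 1 podocyte marker did.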

Further, an RNA-seq study was performed to explore the mechanisms by which lncRNA Dlx6-os1 caused podocyte injury (Fig. 7a–e), and several differentially expressed mRNAs were identified. Based on these results (Fig. 7f, g) and the previous literature [18, 20, 35], we selected GSK-3β as a possible target. Interestingly, Dlx6-os1 overexpression or knockdown led to increased (Fig. 7h, j, l, n) or decreased (Fig. 7i, k, m, o) levels of GSK-3β respectively, suggesting that Dlx6-os1 could modulate GSK-3β levels in MPC5 cells and primary podocytes isolated from mouse kidney. In addition, we created a podocyte-specific GSK-3β KO mouse and investigated the relationship between GSK-3β and podocyte damage, and we found that GSK-3β KO seemed to have a protective effect, as measured by uACR levels, histology, and WB (Fig. 8).

Finally, we found that the primary mechanism of action of Dlx6-os1 is through the regulation of the GSK-3β pathway via miR-346 (Fig. 9). We set up a dual-luciferase reporting assay using non-mutated and mutated sequences of Dlx6-os1 and GSK-3β and found that miR-346-5p could directly bind to the wild-type GSK-3β mRNA 3’UTR sequences, but not the mutated ones (Fig. 9a). Moreover, we detected colocalization of Dlx6-os1 and miR-346-5p in the cytoplasm (Fig. 9e), despite no direct interaction (Fig. 9d). In addition, we examined the effects of miR-346 mimics and mutant on the expression of GSK-3β mRNA. The results indicated that, in MPC5 cells, Dlx6-os1 overexpression (NG conditions) could upregulate GSK-3β expression, and this effect could be rescued by miR-346-5p mimic expression (Fig. 9g). However, miR-346-3p did not have a similar role. Our results suggest that miR-346-5p plays a role in the regulation of GSK-3β mRNA, despite the lack of direct interaction between Dlx6-os1 and miR-346-5p. Studies using FISH and immunofluorescence indicated the localization of lncRNA Dlx6-os1, but not miR-346-5p, in the nucleus under HG conditions (Fig. 9e), suggesting that Dlx6-os1 might play a different modulatory role there.

Interactions between lncRNA DLX6-AS1 (Dlx6-os1) and some miRNAs have been previously reported, although most studies were carried out in cancer models [52–55]. For instance, lncRNA DLX6-AS1 enhances osteosarcoma stemness via the regulation of miR-129-5p/DLK1 [56], promotes breast cancer progression via the regulation of the miR-505-3p/RUNX2 axis [57], cervical cancer progression by targeting the miR-16-5p/ARPP19 axis [58], and squamous cell carcinoma growth and invasion through the regulation of miR-376c [59]. It has also been reported that lncRNA DLX6-AS1 modulates glucose metabolism and the growth of gastric cancer cells by targeting miR-4290 [60]. Other reported molecular targets of lncRNA DLX6-AS1 include the PI3K/AKT/mTOR pathway [61], and the MMP-2 pathway [22]. However, the role of lncRNA DLX6-AS1 in diabetes has not been reported. Here, we show that Dlx6-os1 regulates GSK-3β by indirectly binding miR-346-5p, which is different from the traditional ceRNA mechanism where the lncRNA and the miR directly bind to each other. Our results provide the first evidence supporting the idea that lncRNA DLX6-AS1 (Dlx6-os1) plays a key role in the development and progression of DN. Although GSK-3β has been reported to have a major role in glomeruli podocyte injury [18–20, 62], our study is the first report demonstrating the involvement of the lncRNA DLX6-AS1-miR-346-GSK-3β pathway in the pathogenesis of DN.

Based on our experimental data, we concluded that lncRNA Dlx6-os1 directly damages podocytes. We herein propose a working model: as shown in Fig. 10, under normal circumstances, lncRNA Dlx6-os1 expression in renal podocytes is at a basal level, with no change or a slight reduction induced by diabetes. Podocyte marker protein expression is normal, and inflammatory and injury-associated factors are rarely expressed. However, in patients with diabetic nephropathy, lncRNA Dlx6-os1 expression increases, resulting in GSK-3β upregulation, thus leading to increased expression of inflammatory factors and cell damage-associated factors, podocyte injury, and albuminuria. These results are highly significant and provide new clues for developing targeted therapy or prevention strategies for DN. Future studies should explore the value of lncRNA DLX6-AS1 as a diagnostic marker and therapeutic target in preclinical and clinical settings. Our newly developed lncRNA Dlx6-os1 conditional or podocyte-specific knockout mice models are expected to be helpful in these types of studies for developing targeted therapies. Altogether, the data above suggested that DLX6-AS1 could play a role in the development and progression of podocyte injury and albuminuria in DN.

**Fig. 10:**
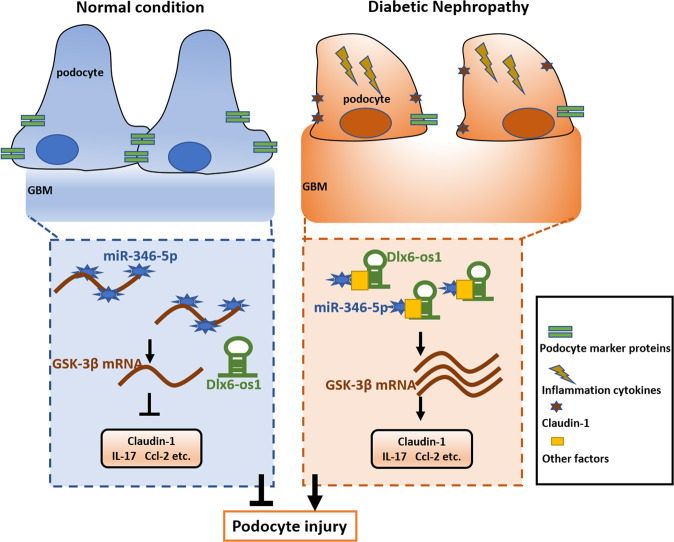
Proposed mechanism by which lncRNA Dlx6-os1 induces podocyte injury leading to diabetic neuropathy (DN). Left panel: Under normal circumstances, lncRNA Dlx6-os1 expression in renal podocytes is at a basal level, with no change or a slight reduction in diabetic individuals. Podocyte marker protein expression is normal, and inflammatory and injury-associated factors are rarely expressed. Right panel: In individuals with diabetic nephropathy, lncRNA Dlx6-os1 expression is increased, resulting in GSK-3β upregulation, thus leading to increased expression of inflammatory factors and cell damage-associated factors, podocyte injury and albuminuria.

Besides DLX6-AS1, there are also several other lncRNAs with significant expression changes. For example, lncRNA DNAJC19 and MYLK-AS1 are significantly decreased in DN patients. DNAJC19 is closely related to the function of mitochondria [62, 63]. The downregulation of DNAJC19 is closely with mitochondrial injury-related cardiomyopathy, autism, and other diseases [64–67]. However, the role of lncRNA DNAJC19 in nephropathy is not clear. Because the kidney is also a mitochondria-rich organ, similar to the heart, we believe that the downregulation of DNAJC19 expression will also lead to kidney injury. lncRNA MYLK-AS1 is generally considered to be a tumor-promoting factor, and its decreased expression could inhibit tumorigenesis, such as nephroblastoma, gastric cancer, and hepatocellular carcinoma, through different mechanisms [19, 68–70]. On the other hand, our results showed that lncRNA RUNX1-IT1 was significantly upregulated in DN patients, similar to DLX6-AS1. Current studies showed that RUNX1-IT1 usually acts as a tumor suppressor in acute myeloid leukemia, colorectal cancer, and ovarian cancer [71–74]. At present, there are rare publications about those lncRNAs in kidney diseases, which are worth exploring further.

RNA-based therapeutics may represent a promising strategy for personalized and precision treatment of human diseases in the ascendant. According to a patient’s genetic profile, the activity of specific protective or pathogenic lncRNAs may be manipulated by introducing respective gain- and loss-of-function mutants. The unique tissue-specific characteristics of lncRNAs may be used to develop certain lncRNAs into the next-generation biomarkers for early diagnosis/prognosis of diabetes and DN. However, a number of challenges still need to be addressed to achieve these goals. But it is promising and feasible in the future thanks to the latest breakthroughs in the biotechnology of gene therapy [24, 75, 76].

## Supplementary information

Supplementary figures and legend

Supplementary methods

Original Data File

AJ-checklist

## Data Availability

Correspondence and requests for materials should be addressed to Prof. Zhangsuo Liu and Jia Guo. The results of RNA-seq information are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE165241.

# Supplementary material for: Long non-coding RNA DLX6-AS1 is the key mediator of glomerular podocyte injury and albuminuria in diabetic nephropathy by targeting the miR-346/GSK-3β signaling pathway
**Source:** Cell Death Dis. 2023 Feb 28;14(2):172. doi: 10.1038/s41419-023-05695-2
**Supplement:** Supplementary file 1 — Supplementary figures and legend

**Supplementary Figures**

**
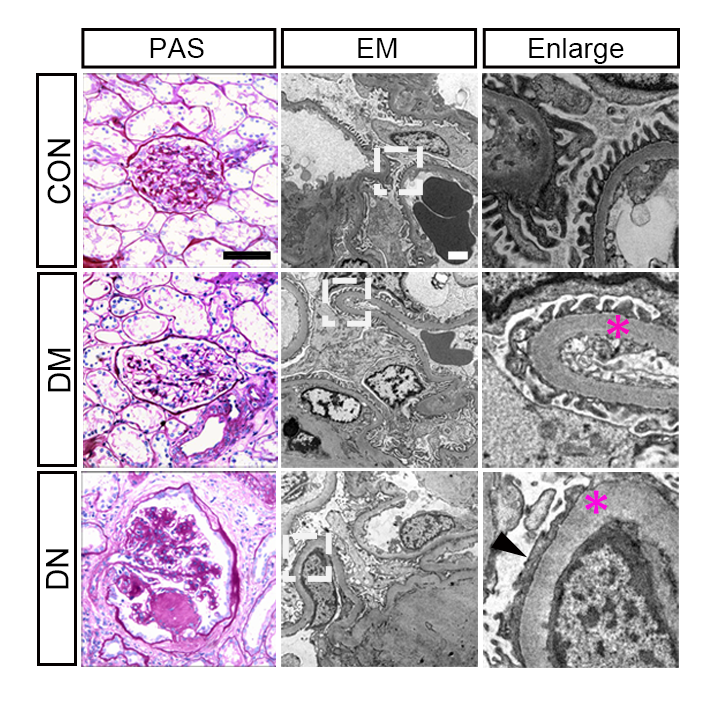
**

**Supplementary Fig. 1. Periodic Acid-Schiff (PAS) staining and electron microscopy (EM) to observe the structural changes in the kidney tissues and podocytes of diabetic nephropathy (DN) patients.** DN kidneys show increased matrix components, basement membrane thickening, and partial hardening using PAS staining. EM reveals significant thickening of the basement membrane (magenta asterisk) and foot process effacement (black arrow) in DN kidneys. PAS size bar = 50 µm; EM bar = 2 µm.

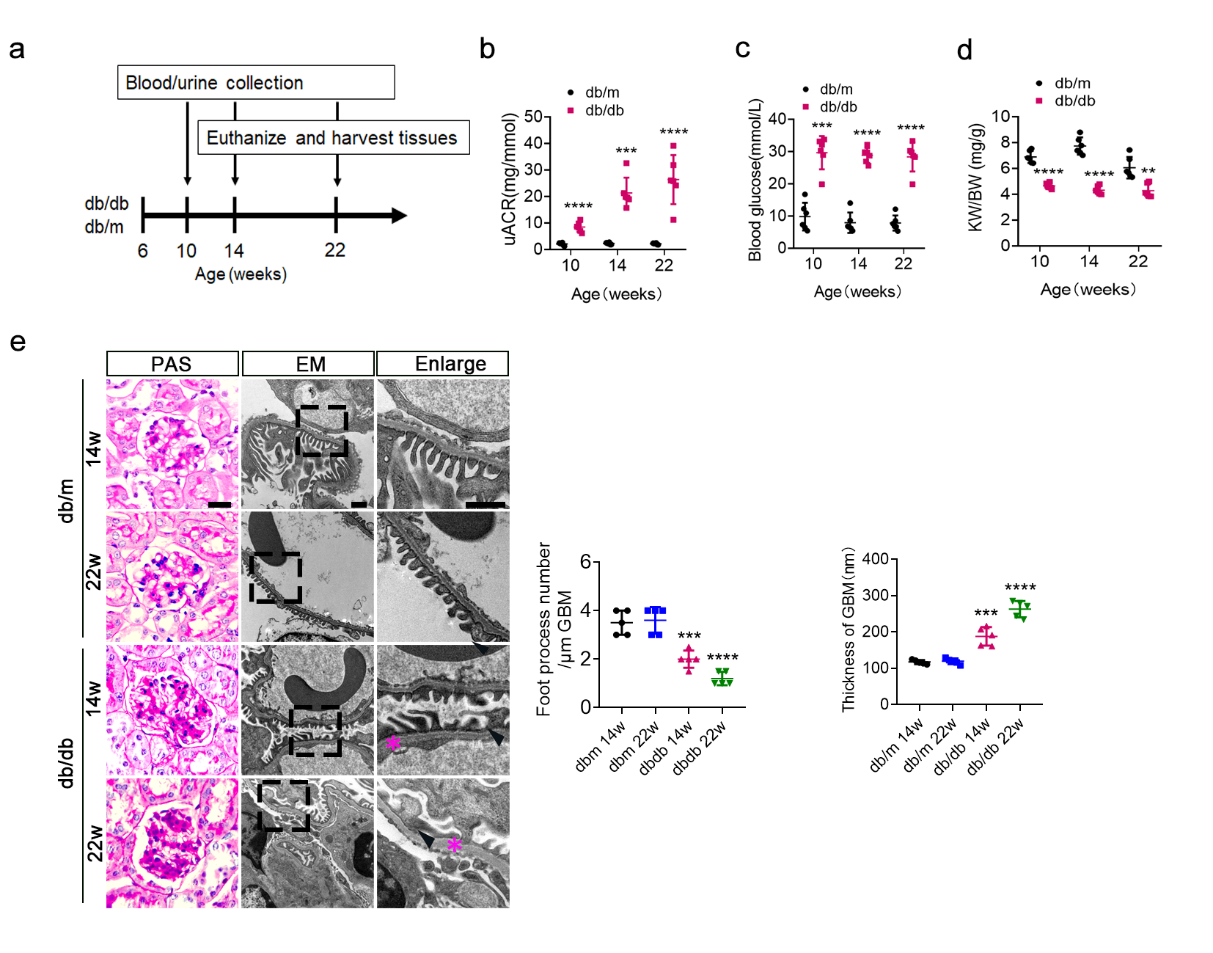

**Supplementary Fig. 2. Characteristics of db/db mice and db/m mice. a** The experimental flow chart. The animals were sacrificed at the age of 14 or 22 weeks. Blood, urine, and kidney tissue samples were collected. **b** Comparison of the urinary albumin/creatinine ratio (uACR) values in the db/db and db/m mice. ****P* < 0.001 vs. db/m; *****P* < 0.0001 vs. db/m (unpaired t-test). n = 6 mice/group. **c** Comparison of the random blood glucose levels in the db/db mice and db/m mice. ****P* < 0.001 vs. db/m; *****P* < 0.0001 vs. db/m (unpaired t-test). n = 6 mice/group. **d** Comparison of the kidney weight/body weight (KW/BW) ratios in the db/db mice and db/m mice. ***P* < 0.01 vs. db/m; *****P* < 0.0001 vs. db/m (unpaired t-test). n = 6 mice/group. **e** Periodic acid-Schiff (PAS) staining and electron microscopy (EM) analyses of the kidney tissues and podocytes from db/db mice and db/m mice at 14 and 22 weeks of age. PAS staining shows increased renal matrix deposition and thickened basement membranes in the db/db mice; EM reveals significantly increased basement membrane thickening (magenta asterisk) and podocyte foot process effacement (black arrow) in the db/db mice. Three observation fields per sample and n = 5 mice/group. PAS bar = 20 µm; EM bar = 1 µm.

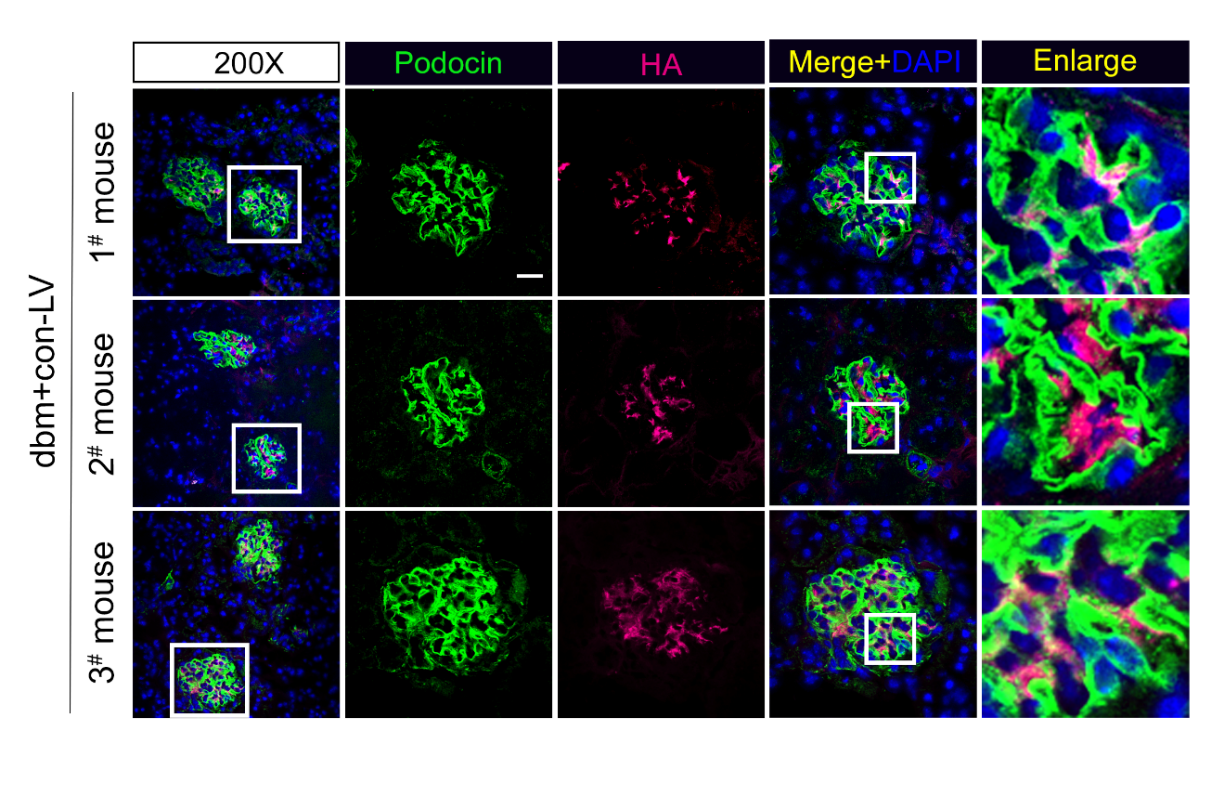

**Supplementary Fig. 3 Immunofluorescence staining showing the expression of HA-tag and podocyte marker protein podocin (expressed in the membrane) in the OCT-embedded frozen kidney tissue of mice.** The control viral vector used in this experiment is HA-tagged. Scale bar = 20 µm. (anti-HA antibody: M1008-1, HUABIO, China).

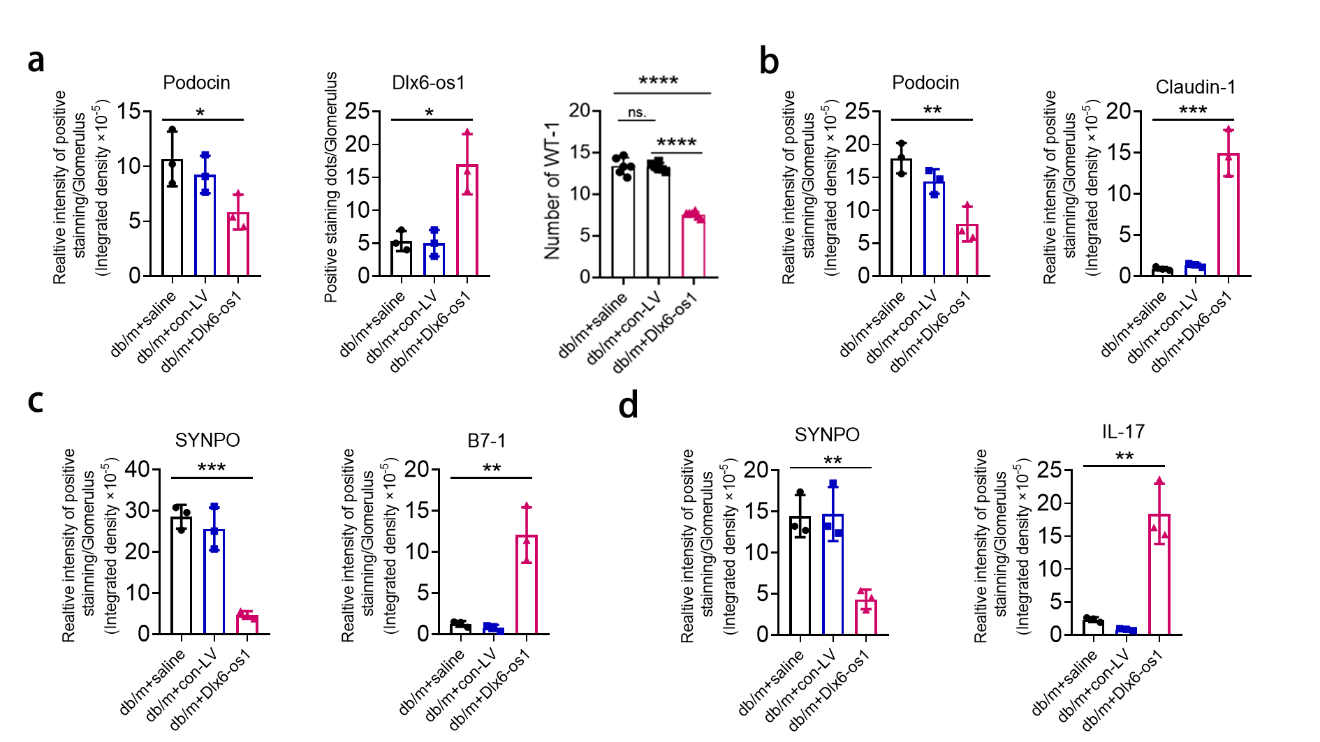

**Supplementary Fig. 4**  The intensity of the immunofluorescence staining shown in Fig.3 is quantified via ImageJ software and compared in the different samples. **a** The intensity analysis of Fig.3f. **b-d** The intensity analysis of Fig.3j-l. n = 3. **P* < 0.05, ***P* < 0.01, ****P* < 0.001, ns. NO significance (Unpaired t-test).

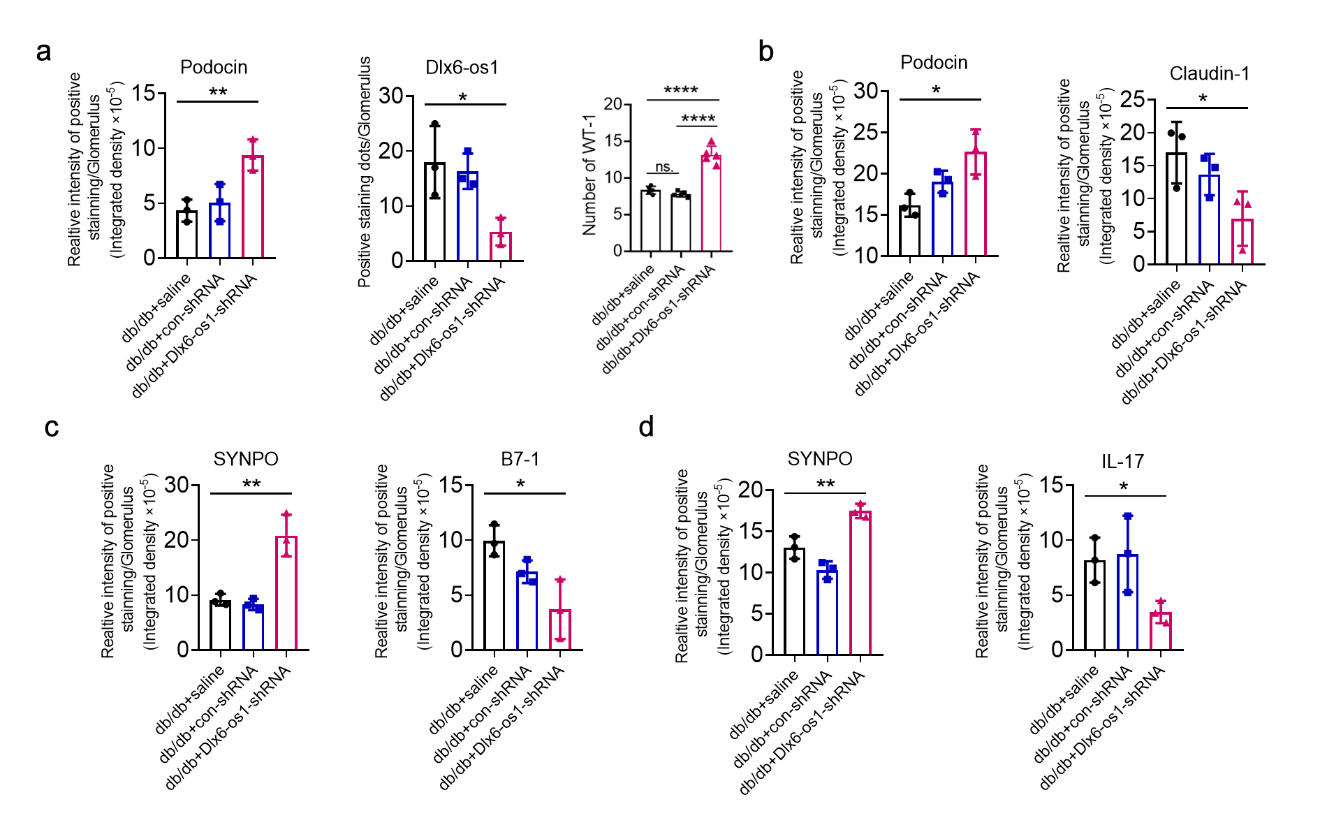

**Supplementary Fig. 5** The intensity of the immunofluorescence staining shown in Fig.4 is quantified via ImageJ software and compared in the different samples. **a** The intensity analysis of Fig.4g. **b-d** The intensity analysis of Fig.4j-l. n = 3. **P* < 0.05, ***P* < 0.01, *****P* < 0.0001, (Unpaired t-test).

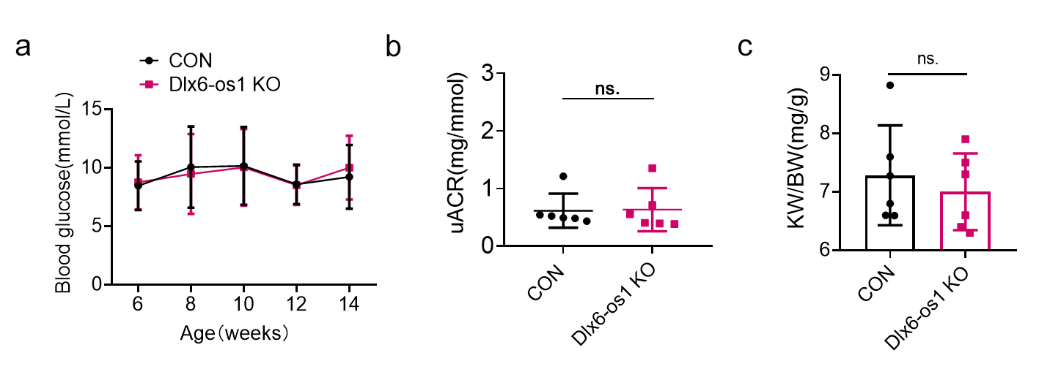

**Supplementary Fig. 6. Comparison of random blood glucose (RBG), urinary albumin/creatinine ratio (uACR), or kidney weight/body weight (KW/BW) ratio between the Dlx6-os1-KO and control mice.** No significant differences in the RBG **a**, uACR **b**, or KW/BW **c** between the control and Dlx6-os1 KO mice are observed. n = 6 mice/group. ns., no significant difference (unpaired t-test).

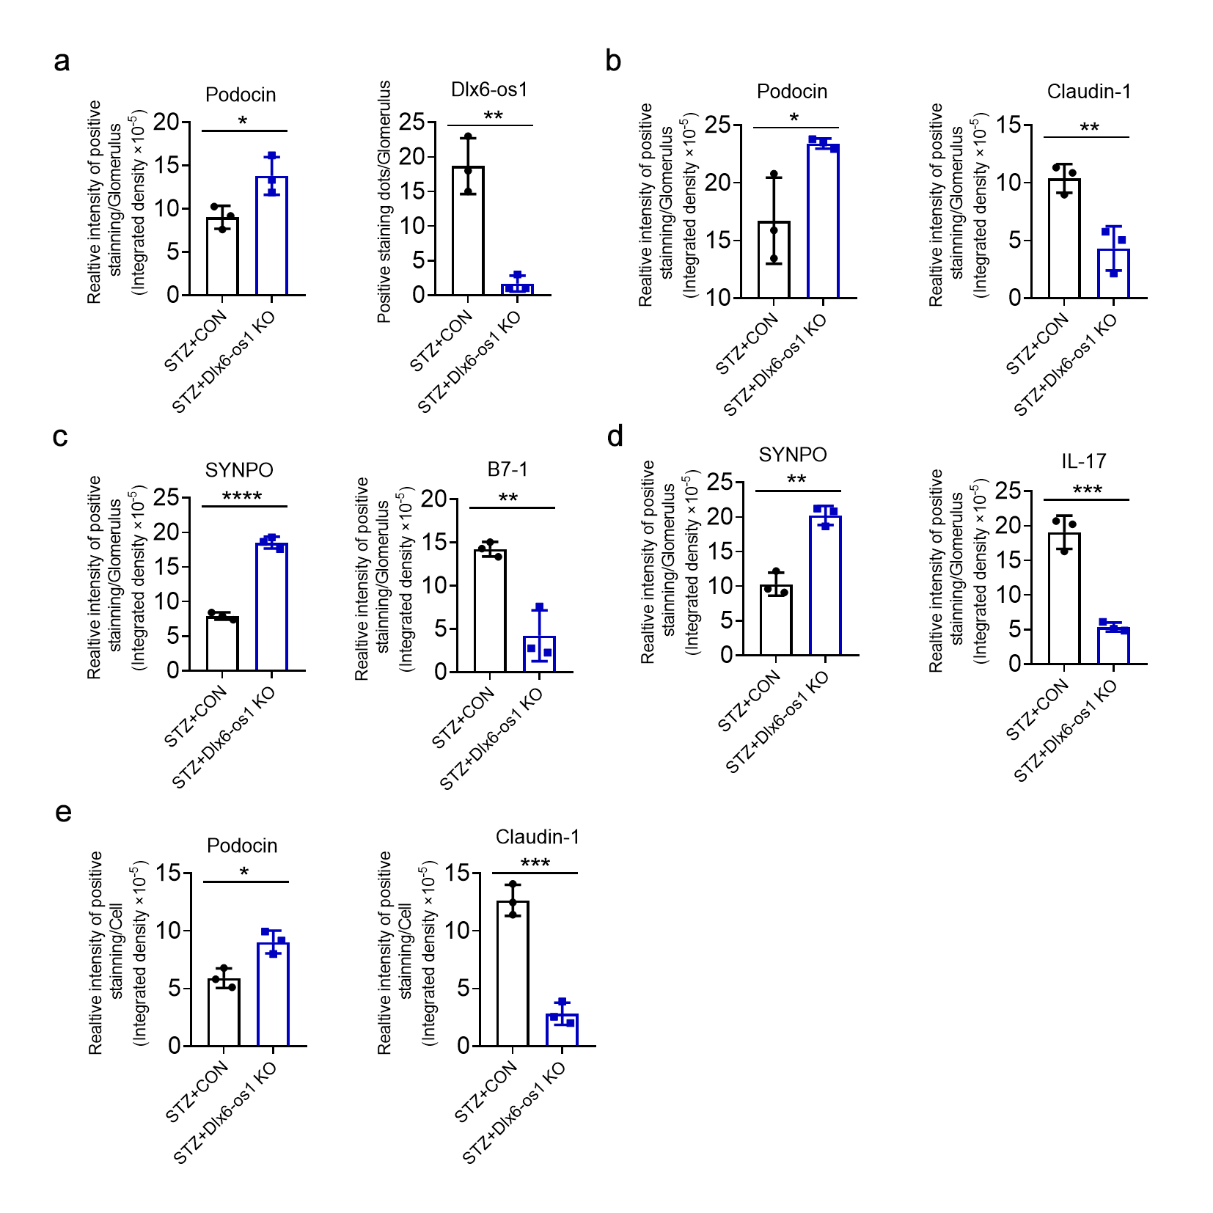

**Supplementary Fig. 7** The intensity of the immunofluorescence staining shown in Fig.5 is quantified via ImageJ software and compared in the different samples. **a** The intensity analysis of Fig.5k. **b-d** The intensity analysis of Fig.5m-o. **e** The intensity analysis of Fig.5q. n = 3. **P* < 0.05, ***P* < 0.01, ****P* < 0.001, *****P* < 0.0001 (Unpaired t-test).

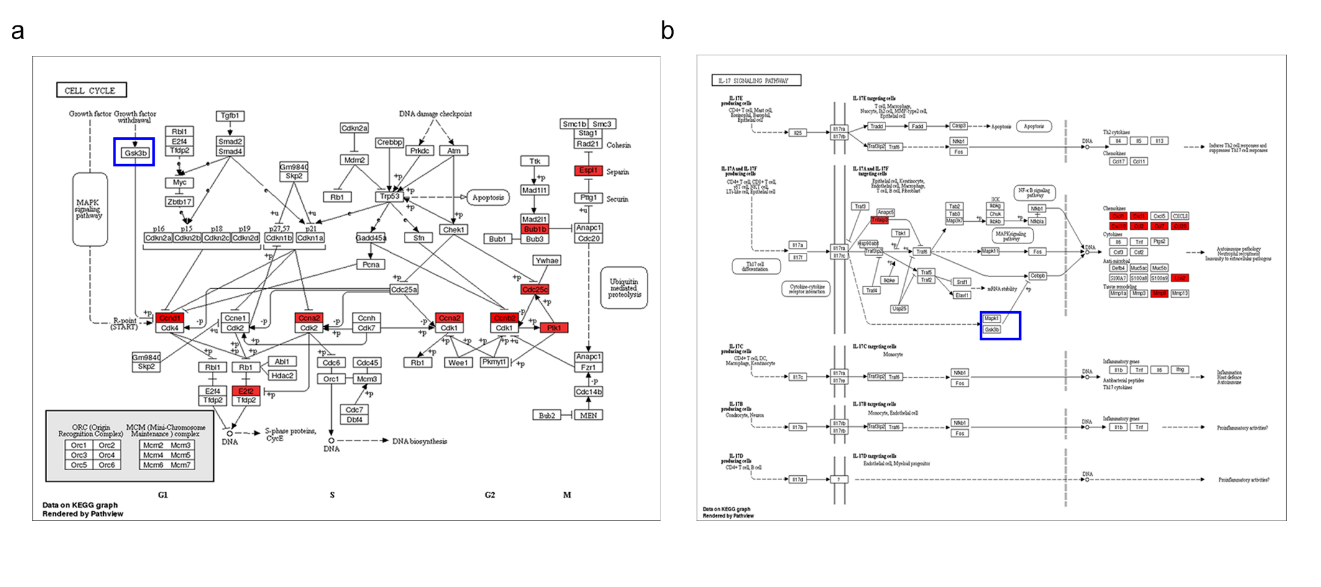

**Supplementary Fig. 8. The results of a Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis. a** KEGG analyses of the cell cycle (mmu04110) involving GSK-3β (blue box) and **b** the IL-17 signaling pathway (mmu04657) involving GSK-3β (blue box).

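In MPC5 cells overexpressing lncRNA Dlx6-os1, the genes marked as raised in the pathway maps of the study were higher than in control cells. All 16 genes read as marked, 8 on the cell cycle map and 8 on the IL-17 map, were higher at the thresholds of the study, and 2 of them, both on the IL-17 map, passed at a limma adjusted p under 0.05. They were marked from these samples, so this is not independent evidence of their direction. On the cell cycle map, the log2 change was 0.92 for Ccnd1 (cyclin D1), 0.91 for Ccna2 (cyclin A2), 0.74 for Ccnb2 (cyclin B2), 0.78 for the phosphatase gene Cdc25c, 0.82 for Plk1 (Polo-like kinase 1), 0.80 for the transcription factor gene E2f2, 0.64 for the spindle checkpoint gene Bub1b and 0.64 for Espl1 (separase). Ccna2, for example, was at 98.8 ± 10.9 FPKM (SD, n = 3) against 52.8 ± 12.0 FPKM (SD, n = 3), and Ccnd1 at 32.0 ± 7.22 FPKM against 16.2 ± 1.77 FPKM. Nek2 and Aurka, mitotic kinases drawn among the changed mRNAs in Fig. 7d, were at 28.3 ± 5.12 FPKM against 13.9 ± 3.02 FPKM and at 71.4 ± 11.7 FPKM against 38.2 ± 12.4 FPKM. On the IL-17 map, the gelatinase gene Mmp9 was at 1.56 ± 0.822 FPKM against 0.206 ± 0.0774 FPKM, a log2 change of 1.04, and Tnfaip3 (A20, an inhibitor of NF-κB signaling) at 4.13 ± 0.731 FPKM against 2.12 ± 1.04 FPKM, a log2 change of 0.76. The chemokine gene Ccl7 had 1.25, 1.04 and 2.83 FPKM with overexpression and was listed at 0 in control replicates 1 and 2 and at 0.464 FPKM in control replicate 3. The smallest change on this map was that of Tnfaip3. Its call was lost without control replicate 2 or 3 or overexpression replicate 2, that of Bub1b without control replicate 1 or 2 or overexpression replicate 3, and that of Espl1 without control replicate 1 or overexpression replicate 3.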

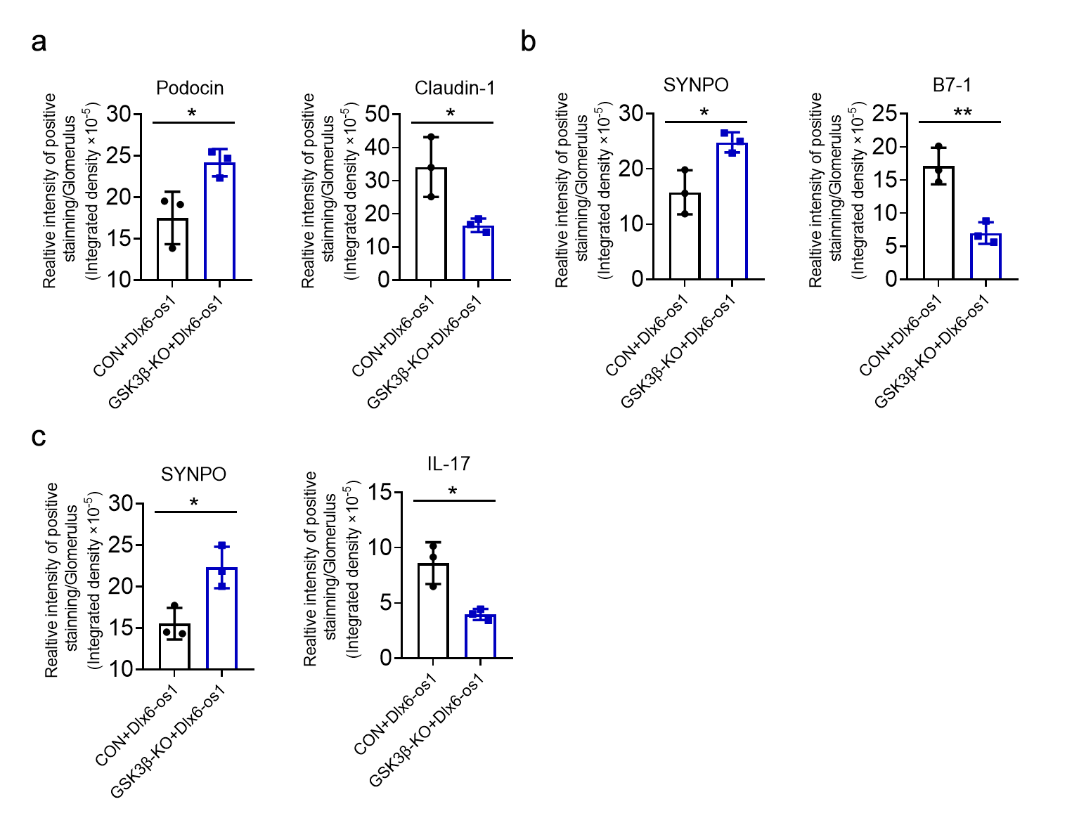

**Supplementary Fig. 9.** The intensity of the immunofluorescence staining shown in Fig.8 is quantified via ImageJ software and compared in the different samples. **a-c** The intensity analysis of Fig.8i-k. n = 3. *P < 0.05, ***P* < 0.01 (Unpaired t-test).

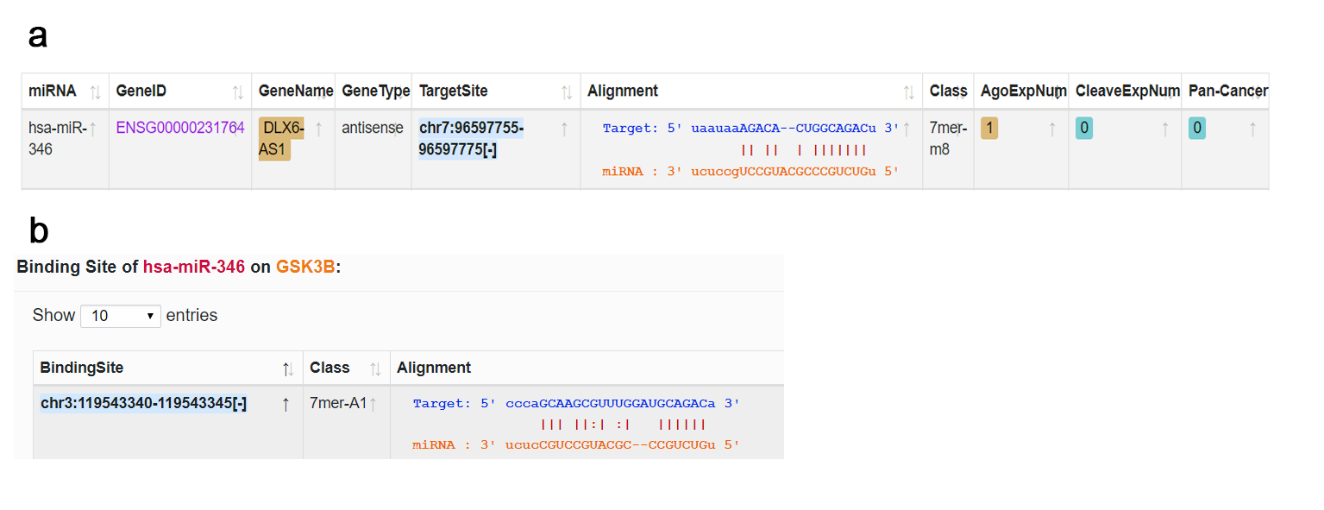

**Supplementary Fig. 10. The predicted binding sites** **determined** **using StarBase v2.0. (**[**http://starbase.sysu.edu.cn/**](http://starbase.sysu.edu.cn/)**, Guangzhou, China).** The predicted binding sites of **a** lncRNA Dlx6-os1 and **b** GSK**-**3β and miR-346 in humans.

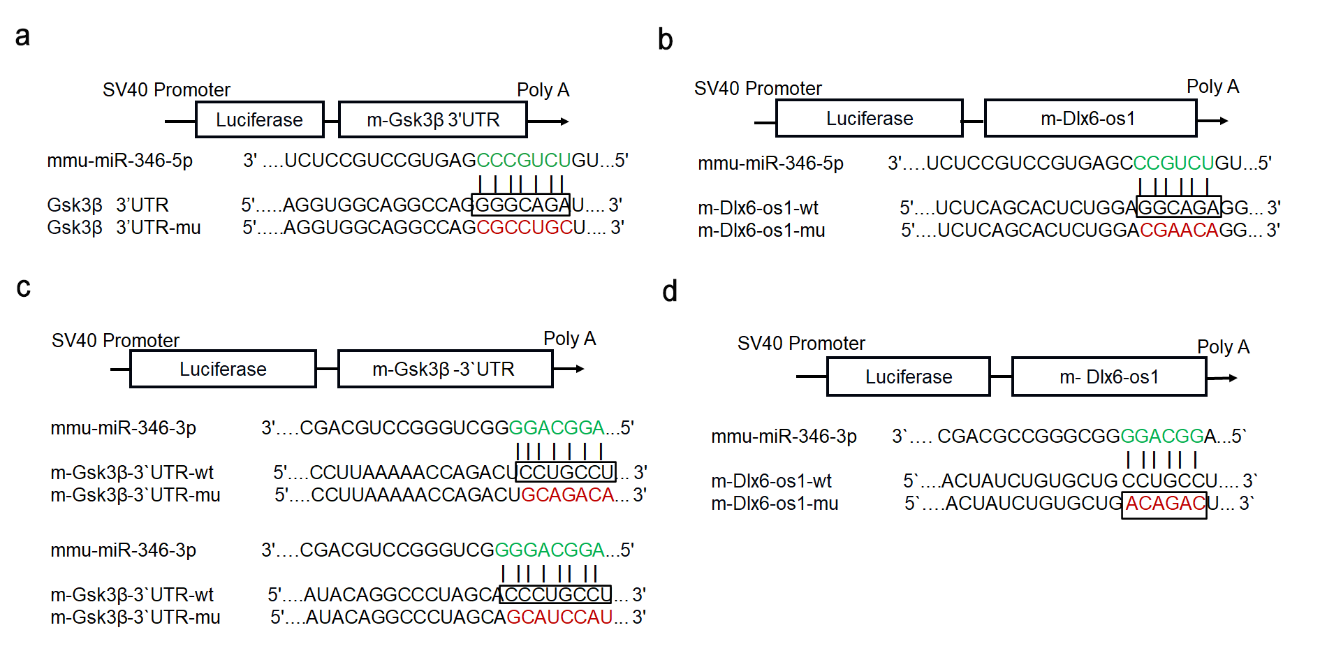

**Supplementary Fig. 11. The predicted binding sites determined using** **Sangon Biotech. Company (Shanghai, China).** The predicted binding sites of **a** GSK-3β and miR-346-5p, **b** lncRNA Dlx6-os1 and miR-346-5p, **c** GSK-3β and miR-346-3p, and **d** lncRNA Dlx6-os1 and miR-346-3p.

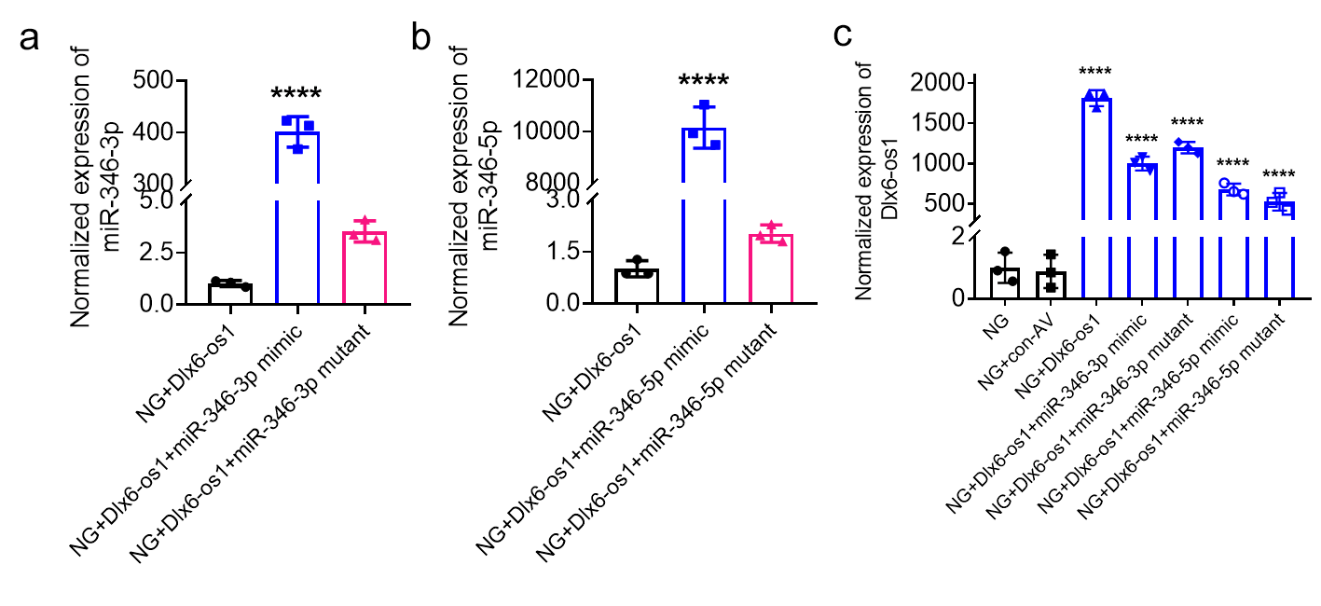

**Supplementary Fig. 12. The effects of Dlx6-os1 overexpression and miR-346 mimics and mutants. a** Changes in miR-346-3p expression after transfection of miR-346-3p mimics or mutant into MPC5 cells cultured under normal glucose (NG) condition with Dlx6-os1 overexpression. *****P* < 0.0001 vs. (NG+Dlx6-os1) (n = 3, one-way ANOVA plus Dunnett's multiple comparisons test). **b** Changes in miR-346-5p expression after transfection of miR-346-5p mimics or mutant into cells cultured under NG condition with Dlx6-os1 overexpression. *****P* < 0.0001 vs. (NG+Dlx6-os1) (n = 3, one-way ANOVA plus Dunnett's multiple comparisons test). **c** qRT-PCR detection of the expression levels of Dlx6-os1 in MPC5 podocytes overexpressing lncRNA Dlx6-os1 with or without miR-346 mimics or mutants. *****P* < 0.0001 vs. NG. (n = 3, one-way ANOVA plus Dunnett's multiple comparisons test).

# Supplementary material for: Long non-coding RNA DLX6-AS1 is the key mediator of glomerular podocyte injury and albuminuria in diabetic nephropathy by targeting the miR-346/GSK-3β signaling pathway
**Source:** Cell Death Dis. 2023 Feb 28;14(2):172. doi: 10.1038/s41419-023-05695-2
**Supplement:** Supplementary file 2 — Supplementary methods

***Supplementary Materials and Methods***

**Table 1. Characteristics of diabetic nephropathy (DN) and diabetes mellitus (DM) patients and controls**

| Parameters | CON  (n = 10) | DM  (n = 10) | DN  (n = 12) |
| --- | --- | --- | --- |
| Age (years) | 53.3 ± 10.75 | 53.7 ± 12.84 | 56.08 ± 8.70 |
| Duration of DM (years) | - | 9.64 ± 4.74 | 11.92 ± 6.43 |
| Men:women | 5:5 | 6:4 | 8:4 |
| SBP (mmHg) | 131.8 ± 17.57 | 122 ± 12.88 | 142 ± 20.26 |
| DBP (mmHg) | 81.7 ± 13.46 | 81.3 ± 9.53 | 87.5 ± 10.02 |
| ACR (mg/mmol) | 1.75 ± 2.64 | 0.69 ± 0.06 | 273.38 ± 127.76 |
| Hemoglobin (g/L) | 144.34 ± 16.38 | 131.86 ± 15.11 | 114.30 ± 22.13 |
| HbA1c (%) | - | 0.08 ± 0.02 | 0.07 ± 0.01 |
| Glucose (mmol/L) | 5.32 ± 0.51 | 6.98 ± 1.58 | 6.30 ± 2.18 |
| BUN (mmol/L) | 4.46 ± 0.84 | 5.69 ± 1.99 | 9.95 ± 4.36 |
| Cr, μmol/L | 64.3 ± 15.23 | 68.7 ± 18.43 | 148.33 ± 99.62 |
| Uric acid (μmol/L) | 270.8 ± 73.34 | 311.7 ± 146.83 | 398.25 ± 105.49 |
| Total cholesterol (mmol/L) | 4.62 ± 0.64 | 4.44 ± 1.40 | 5.70 ± 1.76 |
| Triglyceride (mmol/L) | 1.36 ± 0.48 | 1.88 ± 0.82 | 1.99 ± 0.94 |
| LDL cholesterol (mmol/L) | 2.80 ± 0.48 | 2.88 ± 1.14 | 3.80 ± 1.44 |
| HDL cholesterol (mmol/L) | 1.41 ± 0.38 | 1.05 ± 0.27 | 1.30 ± 0.45 |
| eGFR (mL/min/1.73 m^2^) | 100.43 ± 13.42 | 97.52 ± 17.71 | 55.55 ± 27.54 |

**LncRNA chip assay.** The assay was completed with assistance from Aksomics Biotech. Co. Ltd, (Shanghai, China) using Arraystar human lncRNA chip V3.0 (Arraystar Inc. Rockville, MD, USA) to analyze various biological samples, including plasma, urine, and kidney tissues. Sample labeling and chip hybridization were performed according to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol (Agilent Technology Inc. Santa Clara, USA). The hybrid chip was finally scanned using an Agilent DNA Microarray Scanner (part number G2505C). The raw data were analyzed following quantile standardization, using GeneSpring GX v12.1 software (Agilent Technologies). The differentially expressed lncRNAs or mRNAs between the two groups were screened based on the P-value/FDR (*P* < 0.05, fold change > 2.0).

**PCR reagents.** The RNA extraction kit was obtained from Qiagen (RNeasy Mini Kit, Cat. # 74104, Hilden, Germany). The lncRNA and mRNA reverse transcription kit was obtained from Thermo Fisher (Revert Aid First Strand cDNA Synthesis Kit, Cat. # K1622). The qPCR kit was also purchased from Thermo Fisher (Maxima SYBR Green qPCR Master Mix (2X), Shanghai, China), with a separate ROX vial (Cat. # K0251). The miRNA reverse transcription and qPCR kits were obtained from Shanghai Novland Co. Ltd. [Two Step Stemaim -it miR qRT -PCR Quantitation Kit (SYBR Green), Cat. # LM-0101A, China]. The details of the reaction mixture are listed in Table 2. Each experiment was repeated three times, and the average results were reported.

**Table 2. The PCR reaction mixture**

| Reagent | Volume | Final concentration |
| --- | --- | --- |
| Maxima SYBR Green qPCR Master Mix (2× ) | 12.5 μL | - |
| Forward Primer (10 μM) | 0.75 μL | 0.375 μM |
| Reverse Primer (10 μM) | 0.75 μL | 0.375 μM |
| Template cDNA | 2.0 μL | - |
| RNase-free water | 9.0 μL | - |
| Total volume | 25.0 μL | - |

The PCR reaction conditions are listed in Table 3.

**Table 3. PCR reaction conditions**

| Step | Temperature (℃) | Time (s) | Number of cycles | |
| --- | --- | --- | --- | --- |
| Pre-denaturation | 95 | 600 | | - |
| Denaturation | 95 | 15 | | 40 |
| Annealing | 60 | 30 | | 40 |
| Extension | 72 | 30 | | 40 |

**PCR primer sequences.** Primers for human lncRNA DLX6-AS1 and the internal reference (*GAPDH*) were synthesized by the Bioengineering (Shanghai, China) Corporation.

| Human lncRNA *DLX6* -*AS*1 (product size 122 bp) | |
| --- | --- |
| Upstream | CCACCCACTGAGAGAAGAGG |
| Downstream | CCTCCAAGCAATTGTCCAGT |
| Human *GAPDH* | |
| Upstream | CAGGAGGCATTGCTGATGAT |
| Downstream | GAAGGCTGGGGCTCATTT |

Primers for mouse LncRNA Dlx6-os1 and the internal reference (*GAPDH*) were as follows:

Mouse lncRNA Dlx6-os1 F: 5'- CACACGTGGAGTCAGCAAAT- 3'

R: 3'- CTCGGAGCTTTCAAACAAGG- 5'

Mouse lncRNA Dlx6-os1 （overexpression）F: 5'- GCTCCAGTGGCCAGTTTCAA- 3'

R: 3'-TGGGAATAAGGAAAGAACAGGAGGA -5'

Mouse GAPDH F: 5'- GGTTGTCTCCTGCGACTTCA- 3'

R: 3'- TGGTCCAGGGTTTCTTACTCC- 5'

Primers for mouse miR-346-5p, mutant and the internal reference were designed by Bo Rui Biotech. Co., Ltd. (Guangzhou, China), and the sequences were as follows:

miR-346-5p Primer-F: 5'-AATGTCTGCCCGAGTGCCT- 3'

                 miR-346-5p Primer-R: 3'-ATTCCATGTTGTCCACAGTCTCC-5'

mmu-miR-346-3p MUT 5`-ACCGUCCCGCGGGCCGCAGC- 3`

mmu-miR-346-5p MUT 5` -UCAGACGGCGAGUGCCUGCCUCU-3`

micrON mmu-miR-346-5p mimic #miR10000597-1-5

micrON mmu-miR-346-3p mimic #miR11272590046-1-5

micrOFF mmu-miR-346-5p inhibitor #miR20000597-1-5

micrOFF mmu-miR-346-3p inhibitor #miR21272590657-1-5

Bulge-loop mmu-miR-346-3p primer set, 200T #MQPS0002751-1-200

Bulge-loop U6 qPCR primer set, 200T #MQPS0000002-1-200

The primers for mouse Gsk-3β mRNA were as follows:

Gsk-3β Primer-F: 5'- GGCAGCAAGGTAACCACAGT- 3'

Gsk-3β Primer-R: 3'- GATGGCAACCAGTTCTCCAG- 5'

**Podocyte-specific knockout of lncRNA Dlx6-os1 in mice.** The mouse model was established with assistance from the Cyagen Biological Company (Suzhou, China). Systemic conditional knockout of lncRNA Dlx6-os1 was established in C57BL/6J mice (Dlx6-os1 flox /+). These mice were inbred to generate the Dlx6-os1 flox/flox mice, which were crossed with nphs2-Cre C57BL/6J mice (bearing the Cre recombinase and NPHS2 promoter fragment) to generate podocyte-specific lncRNA Dlx6-os1- KO mice (Dlx6-os1 flox/flox, nphs2-cre mice). Dlx6-os1-flox/+ mice could be directly crossed with the nphs2-cre mice to generate Dlx6-os1-flox /+, nphs2-Cre mice, which were then inbred to obtain Dlx6-os1-flox/flox, nphs2-Cre mice. Podocyte-specific knockout of lncRNA Dlx6-os1 was confirmed using a routine PCR protocol to genotype tail DNA samples with the following primer pairs:

1) **Neo PCR**:

F1: 5 ' -TGGGAGGCTTTTGAGTTAGGAAT-3’;

R1: 5 ' -ATTGGACCATCTTACTGGACAGG-3’;

Target products**:** Wild type (WT): 222 bp; Mutant (MT): 327 bp

2) **NPHS2-cre PCR:**

F2: 5 ' -CGGTTATTCAACTTGCACCA-3’

R2: 5 ' -GCGCTGCTGCTCCAG-3’

Target products**:** Wild type (WT): NA Mutant (MT): 200 bp

3) **5'arm PCR**

F3: 5 ' -TTGATGGTTTTGGTAGATTATGCCC-3’

R3: 5 ' -TGAAAAGTCAGAAGCACTGTTACC-3’

Target products: Wild type (WT): 170 bp; Mutant (MT): 257 bp

- The construction of knockout mice based on the information on the ensemble website.

http://asia.ensembl.org/Mus_musculus/Transcript/Summary?db=core;g=ENSMUSG00000090063;r=6:6820543-6871592;t=ENSMUST00000159568.

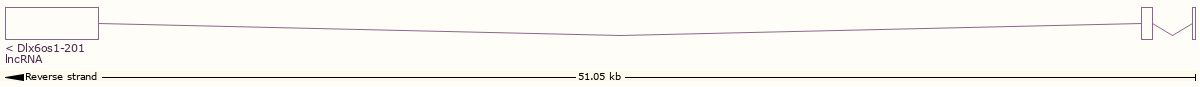

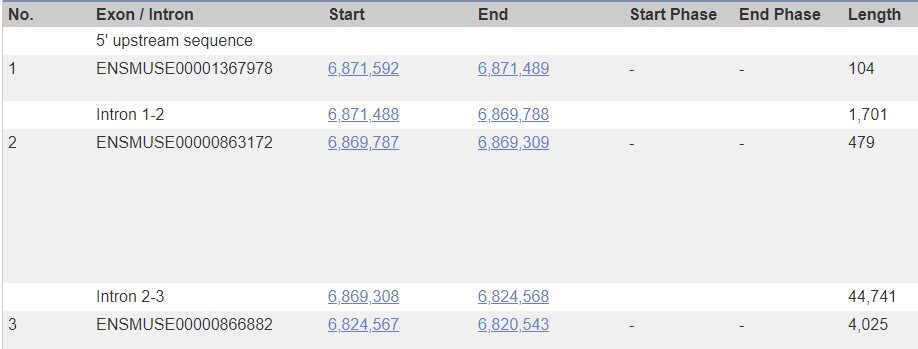

Mouse genomic fragments containing homology arms (HAs) and conditional knockout (cKO) region were amplified from BAC clone by using high fidelity Taq DNA polymerase, and were sequentially assembled into a targeting vector together with recombination sites and selection markers shown below.

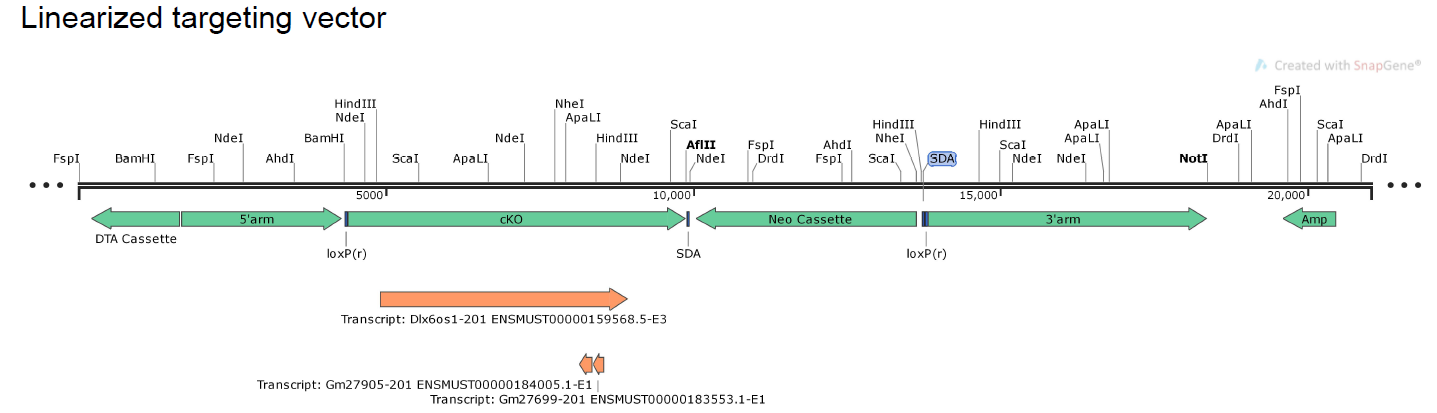

**The primers used for testing the knockout of exon 3 in primary isolated podocytes of Dlx6-os1 KO and control mice:**

mDlx6os1-E2-F: GGGAGCTACGAACCCAAAGT

mDlx6os1-E3-R: AGCAGTGGGAAAGCAATCCA 230bp

**Mouse lncRNA Dlx6-os1-shRNA adenovirus packaging fragment sequences****.** The adenovirus overexpressing lncRNA Dlx6-os1 (full-length) or specific knockdown shRNA and control adenovirus used in these experiments were designed and synthesized by Hanbio Co., Ltd. (Shanghai, China).

The sequences of the control (con-shRNA) siRNA and shRNA were as follows:

siRNA sequence: TTCTCCGAACGTGTCACGTAA

shRNA sequence

Top strand: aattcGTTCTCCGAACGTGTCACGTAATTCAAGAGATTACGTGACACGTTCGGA

GAATTTTTTg

Bottom strand: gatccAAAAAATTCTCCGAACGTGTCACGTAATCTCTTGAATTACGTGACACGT

TCGGAGAACg

The lncRNA Dlx6-os1-shRNA sequences were as follows:

siRNA1: GAGATATTGGCAATGACACTCTTGT

shRNA1(SH1)

Top strand: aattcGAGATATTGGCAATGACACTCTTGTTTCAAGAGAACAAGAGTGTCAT

TGCCAATATCTCTTTTTTg

Bottom strand: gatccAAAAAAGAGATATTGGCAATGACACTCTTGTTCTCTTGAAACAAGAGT

GTCATTGCCAATATCTCg

siRNA2: CGAGGAATAGCTTCCTCCAGGTAAT

shRNA2(SH2)

Top strand: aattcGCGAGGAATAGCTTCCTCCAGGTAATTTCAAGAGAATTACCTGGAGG

AAGCTATTCCTCGTTTTTTg

Bottom strand: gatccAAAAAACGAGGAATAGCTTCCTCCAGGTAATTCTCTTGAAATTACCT

GGAGGAAGCTATTCCTCGCg

 siRNA3: CAGTGAATGCCTGTCTCACTTAACA

shRNA3(SH3)

Top strand: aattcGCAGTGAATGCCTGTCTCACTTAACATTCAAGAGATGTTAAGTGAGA

CAGGCATTCACTGTTTTTTg

Bottom strand: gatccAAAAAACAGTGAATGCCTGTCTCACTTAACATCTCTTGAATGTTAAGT

GAGACAGGCATTCACTGCg

The lentivirus used for the overexpression of lncRNA Dlx6-os1 and shRNA knockdown, as well as the control lentivirus used in these experiments, were obtained from Hanbio Co., Ltd. (Shanghai, China).

**Mouse lncRNA Dlx6-os1-shRNA** **lentivirus packaging fragment sequences:**

shRNA3(SH3)

Top strand: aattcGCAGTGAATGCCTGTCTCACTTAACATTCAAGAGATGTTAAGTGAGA

CAGGCATTCACTGTTTTTTg

Bottom strand: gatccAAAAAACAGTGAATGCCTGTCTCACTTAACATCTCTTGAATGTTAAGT

GAGACAGGCATTCACTGCg

**The sequence for the overexpression of lncRNA DLX6-os1 was as follows:**

**Vendors for procurement of antibodies used in the present study were as follows:**

| **Antibody** | **Vendor** |
| --- | --- |
| Mouse monoclonal Anti-B7-1 Antibody (F-7) (sc-376012)  Rabbit polyclonal Anti-Synaptopodin antibody (ab224491) | Santa Cruz  Abcam |
| Rabbit polyclonal Anti-IL-17A antibody (ab79056)  Mouse monoclonal Anti-Synaptopodin antibody (D-9, sc-515842) | Abcam  Santa Cruz |
|  |  |
| Mouse monoclonal Anti-Claudin 1 antibody (37-4900)  Rabbit monoclonal Recombinant Anti-NPHS2 antibody [EPR13820] (ab181143) | Invitrogen  Abcam |
| Mouse monoclonal anti-F-actin antibody (ab205) | Abcam |
| Rabbit GAPDH polyclonal antibody (AB-P-R001) | Hangzhou Xianzhi Biological Company |
| Mouse GSK-3β monoclonal [3D10] antibody (ab93926) | Abcam |
| Rabbit mAb GSK-3β (D5C5Z) XP® (12456) | Cell Signaling Technology |

# Supplementary material for: Long non-coding RNA DLX6-AS1 is the key mediator of glomerular podocyte injury and albuminuria in diabetic nephropathy by targeting the miR-346/GSK-3β signaling pathway
**Source:** Cell Death Dis. 2023 Feb 28;14(2):172. doi: 10.1038/s41419-023-05695-2

Figure2d

Podocin claudin-1

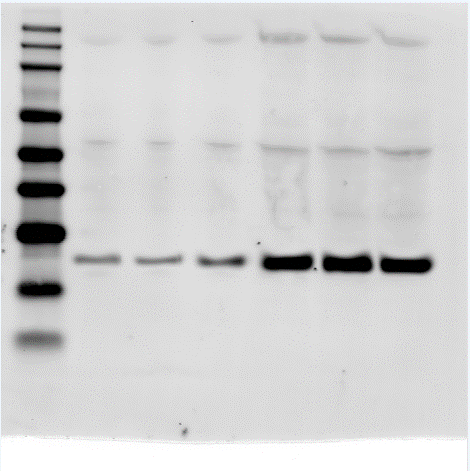

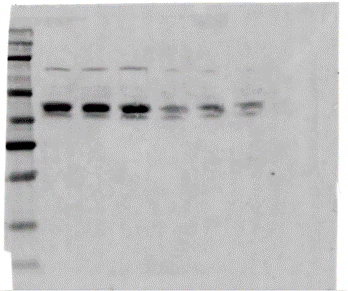

B7-1 IL-17

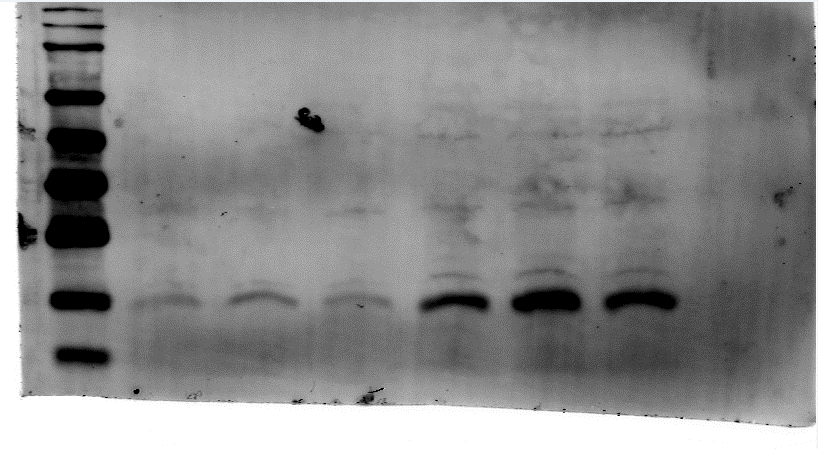

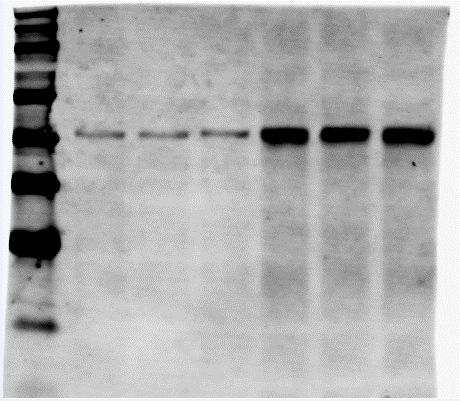

ccl-2

GAPDH

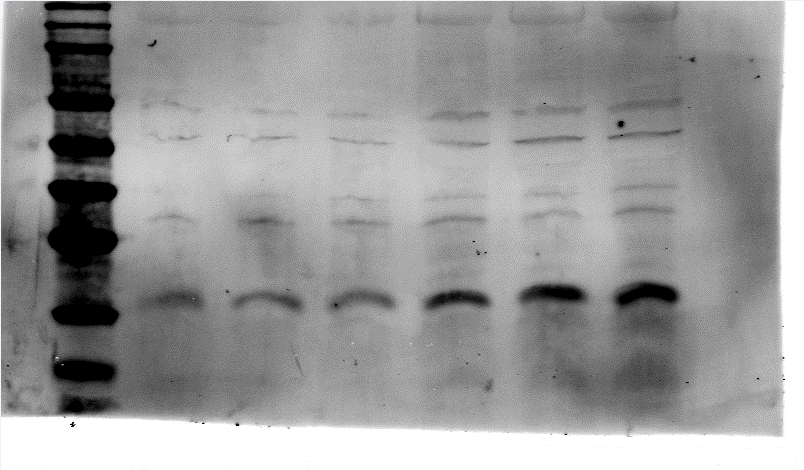

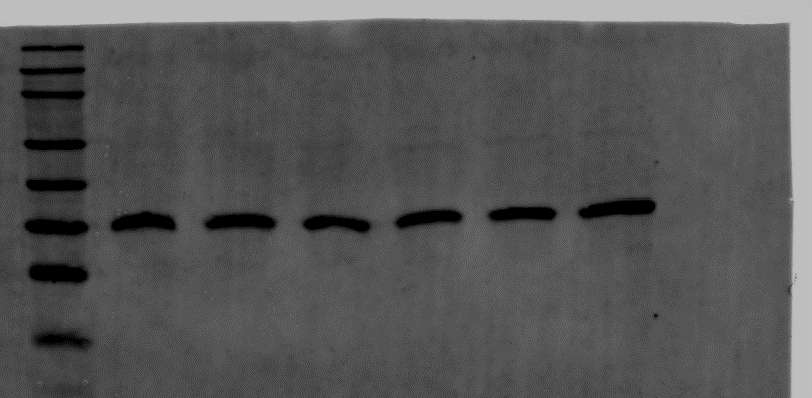

Figure3h

B7-1

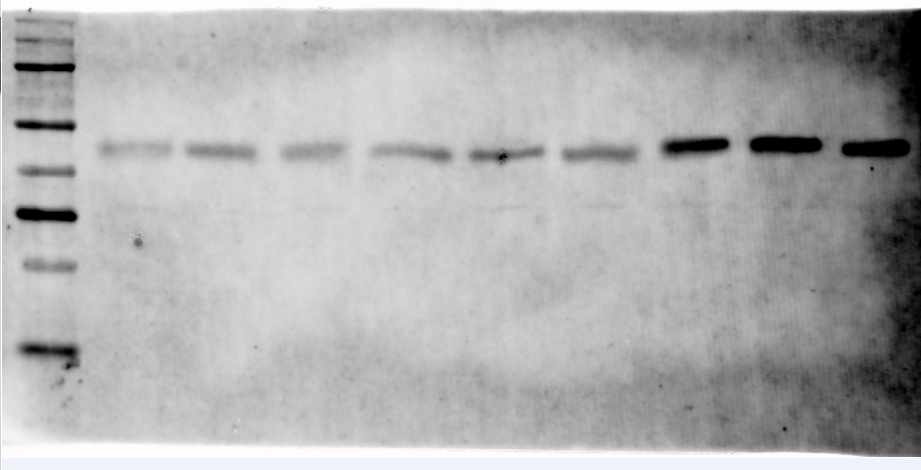

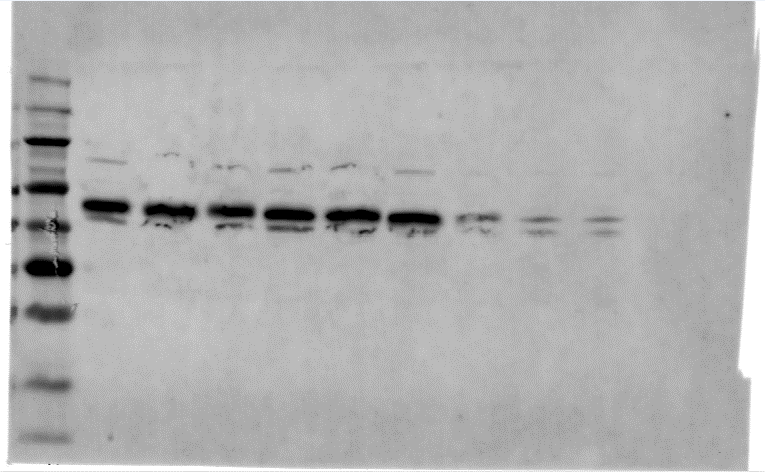

Podocin

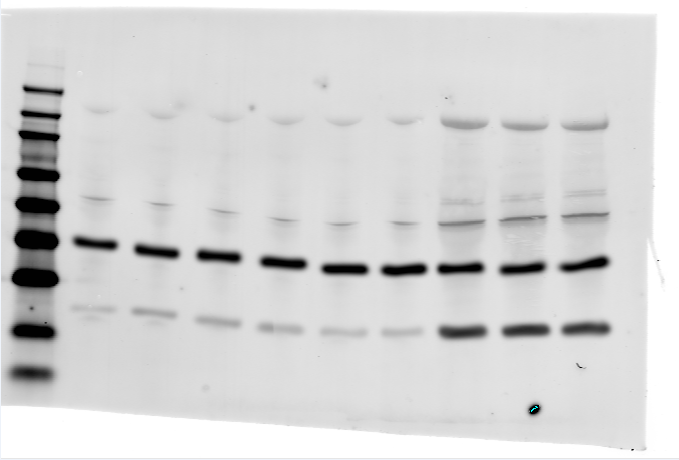

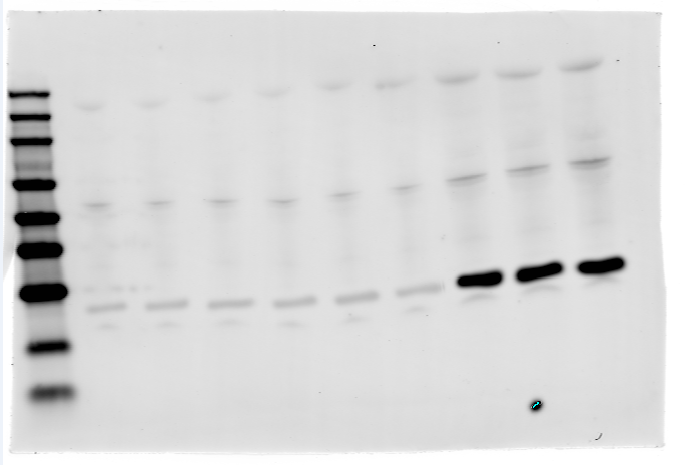

Claudin-1

GAPDH

ccl-2

IL-17

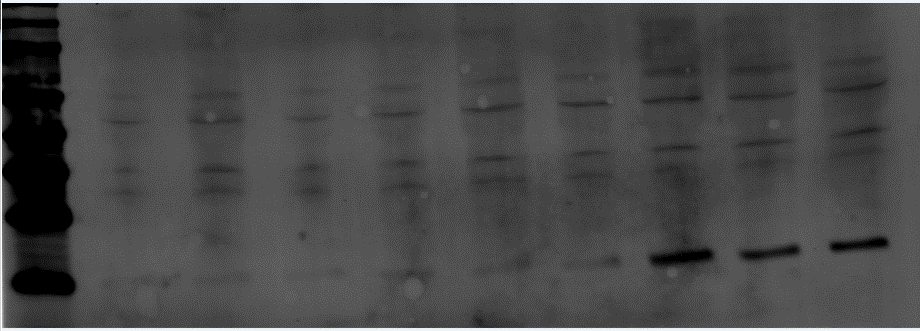

Figure4h

Claudin-1

Podocin

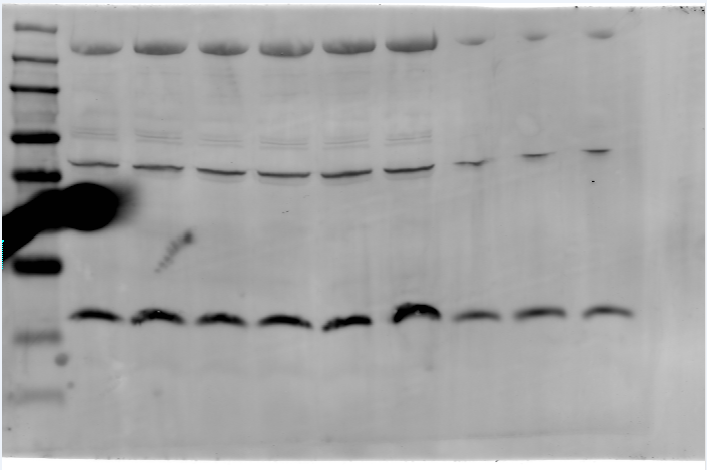

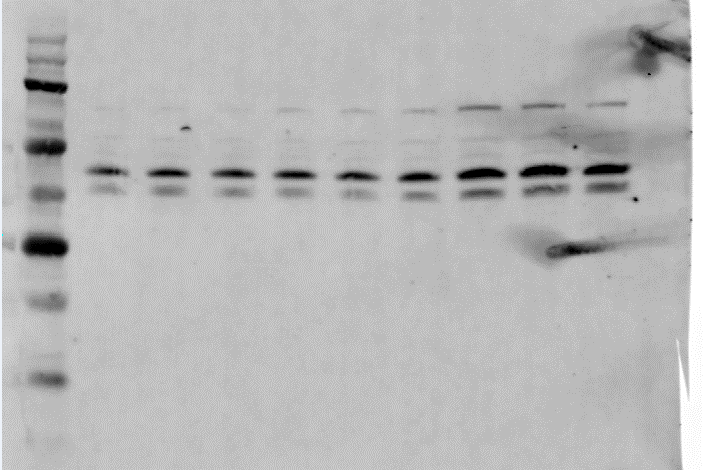

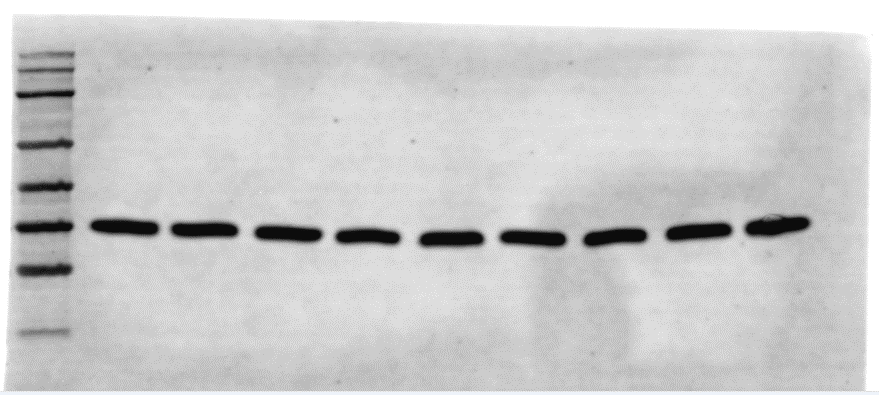

B7-1

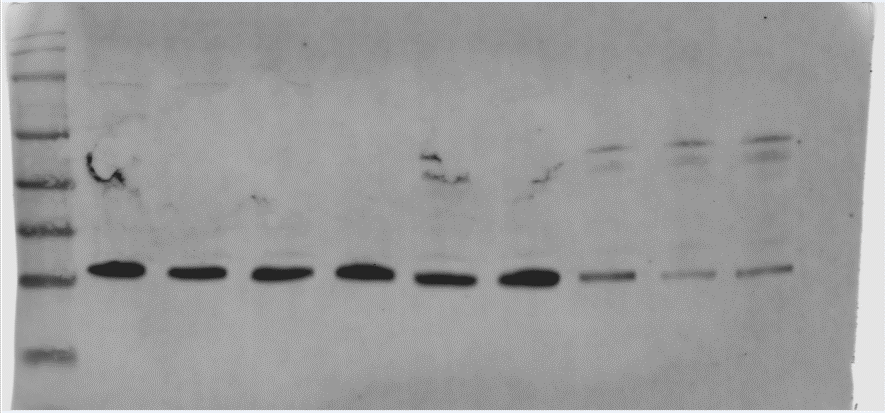

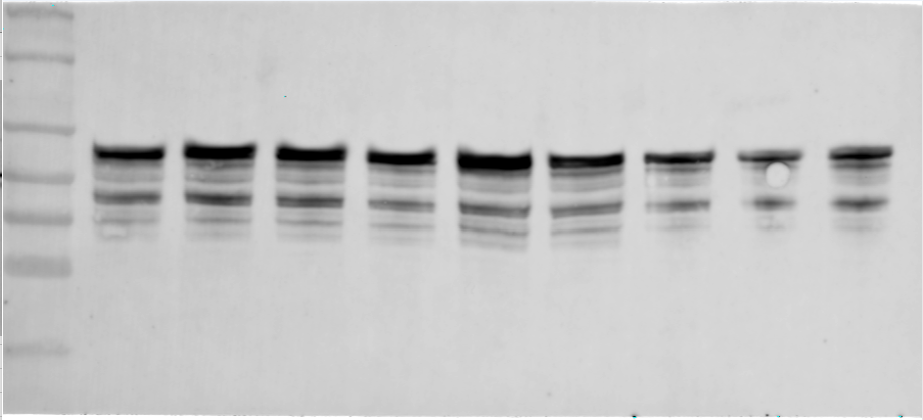

ccl-2

IL-17

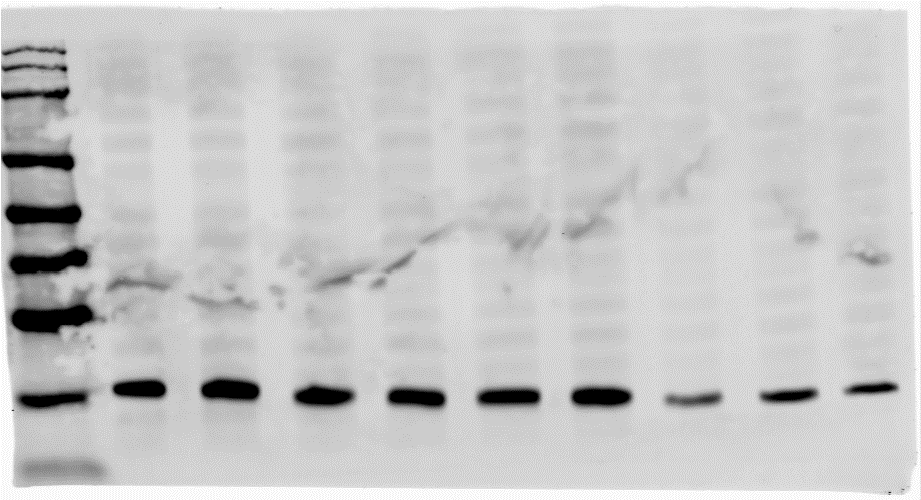

GAPDH

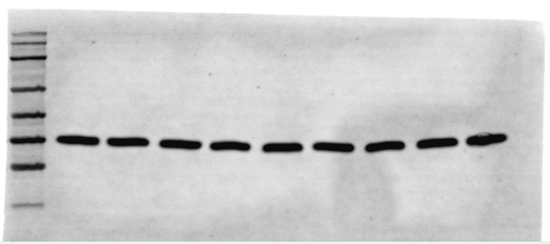

Figure5q

B7-1

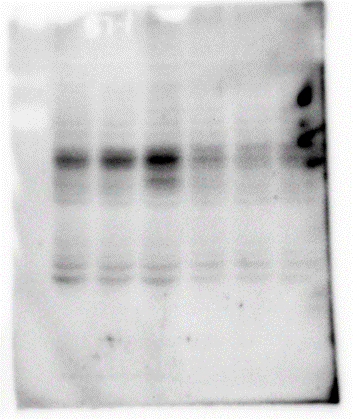

Podocin

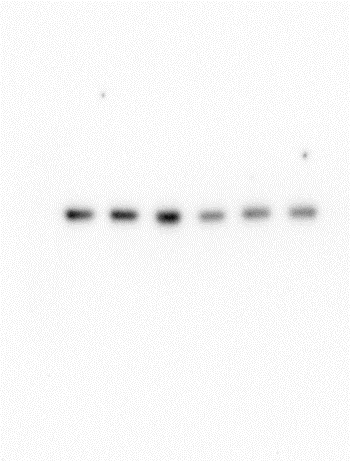

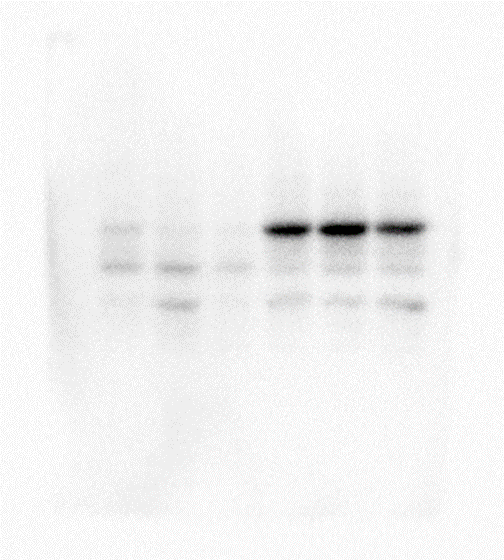

ccl-2

Claudin-1

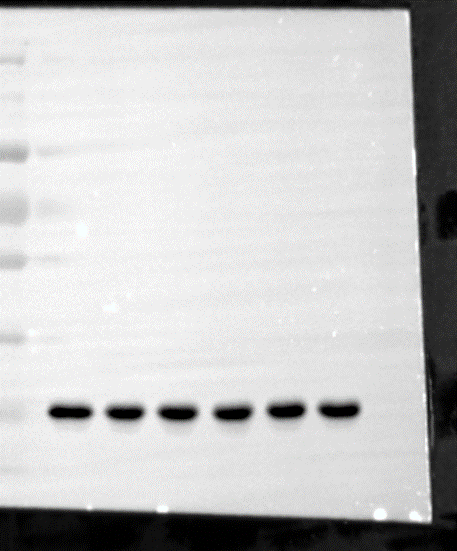

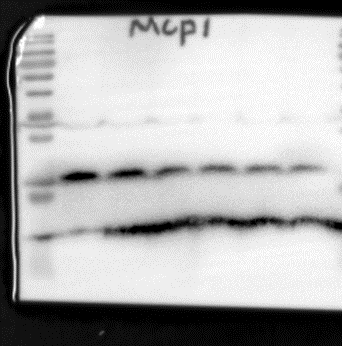

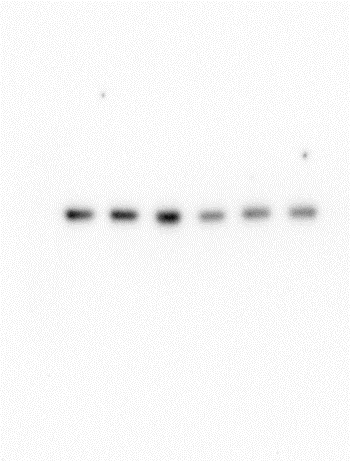

IL-17

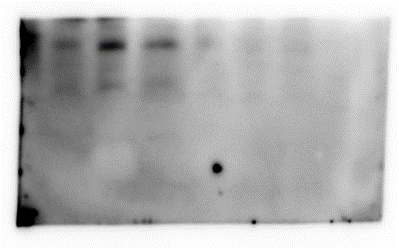

GAPDH

Figure6c

Podocin

1 2 3

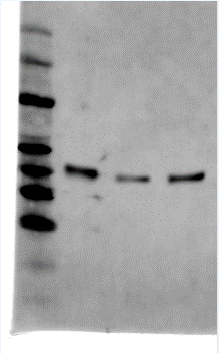

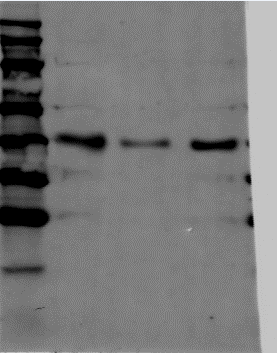

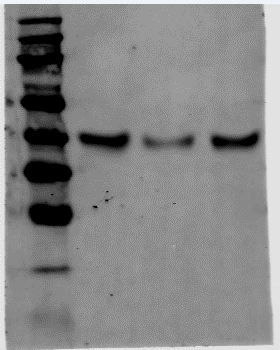

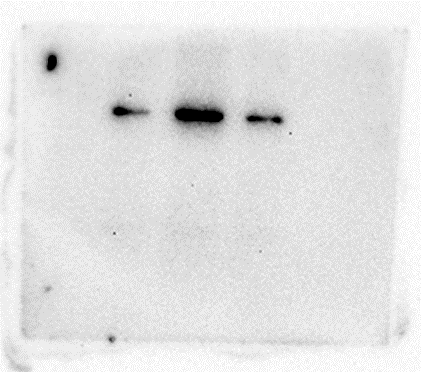

B7-1

1 2 3

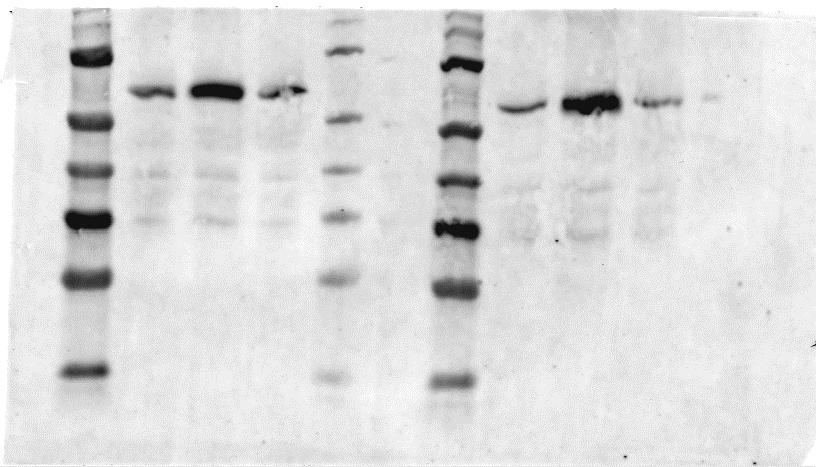

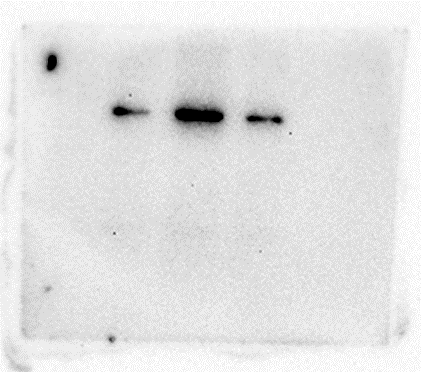

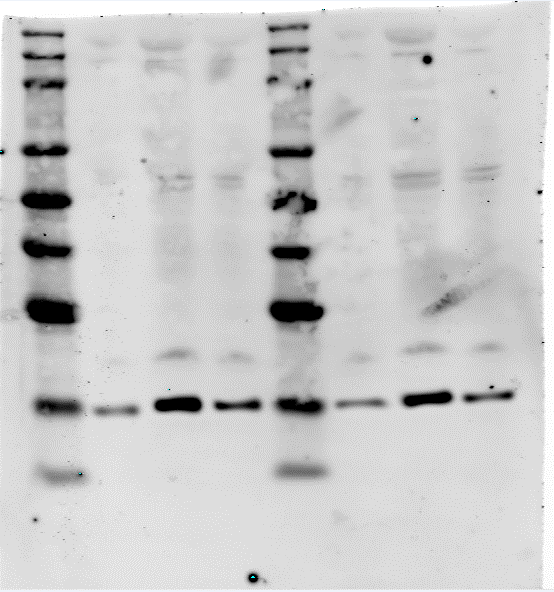
 1 2 3

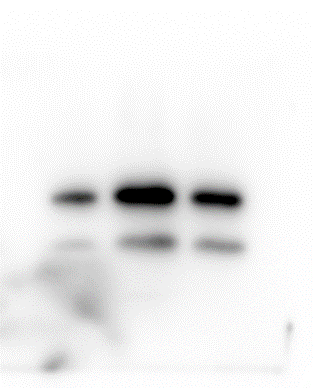

ccl-2

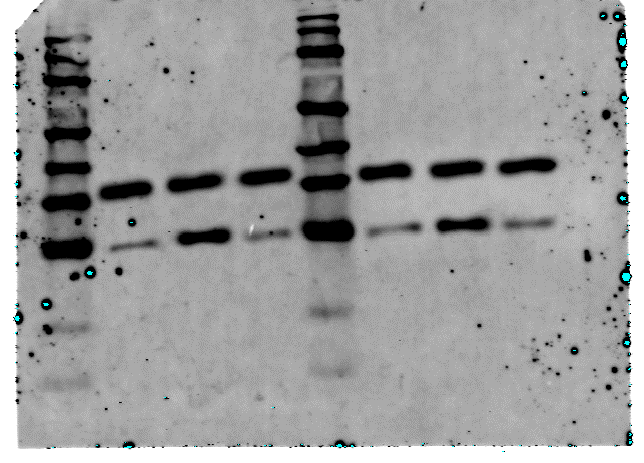
 1 2 3

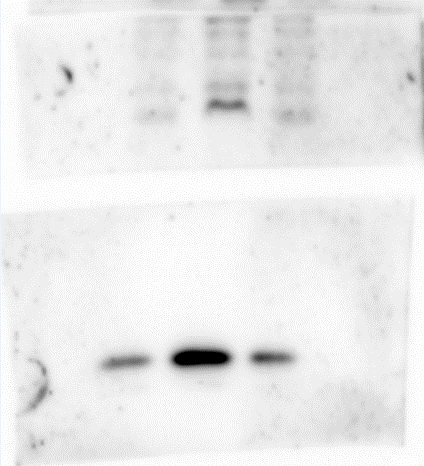

GAPDH

Claudin-1

Claudin-1

GAPDH

3

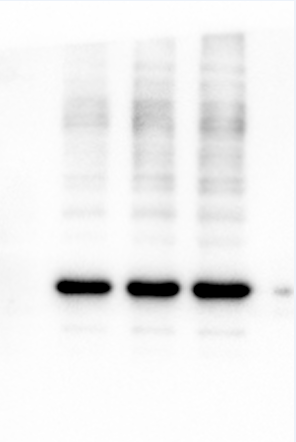

IL-17

1 2 3

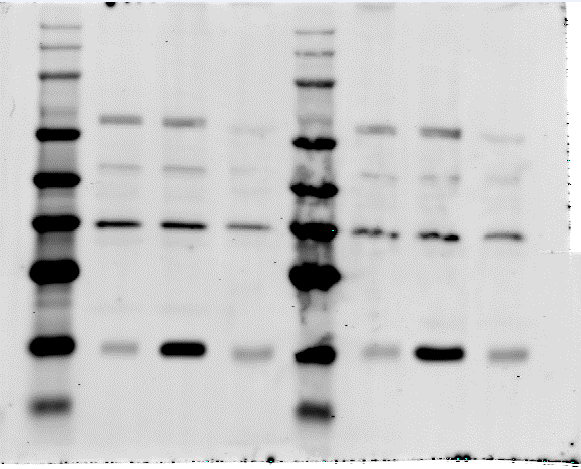

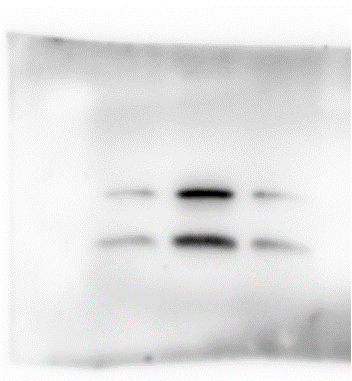

Figure6h

1 2 3

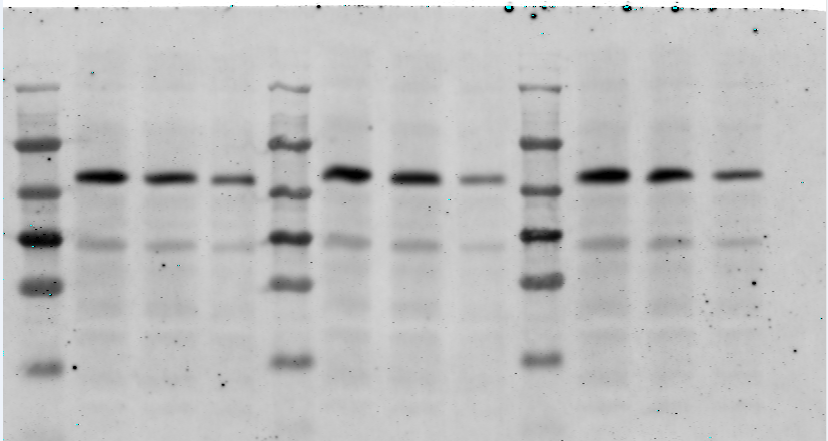

Podocin

1 2 3

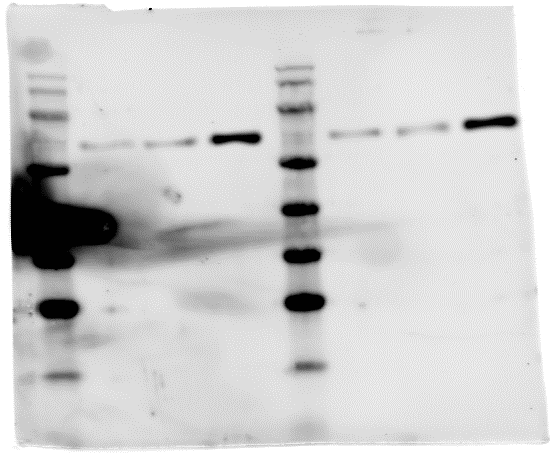

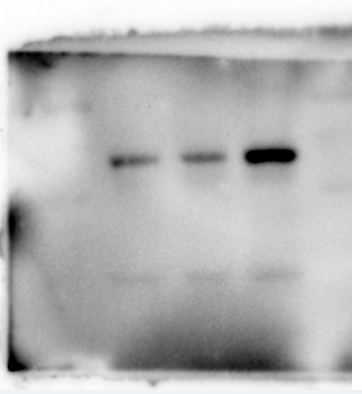

B7-1

Ccl2

1 2 3

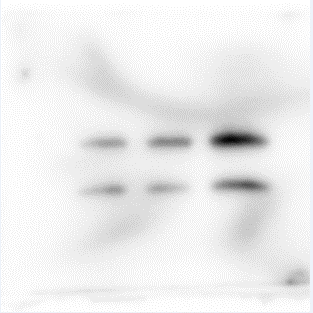

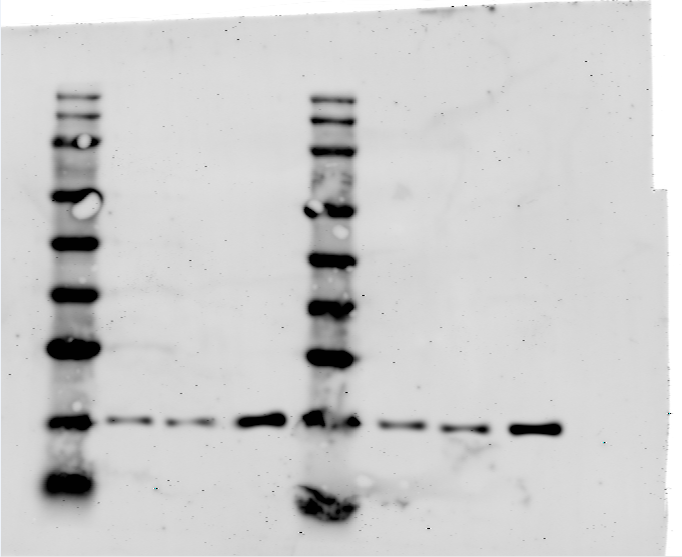

1 2 3

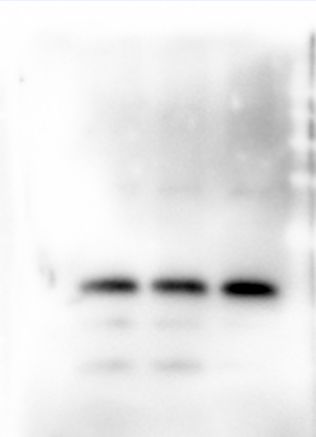

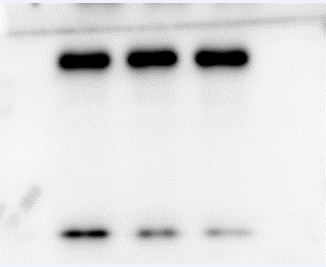

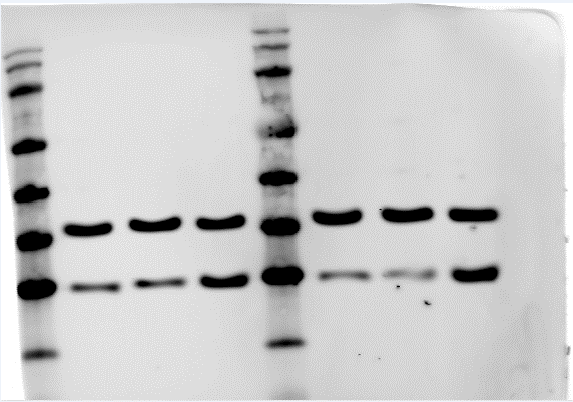

GAPDH

Claudin-1

Claudin-1

3

GAPDH

IL-17

1 2 3

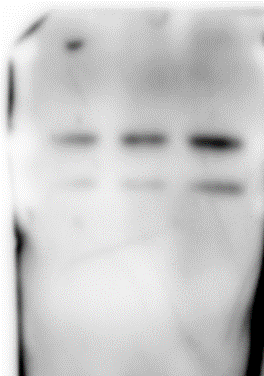

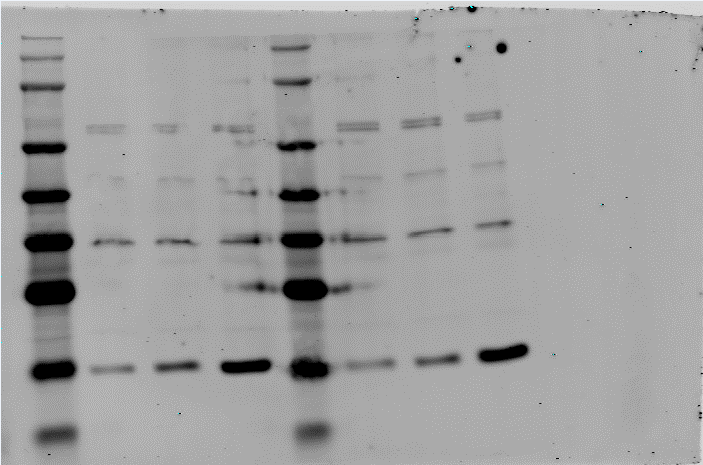

Figure6l

1 2 3

Podocin

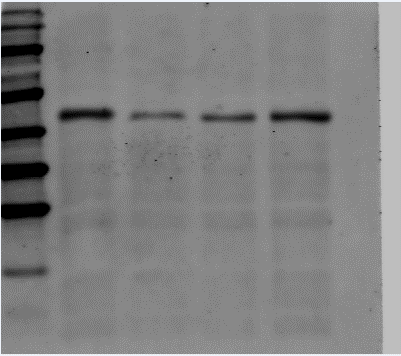

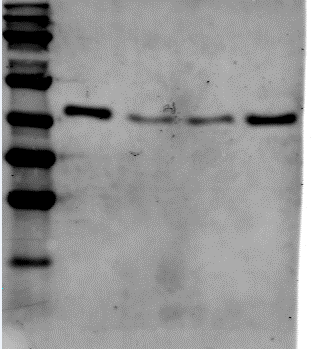

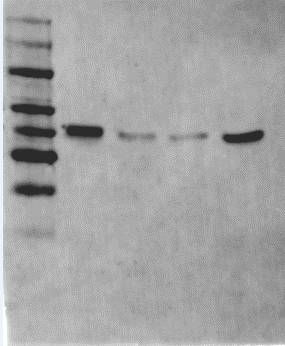

Claudin-1

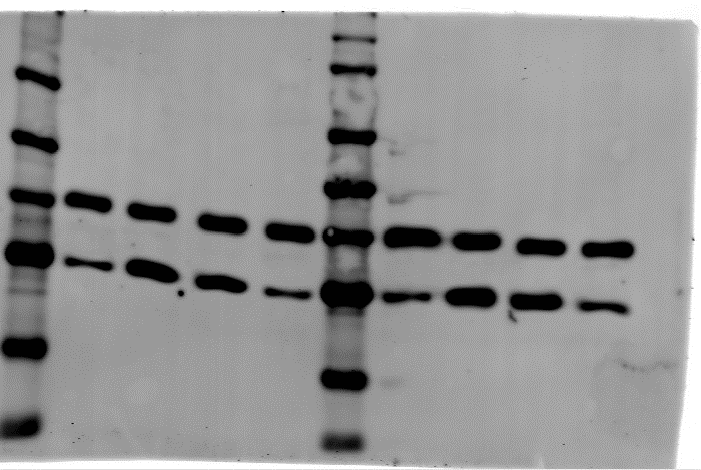
1 2 3

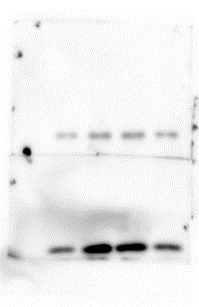

GAPDH

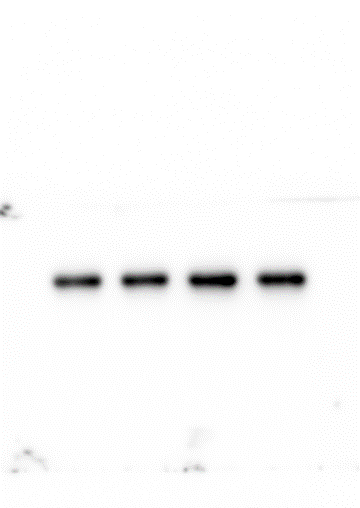

GAPDH

1 2 3

B7-1

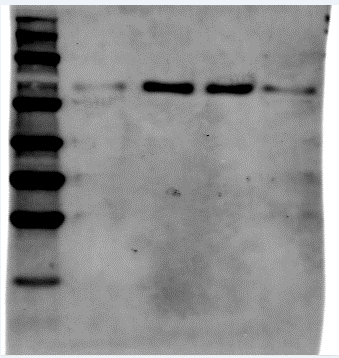

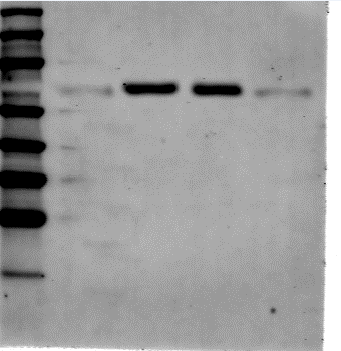

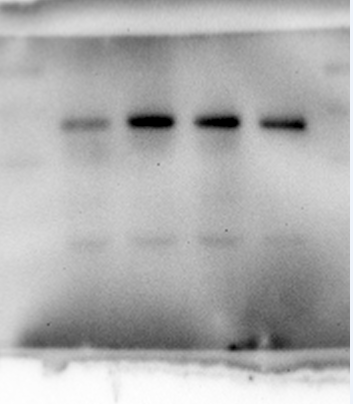

Ccl-2

1 2 3

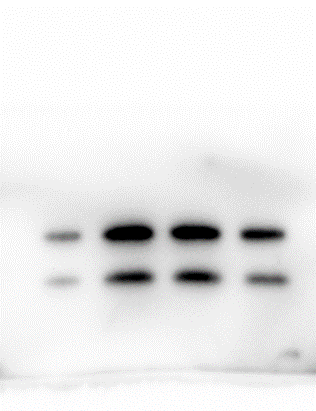

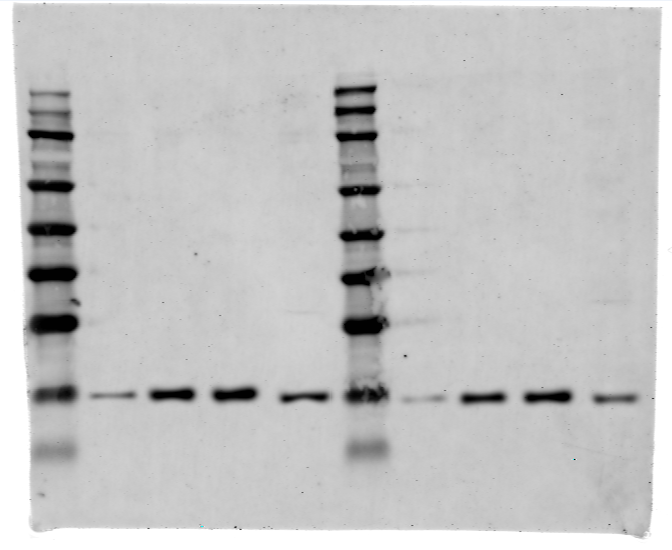

IL-17

1 2 3

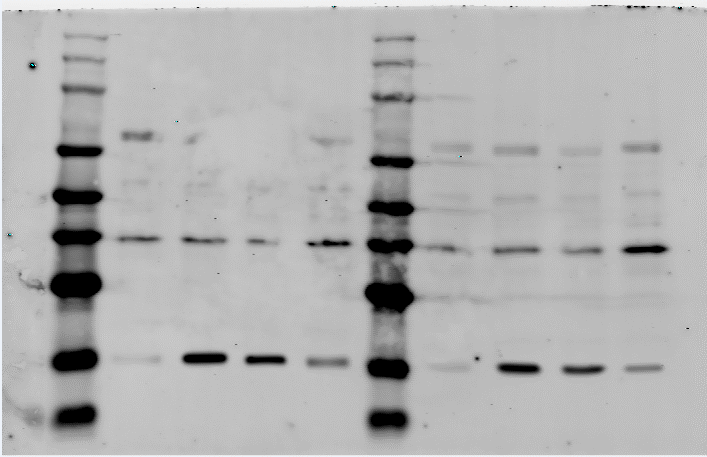

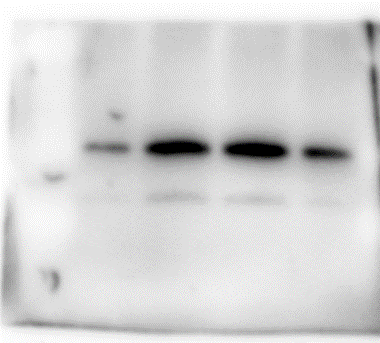

Figure7h

GSK-3β

1 2

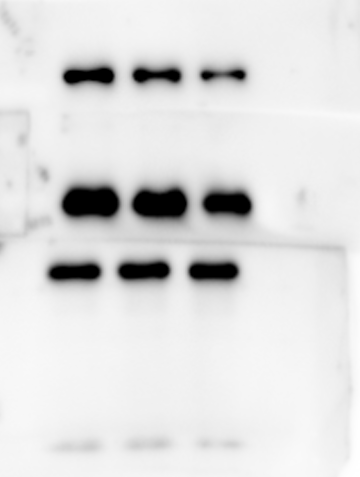

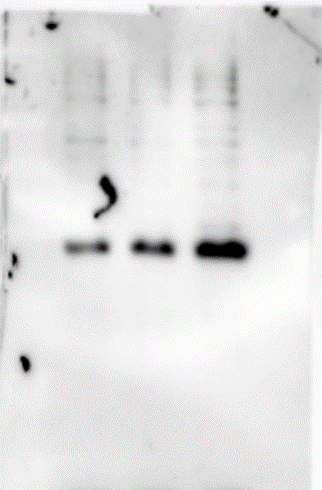

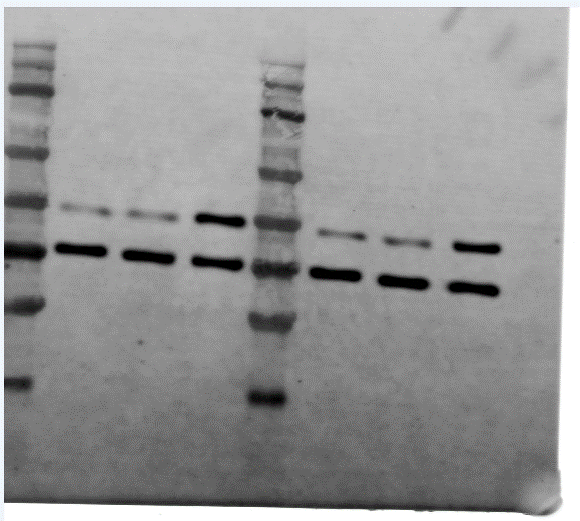

GSK-3β

GAPDH

GAPDH

Figure7i

1 2 3

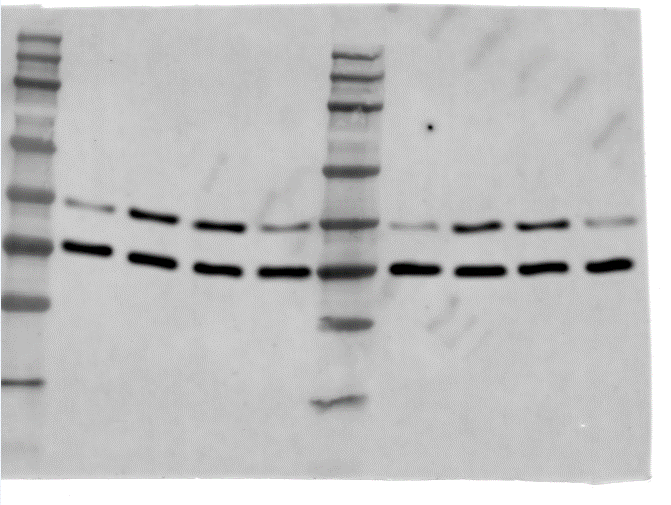

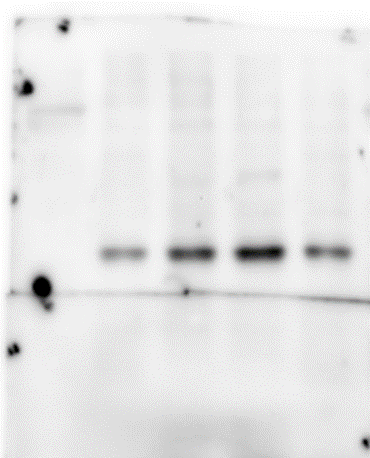

GSK-3β

GAPDH

GAPDH

GSK-3β

Figure7j

GAPDH

GSK-3β

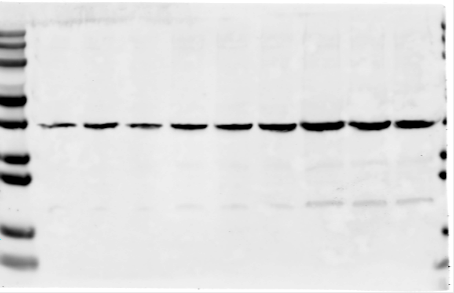

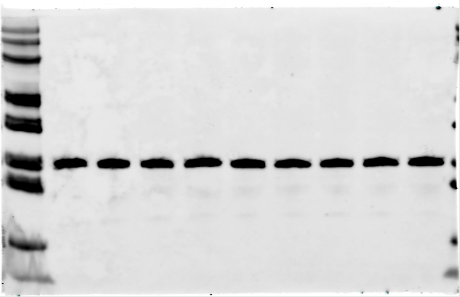

Figure7k

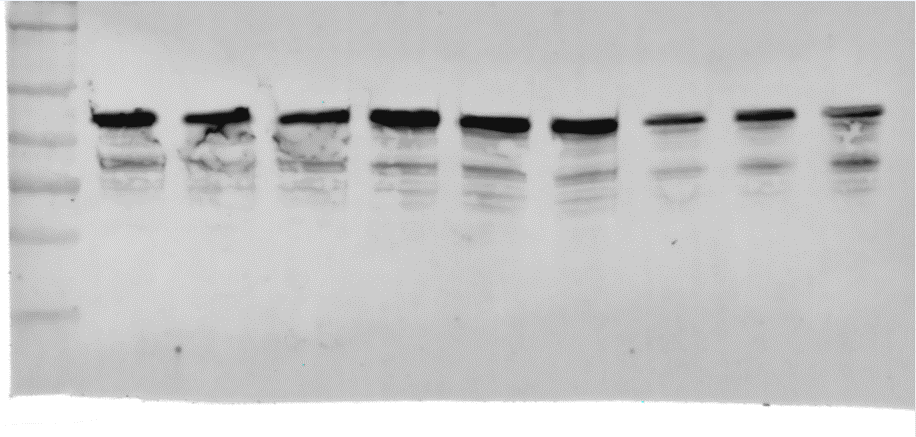

GSK-3β

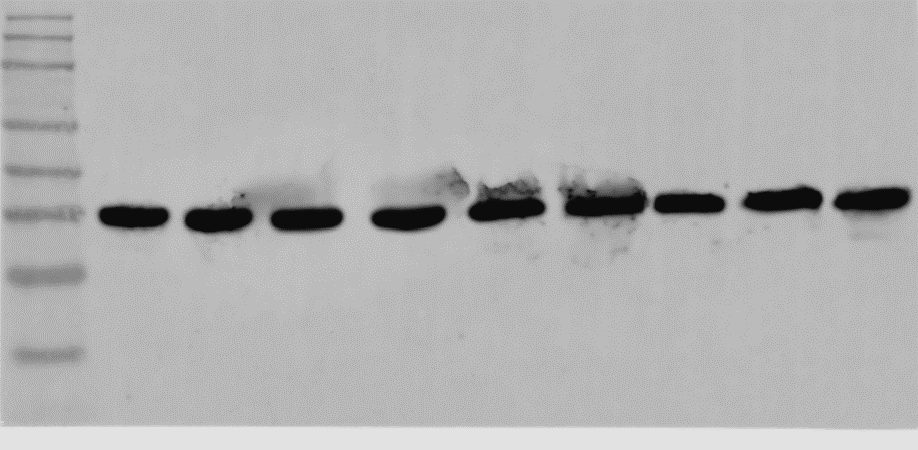

GAPDH

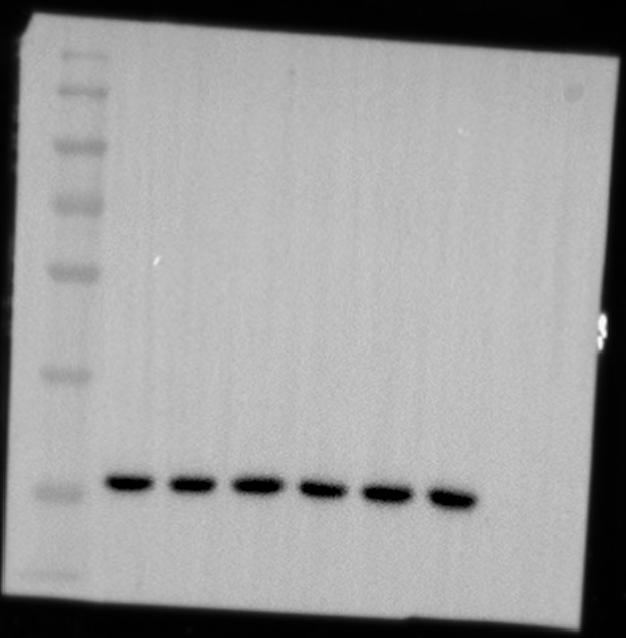
Figure8b

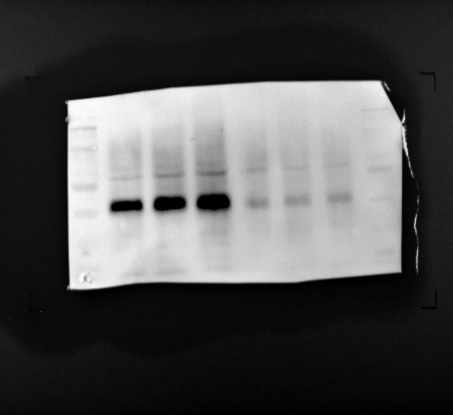

GAPDH

GSK-3β

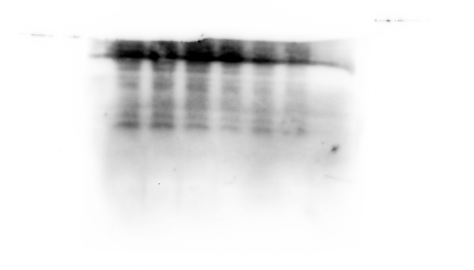
Figure8g

B7-1

Ccl-2

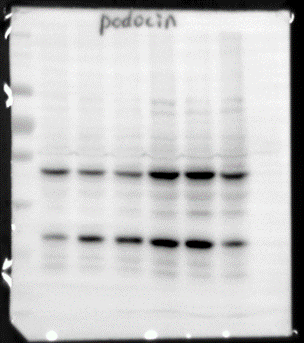

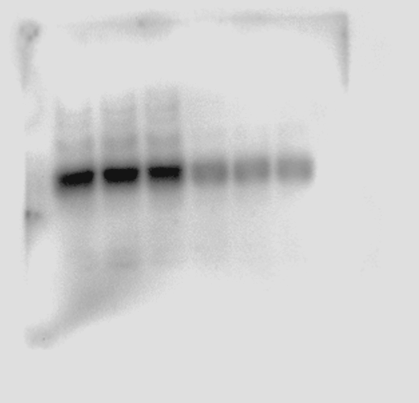

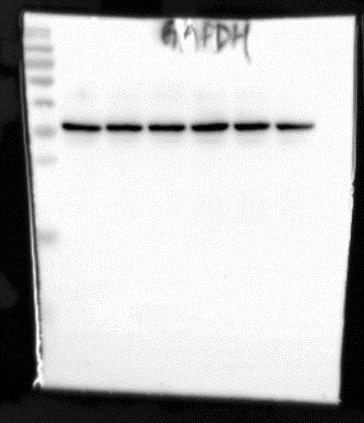

IL-17

Claudin-1

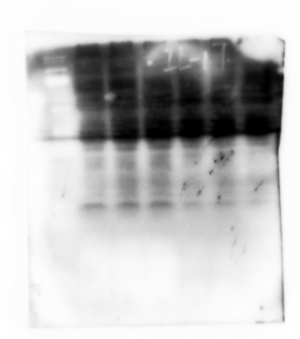

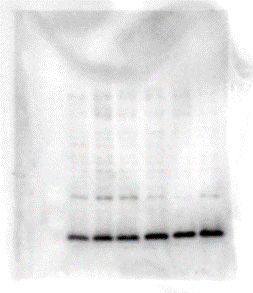

**Supplement:** Supplementary file 3 — Original Data File

# Supplementary material for: Long non-coding RNA DLX6-AS1 is the key mediator of glomerular podocyte injury and albuminuria in diabetic nephropathy by targeting the miR-346/GSK-3β signaling pathway
**Source:** Cell Death Dis. 2023 Feb 28;14(2):172. doi: 10.1038/s41419-023-05695-2
**Supplement:** Supplementary file 4 — AJ-checklist

Corresponding Author Name: _____
Manuscript Number: CDDIS-22-4758R

Reporting Summary

Springer Nature wishes to improve the reproducibility of the work that we publish. This checklist is used to ensure good reporting standards and to improve the reproducibility. Please respond completely to all questions relevant to your manuscript. For more information, please read the journal's Guide to Authors.

☐ Check here to confirm that the following information is available in the Material & Methods section:

- **The exact sample size (*n*)** for each experimental group/condition, given as a number, not a range
- **A description of the sample collection** allowing the reader to understand whether the samples represent technical or biological replicates (including how many animals, litters, culture, etc.)
- **A statement of how many times the experiment shown was replicated in the laboratory**
- **Definitions of statistical methods and measures:** For small sample sizes ($n < 5$) descriptive statistics are not appropriate, instead plot individual data points
  - Very common tests, such as *t*-test, simple χ^2 tests, Wilcoxon and Mann-Whitney tests, can be unambiguously identified by name only, but more complex techniques should be described in the methods section
  - Are tests one-sided or two-sided?
  - Are there adjustments for multiple comparisons?
  - **Statistical test results**, e.g., *P* values
  - Definition of '**center values**' as **median or mean**;
  - Definition of **error bars** as **s.d. or s.e.m. or c.i.**

Please ensure that the answers to the following questions are reported in the manuscript itself. We encourage you to include a specific subsection in the methods section for statistics, reagents and animal models. Below, provide the page number or section and paragraph number.

Statistics and general methods

1. How was the sample size chosen to ensure adequate power to detect a pre-specified effect size? (Give section/paragraph or page #)
- For animal studies, include a statement about sample size estimate even if no statistical methods were used.
2. Describe inclusion/exclusion criteria if samples or animals were excluded from the analysis. Were the criteria pre-established? (Give section/paragraph or page #)
3. If a method of randomization was used to determine how samples/animals were allocated to experimental groups and processed, describe it. (Give section/paragraph or page #)
- For animal studies, include a statement about randomization even if no randomization was used.

Reported in section/paragraph or page

4. If the investigator was blinded to the group allocation during the experiment and/or when assessing the outcome, state the extent of blinding. (Give section/paragraph or page #)

For animal studies, include a statement about blinding even if no blinding was done.

5. For every figure, are statistical tests justified as appropriate?

Do the data meet the assumptions of the tests (e.g., normal distribution)?

Is there an estimate of variation within each group of data?

Is the variance similar between the groups that are being statistically compared? (Give section/paragraph or page #)

Reagents

Reported in section/paragraph or page #

6. Report the source of antibodies (vendor and catalog number)
7. Identify the source of cell lines and report if they were recently authenticated (e.g., by STR profiling) and tested for mycoplasma contamination

Animal Models

Reported in section/paragraph or page #

8. Report species, strain, sex and age of animals
9. For experiments involving live vertebrates, include a statement of compliance with ethical regulations and identify the committee(s) approving the experiments.

10. We recommend consulting the ARRIVE guidelines ([PLoS Biol. 8\(6\), e1000412,2010](https://doi.org/10.1371/journal.plosbio.1000412)) to ensure that other relevant aspects of animal studies are adequately reported.

Human subjects

Reported in section/paragraph or page

11. Identify the committee(s) approving the study protocol.

12. Include a statement confirming that informed consent was obtained from all subjects.

13. For publication of patient photos, include a statement confirming that consent to publish was obtained.

14. Report the clinical trial registration number (at [ClinicalTrials.gov](https://clinicaltrials.gov) or equivalent).

15. For phase II and III randomized controlled trials, please refer to the [CONSORT statement](#) and submit the CONSORT checklist with your submission.

16. For tumor marker prognostic studies, we recommend that you follow the [REMARK reporting guidelines](#).

Data deposition

Reported in section/paragraph or page

17. Provide accession codes for deposited data. Data deposition in a public repository is mandatory for:
- Protein, DNA and RNA sequences
  - Macromolecular structures
  - Crystallographic data for small molecules
  - Microarray data

Deposition is strongly recommended for many other datasets for which structured public repositories exist; more details on our data policy are available in the Guide to Authors. We encourage the provision of other source data in supplementary information or in unstructured repositories such as [Figshare](#) and [Dryad](#). We encourage publication of Data Descriptors (see [Scientific Data](#)) to maximize data reuse.

18. If computer code was used to generate results that are central to the paper's conclusions, include a statement in the Methods section under "**Code availability**" to indicate whether and how the code can be accessed. Include version information as necessary and any restrictions on availability.

How the deposited data were processed for this re-analysis (not part of the article)

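RNA-seq was done on MPC5 cells, a mouse podocyte line, in 3 samples overexpressing lncRNA Dlx6-os1 and 3 control samples, in 5.6 mM glucose. Samples were assigned to groups from their labels, and each column of the table was matched to a sample by its description. The paper names an adenovirus and normal controls, and the labels name a lentivirus and a vector without insert for the controls. The titles in the labels call the controls WT, and control replicate 3 has no genotype label. No sample was left out.

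The authors deposited a table of FPKM values of 21849 protein-coding transcripts, normalized to transcript length and mapped fragments of each sample. Their processing notes name FastQC, HISAT2, StringTie and the build mm10, without versions, and the annotation release is not given in the sources used here. The lowest value of the larger group mean in the table was 0.5001, so transcripts below a mean of 0.5 in both groups had been removed before deposit. The library protocol keeps the strand, but whether strand was used when reads were assigned is not given in the sources used here. Read counts were not analysed here, and the depth is unknown: steps worth 1 read were searched for in 244 to 278 low values per sample from genes with a single transcript, and the values lined up with steps no better than with shuffled lengths (concentration 0.084 to 0.132, against a 95th percentile of 0.156 to 0.188 in 100 draws). Precision therefore rests on the spread between samples. The 10 most abundant transcripts held 3.76% to 4.88% of the summed FPKM. Dlx6-os1, Dlx5, Dlx6, WT-1 and IL-17A were not analysed here.

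FPKM were summed over the transcripts of each gene symbol, giving 11308 genes from 11314 gene identifiers, since 6 symbols joined 2 identifiers. Genes with a mean of at least 0.5 in 1 or both groups were kept, which removed none. The groups were compared on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend), two-sided, with Benjamini-Hochberg adjustment over all genes. Exact permutation of 3 against 3 samples cannot give a p below 0.1, so no exact p is printed. The thresholds of the study, an unadjusted p under 0.05 and a fold above 1.5, were applied to the same fit. The methods of the paper name no test or correction for RNA-seq and refer to earlier work, while its statistics section names an unpaired comparison for 2 groups. Single transcripts were tested with the same model.

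Before the data were examined, 26 gene lists were fixed, 7 on themes that the study names (cell cycle and IL-17 signaling) and 19 on podocytes, other kidney cell types and other pathways. Each list with at least 3 measured genes was tested with limma's camera (preset correlation 0.01), with camera with an estimated correlation, with fry, and with a two-sided Fisher's exact test of its members among the higher or lower genes, adjusted over 52 tests. Also fixed at that time were the alternatives, the model and the rule for naming genes: the 12 largest increases and 12 largest decreases among genes at the thresholds of the study whose groups do not overlap and whose mean is at least 1 in 1 or both groups, leaving out predicted and histone genes, every gene the paper names for these cells or marks in its pathway maps, up to 4 members of each list with the smallest p, and relatives or neighbours of Gsk3b and Dlx6-os1. Other genes named were chosen after their values were seen.

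The alternatives were pseudocounts of 0.1 and 0.5, no filter, a filter at a mean of 1, rescaling to TPM, quantile normalization, median-centring, the replicate number as a block, a linear model without moderation, no mean-variance trend, folds of group means, single transcripts and leaving out each sample. Removal of trends with transcript length and GC content (polynomials of degree 3) was added after the data had been seen, with lengths from GENCODE M21 on GRCm38, the same assembly as mm10, for 99.7% of genes. Counts and medians over list members with a control mean of at least 0.5 were also added after the data had been seen, because the filter of the table lets in genes that rose from below it. The model was tested on simulated data with 50 genes changed by each fold among 11308 genes. At an adjusted p under 0.05 it found 4%, 70%, 100% and 98% of genes changed by a fold of 1.5, 2, 3 and 4, and at the thresholds of the study 44%, 98%, 100% and 98%. These folds were set on FPKM + 1, and the changed genes were drawn from those with a mean of at least 2 FPKM. Noise was normal and independent between genes, with the spreads of the moderated fit. The shares therefore do not cover lower genes. Of 11108 unchanged genes, 12 passed at the adjusted p and 201 at the thresholds of the study, and 0 of 20 unchanged lists had a camera p under 0.05. Genes of these simulated lists varied independently, unlike those of the real lists. The simulation therefore cannot show how often camera calls an unchanged list whose genes are correlated, nor how many of the real gene calls are false. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15, with pandas 2.3.3 and NumPy 2.4.6.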

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

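Of the tests in this part, the 2 on the IL-17 and NF-κB targets and the removal of length and GC trends were chosen only after the results had been seen. C3 (log2 change 3.21) and Ccdc71 (1.59), which the paper's text does not name, were higher in MPC5 cells overexpressing Dlx6-os1 at a limma adjusted p under 0.05. C3 is also a member of the NF-κB target list, which was fixed on a theme of the study. Both calls were lost without control replicate 1 or 2 and in a linear model without moderation. Without control replicate 3 or overexpression replicate 2 only 1 gene in all passed, so at least 1 of these calls was lost there too. The immediate-early genes, which respond within minutes to growth factors, had a median log2 change of -0.29 in 27 genes (4 lower, 1 higher, camera adjusted p = 0.00166, and 0.258 with an estimated correlation), and none was lower without control replicate 1 or overexpression replicate 3, the median being -0.15 in the latter case. The 4 tubule markers had a median log2 change of -0.94, which was -0.58 without overexpression replicate 3, and the 30 genes of extracellular matrix and fibrosis had one of -0.50.

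The 39 mitosis genes that were higher are the first pattern. Scaling between samples is argued against, since the lowest median log2 change of the list over TPM rescaling, quantile normalization and median-centring was 0.57. Transcript length and GC content are too, as the median was 0.57 after each sample's trends were removed, and so is a single library, since the lowest median with any 1 sample left out was 0.51. An effect of Dlx6-os1 on cell division may be a biological explanation, but it is a hypothesis found on these same samples, and none of these checks could decide it. The virus itself and the density or differentiation of the cultures were not tested and stay open.

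Higher targets of IL-17 and NF-κB are the second pattern. A single library is argued against as the whole source: over the 23 listed targets with a control mean of at least 0.5, passing or not, the median log2 change was 0.46, and the lowest with 1 sample left out was 0.35, without overexpression replicate 3. A response to the viral vector cannot be told apart from an effect of Dlx6-os1, because what the controls received is not settled. The paper names normal controls, and the labels name an empty vector but also title the controls WT. Interferon-stimulated genes, which viruses can induce, had a median log2 change of 0.53, above the 0.3 set as the sign of a vector response, but it was 0.16 without overexpression replicate 3 and the camera adjusted p with an estimated correlation was 0.508. Both explanations stay open, as does a difference in the state of the cultures, which was not tested.

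The lower matrix genes are the third pattern: all 30 measured had a log2 change below 0 and 9 passed the thresholds of the study (camera adjusted p = 1.54e-12, and 0.272 with an estimated correlation). Scaling between samples is argued against, since the highest median over the 3 scalings was -0.48, though the count of 9 was 5 with TPM rescaling and 2 in the linear model without moderation (overlap adjusted p = 0.180, against 1.45e-07), and so are length and GC content, with a median of -0.53 after removal of the trends. Overexpression replicate 3 was lowest, at a list mean of -0.93 against -0.23 and -0.35, and without it the median was -0.30 and 3 genes passed, against 14 without overexpression replicate 1. The 4 tubule markers were lowest in that replicate too (-1.62), so a difference in the make-up or state of the cultures, their density, the virus and an effect of Dlx6-os1 all stay open.

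The 6 samples make only 10 splits into 3 and 3, the real split being 1 of them, which is too few for a share under 0.05. The real split gave 4 genes at the adjusted p (highest other split 2), 534 genes at the thresholds of the study (495), 1218 transcripts (1059), 17 lists by camera (16) and 8 list directions by overlap (6).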

How the results depend on the processing

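The removal of length and GC trends was chosen only after the data had been seen. Of the counts, 107 values under an alternative stayed within 1.5 times the main count and 17 moved further; of the values of named genes, 1950 kept their direction and side of the threshold, 105 lost the call, 40 gained one and 7 changed sign; and of the list tests, 397 kept both, 25 lost the call, 6 gained one and 12 changed sign. The cause of a change was not tested unless stated. The count of 4 genes at a limma adjusted p under 0.05 was 7 after removal of length and GC trends, 0 in a linear model without moderation, which estimates each gene's variance from its own 6 values, and 0 to 8 with 1 sample left out. Without moderation, genes at the study's thresholds numbered 248 (145 higher, 103 lower) and transcripts at the study's thresholds 715. Single transcripts gave 1218 calls in place of 534 genes, and with 1 sample left out the lower genes ranged from 182 to 380. Of 17 lists past camera, 6 passed by fry and 0 with an estimated correlation; 8 list directions passed by overlap, and 5 to 11 with 1 sample left out.

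Samples with the same replicate number share only a number: their deviations from the group means correlated at 0.287, 0.024 and 0.295, and 4 of 6 samples correlated best with their own number, which is a hint from the data and not from the design. With the replicate number as a block, the count at the adjusted p was 10, and genes at the study's thresholds numbered 643. Interferon-stimulated genes counted as higher were then 17 in place of 4 (overlap adjusted p = 1.24e-13).

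The Gsk3b change ranged from -0.31 to 0.09 with 1 sample left out, and reversed to 0.0947 without control replicate 1 and to 0.0072 without overexpression replicate 3. Without control replicate 1, Dlx1 reversed to 0.061, Gsk3a to -0.0265 and Shfm1 to -0.0425, and Dlx2 reversed to 0.0522 without control replicate 2 and to 0.054 without overexpression replicate 1; none of these had passed a threshold. Over all alternatives the lowest Dlx1 change was -0.2874 and the lowest Dlx2 change -0.079, both without control replicate 3, the highest Gsk3a change was 0.2049, also without control replicate 3, and the highest Shfm1 change 0.1193, without control replicate 2. The ribosomal list changed direction with quantile normalization (adjusted p = 0.397), with the block (0.898), after removal of length and GC trends (0.999), without control replicate 2 (0.626) or 3 (0.0141), and without overexpression replicate 1 (0.113) or 2 (0.0716). The cell cycle regulators did so without moderation (0.929), glycolysis without moderation (0.774), without control replicate 1 (0.204) and without overexpression replicate 3 (0.502), and cholesterol biosynthesis without control replicate 3 (0.594). Over all their alternatives the adjusted p of these 4 lists ranged from 1.40e-05 (without overexpression replicate 3) to 0.999, 0.276 to 0.929, 0.204 to 0.999 and 0.0227 to 0.594. Of the samples left out, overexpression replicate 2 gave glycolysis its highest adjusted p, 0.890. No filter on low values changed nothing, as the table was already filtered. The change of Dlx6-os1 and a count model were not run. Depth is unknown and could not be used to limit any call.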

Differences from the paper's values

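At the thresholds the paper states, 282 genes were higher and 252 lower, where the paper's volcano plot shows about 120 higher and about 84 lower in Fig. 7e, read by eye. The fold was taken here on FPKM + 1, and the paper does not say how its fold was computed. With folds of group means, 363 genes were higher and 316 lower. Of the alternatives set before the data were examined, the linear model without moderation came within the margin, with 145 higher and 103 lower, and every other alternative gave a count more than 1.5 times the paper's in both directions. The figure does not say whether its points are genes or transcripts.

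Gsk3b in cells overexpressing Dlx6-os1 was at 0.889 times the control, where the paper's qRT-PCR shows about 1.8 times in Fig. 7l, read by eye, on samples not analysed here. The paper also reports more GSK-3β protein with overexpression in these cells (Fig. 7h). A further qRT-PCR experiment of the paper reports a rise of the mRNA that a microRNA mimic abolished. Neither was analysed here. The values with TPM rescaling (0.885) and with each sample left out in turn (0.792 to 1.08) also differed from the paper's. The upper bound of the 95% confidence interval of the log2 change was 0.41.

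The paper states that overexpression of Dlx6-os1 in these cells lowered podocyte marker proteins and raised inflammatory and injury-associated factors (Fig. 6h, i), in samples not analysed here. Among the mRNAs, Cldn1 (claudin-1) had a log2 change of -0.10 that did not pass. It was at 0.575 FPKM with overexpression and 0.700 FPKM in control cells, near the lower limit of 0.5 in the values. The log2(FPKM + 1) scale understates changes there, so this gene says little either way. Of 26 podocyte markers, 7 had a log2 change above 0. Values that run the paper's way are those of Ccl2 (3.59) and Cd80 (0.64), which were higher, of Kirrel (-1.63), Pdpn (-0.76) and Plce1 (-0.62), which were lower, and of Synpo (-0.20), which did not pass, and the median of 26 podocyte markers (-0.20).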

Other observations

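Genes outside the cell cycle and IL-17 pathways also differed between MPC5 cells overexpressing Dlx6-os1 and control cells. Of 30 measured genes of extracellular matrix and fibrosis, 9 were lower at the thresholds of the study and none was higher. They included Lox (log2 change -1.32) and Loxl1, which cross-link collagen and elastin, the type IV and VI collagen genes Col4a1, Col4a2, Col6a1 and Col6a2, the gelatinase gene Mmp2 (-0.80) and the growth factor gene Tgfb3 (-1.02), and Timp1 had a log2 change of -0.58 that did not pass the fold. Type IV collagen is part of the basement membrane that podocytes build. The 26 genes of Wnt signaling did not pass as a list (camera adjusted p = 0.177), and of these Ccnd1 was higher and Dkk3 (-0.82), Sfrp1 (-0.64) and Sfrp2 were lower, Sfrp2 being at 0.447, 0.355 and 0 FPKM against 1.38, 0.771 and 1.50 FPKM. Without overexpression replicate 2 the list passed (camera adjusted p = 0.0406) with 5 lower genes (overlap adjusted p = 0.00292, against 0.0921). Of 44 genes of the actin cytoskeleton, Mylk, myosin light chain kinase, was lower (-0.87), none was higher, and the median was -0.11 (camera adjusted p = 0.00211, 0.429 with an estimated correlation, and 0.261 without control replicate 3). The count of 1 lower gene was 3 without control replicate 1, control replicate 2 or overexpression replicate 1, and 2 without overexpression replicate 2. Of the 27 immediate-early genes, Fos, Egr2 (-0.71), Egr3 and Dusp6 were lower and Fosl1 was higher, with TPM rescaling 2 were lower, and without moderation none passed.

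Of 45 interferon-stimulated genes, Oas1a (1.44), Oasl2 (1.20), Oasl1 (1.02) and Parp14 (0.82) were higher and Ifit3 (-0.73) was lower (camera adjusted p = 3.76e-06, and 0.508 with an estimated correlation). Overexpression replicate 3 stood apart in this list, with a mean of 1.34 relative to the controls against 0.12 and 0.14 in replicates 1 and 2, and 1 gene was higher without it, 1 without control replicate 2, 19 without overexpression replicate 1 and 14 without overexpression replicate 2. With TPM rescaling 9 were higher and none was lower (overlap adjusted p = 1.04e-04, against 0.101), with quantile normalization or median-centring 2 were higher, without moderation 1 was, and of 42 genes with a control mean of at least 0.5, 3 were higher. Of 30 genes of the unfolded protein response, Trib3 (1.02) and Hspa5, the chaperone BiP (0.82), were higher (adjusted p = 5.23e-04, and 0.396 with an estimated correlation), with a list mean of 0.49 in overexpression replicate 3 against 0.18 and 0.09. Without overexpression replicate 1, 5 were higher, and the call of Hspa5 was lost without control replicate 2 or 3 or overexpression replicate 1. Of 29 p53 targets, Aen (0.59) and Cd80 were higher (adjusted p = 0.0156, and 0.258 with an estimated correlation). The list passed by fry (adjusted p = 0.0365). The count of 2 was 0 without overexpression replicate 3 and 4 without overexpression replicate 1. Of 24 genes of cholesterol biosynthesis, Tm7sf2 was higher (0.96, adjusted p = 0.178), and of 78 ribosomal protein genes, Rpl6l (0.61, adjusted p = 0.956). None of 26 genes of glycolysis and hypoxia (adjusted p = 0.956), 21 Nrf2 targets (0.325) and 13 mitochondrially encoded genes (0.0416, and 0.558 with an estimated correlation) passed, and the call of the mitochondrial list was lost in 11 of 17 alternatives. Leaving out a sample made some lists pass: cholesterol biosynthesis without control replicate 1 (0.0227) or 2 (0.0447), Nrf2 targets without control replicate 2 (0.0497), and ribosomal proteins without control replicate 1 (0.00197), control replicate 3 (0.0141) or overexpression replicate 3 (1.40e-05). Of the genes beside Dlx6-os1 or related to its neighbours, 4 were measured and none passed, with log2 changes from -0.10 for Sdhaf3 to 0.06 for Shfm1 (adjusted p = 0.647). Among single genes, Aen no longer passed without control replicate 1 or 3 or overexpression replicate 3, Ifit3 without control replicate 1 or 2 or overexpression replicate 1 or 2, Oasl1 and Egr2 without control replicate 1 or 2 or overexpression replicate 3, Parp14 without control replicate 2 or 3 or overexpression replicate 3, Sfrp1 without control replicate 1 or overexpression replicate 3, and Rpl6l without control replicate 1 or overexpression replicate 2.

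Both main transcripts of Kirrel had lower means with overexpression. Kirrel-001 was at 15.4 ± 2.17 FPKM (SD, n = 3) with overexpression and 78.5 ± 11.3 FPKM (SD, n = 3) in control cells, a log2 change of -2.27. Kirrel-201 was at 12.2, 17.7 and 54.2 FPKM with overexpression against 49.2 ± 7.54 FPKM in control cells, a log2 change of -1.06. This gene was singled out among transcripts after its values were seen, and the split of reads between transcripts of a gene is an estimate.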
